# Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis

**DOI:** 10.1371/journal.pone.0079020

**Published:** 2013-11-06

**Authors:** Ruixin Hao, Maria Bondesson, Amar V. Singh, Anne Riu, Catherine W. McCollum, Thomas B. Knudsen, Daniel A. Gorelick, Jan-Åke Gustafsson

## Abstract

Estrogen signaling is important for vertebrate embryonic development. Here we have used zebrafish (*Danio rerio*) as a vertebrate model to analyze estrogen signaling during development. Zebrafish embryos were exposed to 1 µM 17β-estradiol (E2) or vehicle from 3 hours to 4 days post fertilization (dpf), harvested at 1, 2, 3 and 4 dpf, and subjected to RNA extraction for transcriptome analysis using microarrays. Differentially expressed genes by E2-treatment were analyzed with hierarchical clustering followed by biological process and tissue enrichment analysis. Markedly distinct sets of genes were up and down-regulated by E2 at the four different time points. Among these genes, only the well-known estrogenic marker *vtg1* was co-regulated at all time points. Despite this, the biological functional categories targeted by E2 were relatively similar throughout zebrafish development. According to knowledge-based tissue enrichment, estrogen responsive genes were clustered mainly in the liver, pancreas and brain. This was in line with the developmental dynamics of estrogen-target tissues that were visualized using transgenic zebrafish containing estrogen responsive elements driving the expression of GFP (*Tg*(*5xERE:GFP*)). Finally, the identified embryonic estrogen-responsive genes were compared to already published estrogen-responsive genes identified in male adult zebrafish (Gene Expression Omnibus database). The expressions of a few genes were co-regulated by E2 in both embryonic and adult zebrafish. These could potentially be used as estrogenic biomarkers for exposure to estrogens or estrogenic endocrine disruptors in zebrafish. In conclusion, our data suggests that estrogen effects on early embryonic zebrafish development are stage- and tissue- specific.

## Introduction

Estrogen signaling through its main components cytochrome P450 aromatase (CYP19) and the estrogen receptors (ERs), is well conserved through the evolution of vertebrates (reviewed in 1). This conservation implies important roles for estrogenic pathways in a host of tissues and sexually dimorphic organs including the reproductive tract, brain, liver, heart, breast, skin and bone. As a consequence, excess or deficiency of estrogen can lead to pathological conditions such as infertility, cancer, and osteoporosis. In addition to having important functions in the adult, estrogens are crucial for normal embryonic development, manifested by perturbed development of brain and gonads as well as aberrant behavior in both aromatase and ER knockout mice [2,3].

The genome of the vertebrate zebrafish (*Danio rerio*) codes for three estrogen receptors, Esr1, Esr2a and Esr2b (previously denoted ERα, ERβ2 and ERβ1, respectively) [4]. These receptors presumably mediate the genomic responses to estrogen signaling through their function as DNA-binding transcription factors. A fourth estrogen targeted receptor, the membrane localized G protein-coupled estrogen receptor 1 (Gper), induces activation of the so called non-genomic response, including phosphorylation of the mitogen-activated protein kinases MAPK3/MAPK1 [5], which eventually also results in downstream transcriptional changes.

The fetal expression of the different estrogen receptors during zebrafish development is induced at 24 hours post fertilization (hpf) [4]. The most highly expressed ER in early development has been suggested to be Esr2a. The *esr2a* mRNA is maternally loaded to the oocyte, disappears between 6 and 12 hpf and returns with the start of the zygotic expression after 1 day post fertilization (dpf) [4,6]. *In situ* hybridization of *esr2a* shows that its expression is high in the head/brain region and in proximity to the yolk at 24 to 48 hpf [7,8]. *esr2a* mRNA is also expressed during early life stage in the epidermis, pectoral ﬁn buds, hatching gland and is distinctly expressed in neuromast cells of both the anterior and the posterior lateral line [7,9]. Although the expression of estrogen receptors has been profiled during embryonic zebrafish development, knowledge of estrogen signaling at early developmental stages is limited. 

It is reasonable to surmise that estrogen activity is important for the development of the tissues and organs in which the estrogen receptors are expressed. Consequently, knock down of estrogen receptor expression, or treatment with excess levels of agonists or antagonists would be expected to perturb development of these tissues and organs. In support of this hypothesis, morpholino knock down of *esr2a* efficiently decreases the formation of neuromasts, showing a direct role for *esr2a* in their development [9]. The most studied effect of excess estrogen or xenoestrogen exposure of zebrafish is the change in sex ratio and fertility, decreasing both the percentage of males and their fertility ([10] and references therein). On the contrary, treatment of zebrafish during 48-168 hpf with an aromatase inhibitor, which induces estrogen deficiency, causes neurobehavioral deficits, including altered tactile response, swimming movements, vestibular behavior, and pectoral fin and eye movements [11]. After prolonged treatment the fish die by cardiac arrest. These phenotypes can be rescued by a simultaneous addition of estrogen [11], implicating functional links to estrogen pathways. Estrogen deficiency also significantly diminishes thickness in most retinal layers, suggesting that estrogen is important for normal eye development [12]. Thus, consistency emerges when comparing the tissues affected by exposure to or inhibition of estrogen to the tissues that have ER expression. 

Several biomarkers of estrogenic exposure have been identified in zebrafish, including the liver-produced yolk proteins Vitellogenin 1 and 3 (encoded by *vtg1 and vtg3*), and the brain-specific Aromatase B (AroB, encoded by *cyp19a1b*). These markers have been used to detect estrogenic endocrine disrupters both in laboratory raised zebrafish and in field monitoring of other fish species. To identify additional E2-target genes, studies have been performed in zebrafish using a large-scale transcriptomic approach. In one study, total mRNA from adult male zebrafish was analyzed on a custom-made microarray set containing about 16 K oligonucleotide probes [13]. Approximately 1,000 estrogen-responsive genes were identified, including the already known target genes *vtg1*, *vtg3* and *esr1*. Three other studies analyzed gene expression changes in liver of adult male zebrafish after E2 treatment using 14-16K microarray platforms [14-16], and identified hepatic E2-responsive genes. While the first study describes that the estrogen target genes are highly represented among cell proliferation, apoptosis and gene expression functional categories, the other studies report that estrogen target genes are involved in metabolism. This observation logically reflects liver function [13-16]. Together, these studies identify a number of previously unknown estrogen target genes in the entire adult male organism or livers of zebrafish that potentially could serve as new biomarkers; however, a bioinformatic comparison of the genes described in the different publications has not yet been performed. 

In this study, we describe a whole-genome analysis of estrogen regulated genes in zebrafish embryos at four early developmental stages. We used an Agilent zebrafish gene expression microarray with 44K probes to analyze organism wide expression changes induced by E2, and applied biological functional process and tissue enrichment analysis to interpret the consequences of these changes for early embryonic development. We further compared the embryonic E2-target genes to previously published estrogen-responsive genes in male adult zebrafish to identify potential biomarkers that could be used to detect xenoestrogenic exposures both to embryos and adult zebrafish. 

## Materials and Methods

### Zebrafish maintenance

The zebrafish work was conducted according to relevant national and international guidelines. Wild-type strains DZ and TAB14, as well as transgenic fish lines *Tg*(*5×ERE:GFP*) [17] and *Tg*(*ins:mCherry*) were used according to the maintenance and experimental protocols approved by the Institutional Animal Care and Use Committee at University of Houston (protocol numbers protocol numbers 12-042 and 10-040 approved at Sept. 17, 2012 and Nov. 19 2012, respectively). Adult zebrafish were maintained in 2.5 Liter polyethylene tanks in a Z-MODE holding system from Aquatic Habitat, (Aquatic Habitats Inc., Apopka, FL) or 3.5 liter tanks in a Tecniplast system (Tecniplast USA Inc., West Chester, PA) supplied continuously with circulating filtered water at 28°C under 14 h of light and 10 h of dark cycle (14:10 LD; lights on 8 AM; lights off 10 PM.). The fish were fed commercial flake food (Aquatic Habitat) in the morning, baby brine shrimp (Brine Shrimp Direct, Ogden, UT) at noon and Cyclop-eeze (Argent Chemical Laboratory, Redmond, WA) in the evening during the week. On weekends they were fed baby brine shrimp and Cyclop-eeze.

### Embryo and adult zebrafish treatments

After breeding adult fish from the different fish lines, embryos were collected and allowed to develop in a Petri dish at 28.5°C. 17β-estradiol (E2) (Sigma-Aldrich, St. Louis, MO) at a 1 mM stock solution in 100% dimethylsulfoxide (DMSO) was diluted in embryo medium (5 mM NaCl, 0.17 mM KCl, 0.33 mM CaCl_2_, 0.33 mM MgSO_4_) to obtain 1 μM concentrations. Clutches of zebrafish embryos from several pairs of adult fish were divided and transferred into 6 well plates. 30 embryos were pooled as one biological sample and exposed to 3 ml 1 μM E2 or vehicle (0.1% DMSO) from approximately 3 hpf. Embryo media containing E2 or DMSO were renewed every day. At different time points, 1 dpf (24 hpf), 2 dpf (48 hpf), 3 dpf (72 hpf) and approximately 4 dpf (4.3 dpf, 104 hpf), embryos were collected for analysis. 

For analysis of adult fish, 5 six months old male adult DZ fish/group were exposed in 500 mL fish water containing 1 μM E2 or vehicle DMSO (0.1%) and were maintained at 28°C for 48 h. After the treatment, fish were anesthetized and snap frozen in liquid nitrogen followed by RNA extraction. 

### RNA extraction and cDNA synthesis

Total RNA from pooled DZ embryos was extracted using Trizol (Invitrogen Corporation, Carlsbad, CA) and RNeasy spin columns (Qiagen, Chatsworth, CA) according to the manufacturer’s protocols. DNase I (Qiagen, Chatsworth, CA) digestion was performed to remove remaining DNA. RNA concentrations were measured with NanoDrop 1000 spectrophotometer (Agilent Technologies, Palo Alto, CA) and RNA integrity was analyzed with Agilent 2100 Bioanalyzer (Agilent Technologies, Palo Alto, CA). cDNA synthesis was carried out using Superscript II reverse transcriptase (Invitrogen Corporation, Carlsbad, CA). 

Frozen adult fish from E2 treatment and vehicle control (0.1% DMSO) groups were ground to a crude powder using pre-cooled mortars and pestles. Liquid nitrogen was added into the mortars to keep the samples frozen. Crude tissue powder was then transferred to pre-cooled 5 ml sterile centrifuge tubes (VWR, Houston, TX) containing Trizol (Invitrogen Corporation, Carlsbad, CA). Motorized homogenizer (Kinematica Polytron PT 1200 E, Lucerne, Switzerland) was used to completely homogenize the fish samples. Total RNA was extracted according to the procedures described above. 

### Microarray

Agilent zebrafish gene expression microarray v2 (part number G2519F and AMADID (design) 019161) was used for the microarray analysis. Experiments were performed at the Genomic and RNA Profiling Core (Baylor College of Medicine, Houston, TX). The Genomic and RNA Profiling Core first conducted Sample Quality checks using the Nanodrop ND-1000 and Agilent Bioanalyzer Nano chips. For labeling, the Agilent Quick Amp Labeling Kit (for one-color) Protocol Version 6.5 was used. 50ng of total RNA that had passed the quality check was used for the protocol as recommended by Agilent. The Labeling Kit (Agilent p/n 5190-0442) was used along with Agilent’s RNA Spike-In Kit, Agilent’s Hybridization Kit, and Agilent’s Wash Buffers 1 and 2. The RNA Spike-Ins was added to the sample. The sample was simultaneously amplified and Cy3 dye labeled as cRNA was generated using T7 RNA Polymerase. The cRNA was purified using Qiagen RNeasy mini spin columns. Samples were then measured again on the Nanodrop for yield and dye incorporation. The samples were then fragmented and 1.65 µg of sample and hybridization mix was loaded onto each of the 4x44K Expression arrays. The slide was hybridized in Agilent Hybridization Chamber at 65°C at a 10rpm rotation for 17 h. The slide was washed using the Agilent Expression Wash Buffer Set 1 and 2 as per the Agilent protocol. Once dry, the slides were scanned with the Agilent Scanner (G2565BA) using Scanner Version C and Agilent Feature Extraction Software Version 11.0.1.1. Time points 1 and 2 dpf were performed in biological triplicates of independent pools of RNA while time points 3 and 4 dpf were performed in quadruplicates. All biological replicates were prepared from different batches of embryos spawning from different breeding pairs, but from the same fish strain. The microarray results were submitted to Gene Expression Omnibus database (GSE42766).

### Real-time PCR

Real-time polymerase chain reaction (PCR) was performed using a 7500 Fast Real-Time PCR (Applied Biosystems, Foster City, CA) with Fast SYBR Green Master mix (Applied Biosystems, Foster City, CA). Primer BLAST (http://www.ncbi.nlm.nih.gov/tools/primer-blast/) was used to design the primers, which were synthesized by Integrated DNA Technologies, Inc (San Diego, CA). Primers of 18-22 base pairs (bp) were designed to amplify sequences of 100-300 bp (Table S1). Relative gene expression data was normalized against 18S ribosomal RNA (18S rRNA) expression and analyzed with unpaired two-tailed t-test. Each experiment was carried out at least three times with three technical repeats each time. Significance is presented at *P*≤0.05 (*) or *P*≤0.01 (**).

### Imaging

E2 treated *Tg*(*5×ERE:GFP*) embryos were used to follow estrogen responsive tissue development. Hybrid embryos obtained from *Tg*(*5xERE:GFP*) crossed with *Tg*(*ins:mCherry*) transgenic fish were used to track endocrine pancreas development. Embryo treatments were as described above. Fluorescence in the live embryos was visualized using a Nikon AZ100M microscope equipped with Nikon DS digital camera head and the NIS Elements imaging software (Nikon Instruments Inc, Melville, NY). To inhibit pigment formation, embryos and larvae were incubated in 200 μM 1-phenyl-2-thiourea (Sigma-Aldrich, St. Louis, MO) from 1 dpf. For live imaging, embryos and larvae were anesthetized with 0.04% MS-222 (Sigma-Aldrich, St. Louis, MO), mounted in 3% methylcellulose on a glass slide and imaged using a 4X objective. Fluorescent images were pseudo-colored, superimposed and adjusted using Adobe Photoshop CS5 (Adobe Systems Inc. Sam Jose, CA). 

### Quantification of E2 uptake

Wild type TAB14 embryos were treated with embryo media containing 1 µM E2 or vehicle (0.1% DMSO) using the protocol described above. Embryo media was collected after treatments and E2 levels remaining in the media were analyzed using HPLC (n=3). HPLC analyses were performed on a Binary HPLC pump 1525 (Waters, Milford, MA, USA) equipped with an autosampler 2707 injector and a photodiode array detector (PDA) 2998 set at 280nm (Waters). The HPLC system was based on a Nucleodur C18 column (250 x 4mm, 5µm, Macherey Nagel, Bethlehem, PA, USA) in the following conditions: mobile phases: A: 20 mM ammonium acetate pH 3.5/acetonitrile (95/5, v/v), B: 100% acetonitrile; Gradient: 0–2 min, A: 100% isocratic; 2-3 min, linear gradient from A: 100% to A:B 60:40; 3–8 min, A:B 60:40 isocratic; 8–9 min, linear gradient from A:B 60:40 to A:B: 50:50; 9-14 min, A:B 50:50 isocratic; 14–15 min, linear gradient from A:B 50:50 to B 100%; 15–19 min, B: 100% isocratic. In our system, E2 was eluted at a retention time of 11.5 min, and it was quantified by measuring the area under the peak (based on a standard curve previously established). 

### Whole-mount *in situ* hybridization (ISH)

All procedures of whole-mount *in situ* hybridization were performed as described previously [18]. Partial-length *vtg4* (630 bp) was amplified by PCR (95 °C for 10 min, 95 °C for 30 s, 50 °C for 30 s, 72 °C for 40 s (40 cycles), 72 °C for 5 min) from cDNA that was prepared from total RNA extracted from 1-month old adult male zebrafish treated with E2 (as described above) using primers forward 5’-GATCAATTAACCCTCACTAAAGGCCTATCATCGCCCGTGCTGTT-3’ and reverse 5’- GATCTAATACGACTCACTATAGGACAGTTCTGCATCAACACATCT-3’ for sense and antisense probes. These primers were designed to contain the T3 (forward primer) and T7 (reverse primer) promoter regions for sense and antisense transcripts, respectively. The promoter regions in the primers are underlined. Because of low PCR yield, the fragment was cloned into pGEM-T-Easy vector (Promega, Madison, WI) and re-amplified. After PCR amplification, digoxigenin-labeled (Roche Diagnostics, Indianapolis, IN) antisense and sense transcripts were transcribed using T7 (New England Biolabs, Ipswich, MA) and T3 (Promega, Madison, WI) RNA polymerase, respectively. Following *in situ* hybridization, embryos were cleared in benzyl alcohol:benzyl benzoate (BABB) 2:1 and mounted in modified GMM mounting media (100 mL Canada Balsam, Sigma-Aldrich, St. Louis, MO; + 10 mL methyl salicylate, Sigma-Aldrich, St. Louis, MO) and photographed on a Nikon AZ100M microscope equipped with a Nikon DS-Fi1 camera.

### Data analysis

Raw data from the microarray analysis was mean-centered and quantile-normalized to normalize gene expression distributions across the different samples. The data was then Log_2_-transformed. Batch effects from the different biological replicates were removed using Partek Genomics Suite v 6.3 (http://www.partek.com/) and residual variance was analyzed by Principal Components Analysis (PCA) (Figure S1). Then the data was subjected to two-way ANOVA to study the effect of the developmental stages, treatment and their interactions. The development stages had the maximum effect on the gene expression, hence one-way ANOVA (*P*≤0.01) was used to identify genes altered by treatments at individual developmental stages. Venn diagrams were generated to illustrate the overlapping genes among the four different time points (*P*≤0.01, absolute fold change ≥|±1.4|). For the Hierarchical clustering, unsupervised hierarchical clustering was performed using Pearson correlation algorithm for the gene tree and Spearman for the developmental stages (*P*≤0.005).

### Biological function inference via pathway analysis and tissue enrichment

The corresponding human homologues to the differentially expressed zebrafish genes (*P*≤0.01, fold change ≥|±1.4|) were identified using ZFIN (http://zfin.org/) and Ensembl (http://www.ensembl.org). Gene ontology (GO) annotation biological processes enrichment of the estrogen responsive human homologues was performed by using Pathway Studio (Ariadne, MD). Fisher’s Exact test was used to calculate the *p*-value of each functional categories; *P*≤0.05 was considered significant. 

Zebrafish estrogen responsive gene expression locations were categorized according to ZFIN-Anatomy functional analysis at NIH-DAVID bioinformatics platform (http://david.abcc.ncifcrf.gov/tools.jsp). Fisher’s Exact test was used to calculate the *P*-value of the functional categories; *P* ≤0.05 was considered significant. 

### Comparison of estrogen-regulated gene expression between embryos and adult male fish

Data sets of estrogen-induced gene expression in male adult zebrafish were obtained from the GEO database (Gene Expression Omnibus; http://www.ncbi.nlm.nih.gov/geo/) (GEO accession # GSE27707). Series matrix.txt files with the log_2_-normalized ratios for all samples were downloaded and One-way ANOVA was used for the statistical analysis of the treatment groups and control groups. Benjamini-Hochberg false discovery rate correction (FDR) was applied to the raw *p*-value. FDR *q*-value ≤0.01 and fold change ≥|±2.0 | were chosen as a cut off for the differentially expressed genes. 

## Results

### Distinct gene expression profiles are regulated by E2 during early embryonic zebrafish development

To increase the understanding of how E2 acts on early zebrafish development, we performed transcriptomic analysis of whole embryos at different developmental time points. First to determine which dose of E2 to use for the microarray experiments, we performed dose response assessment of expression of the known estrogen targets *vtg1* and *esr1* by qPCR. Wild type zebrafish embryos were treated with E2 at concentrations ranging from 0.01 nM to 1 μM from 3 hpf to 4 dpf with daily media exchange. We have previously shown that 1 μM E2 is the highest concentration that zebrafish embryos can tolerate without showing obvious phenotypic abnormalities [19], thus we did not investigate higher concentrations. Embryos were pooled and collected at 4 dpf for RT-qPCR. Both *vtg1* and *esr1* expression were significantly induced by E2 treatment at 100 nM and maximally induced at 1 μM (Figure 1), thus we chose to perform the microarray at 1 μM to have an as high as possible E2-induced level of transcription. Furthermore, to determine the E2 uptake in the embryos, we exposed the embryos to 1 μM E2 from 3 hpf, collected the embryo media at 1, 2, 3 and 4 days of treatment and used UV-HPLC to assess the E2 levels remaining in the media (Figure S2). E2 uptake increased somewhat during the first 3 days of zebrafish development, and markedly increased at 4 dpf (21.6 ± 5.4% , 28.0 ± 12.0%, 31.7 ± 2.9% and 66.3 ± 3.2% E2 absorption at 1, 2, 3 and 4 dpf, respectively). 

**Figure 1:**
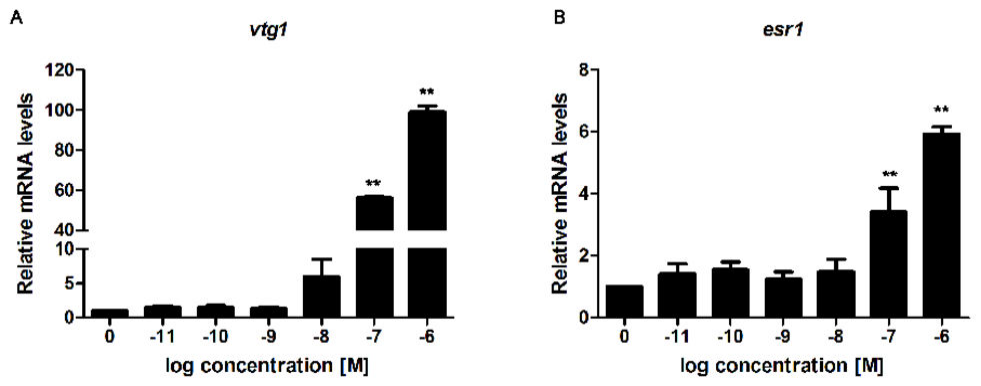
Dose-response curves of *vtg1* and *esr1* expression in zebrafish embryos. Zebrafish embryos were treated with increasing doses of E2 continuously for 4 days and the mRNA expression levels were determined by RT-qPCR. (A) Relative *vtg1* mRNA expression. (B) Relative *esr1* mRNA expression. Asterisk denotes significant differences (**P<0.01; unpaired Student’s t-test compared to the controls; n=2 biological replicates; 3 technical replicates within each biological replicate). Abbreviations *vtg*1: *vitellogenin 1* and *esr1*: *estrogen* receptor *1*.

We then performed the microarray analysis of whole-genome gene expression changes at the different developmental time points. A total of 28 arrays, probed with cDNA prepared from 3 biological replicates for each control and E2 treated fish at 1 and 2 dpf, and 4 biological replicates for 3 and 4 dpf was used for the transcriptome analysis. 

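RNA from pools of 30 embryos, kept from 3 hpf in 1 µM E2 or in its vehicle, 0.1% DMSO, was labelled with 1 dye and hybridized with 1 array per pool, so that n is 3 DMSO and 3 E2 pools at 1 and at 2 dpf and 4 of each at 3 and at 4 dpf. The authors deposited the processed signal of every spot, an intensity from which the scanner software had subtracted the background and a spatial trend within the array and which had not been normalized between arrays. Each array carried 43803 spots that were not controls, and these held 43603 different probes. Spots that the software had marked as outliers were left out, log2 signals were quantile normalized between arrays, and the spots of a probe were then averaged. The change at each stage is the log2 signal with E2 minus that with DMSO, fitted with limma to all 28 arrays with a term for the replicate number, and a pair is the E2 array and the DMSO array with the same replicate number. A change is given with its standard error (SE) and a p-value adjusted over all 43603 probes of that stage by the Benjamini-Hochberg method. The number of arrays limits the precision: the median SE over probes was 0.32 at 1 and 2 dpf and 0.28 at 3 and 4 dpf, on the log2 scale. Values of a gene with several probes are those of the probe with the highest mean signal, its main probe, unless the other probes are named. Where no array of 1 group had a signal well above background, as the scanner software defines it, the arrays of that group were raised to the lowest normalized signal that passed this test on the same array, and the fold change is given as a lower bound ("at least"). An array whose signal did not pass this test is said to be at background. No fold change is given where this bound was under 1 or where both groups were at background. The share of an array's spots well above background lay between 58.1% and 96.1%, with a median of 71.0%. The highest share belonged to replicate 1 of the E2 group at 3 dpf, and the next highest was 73.8%.

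**Figure D1:**
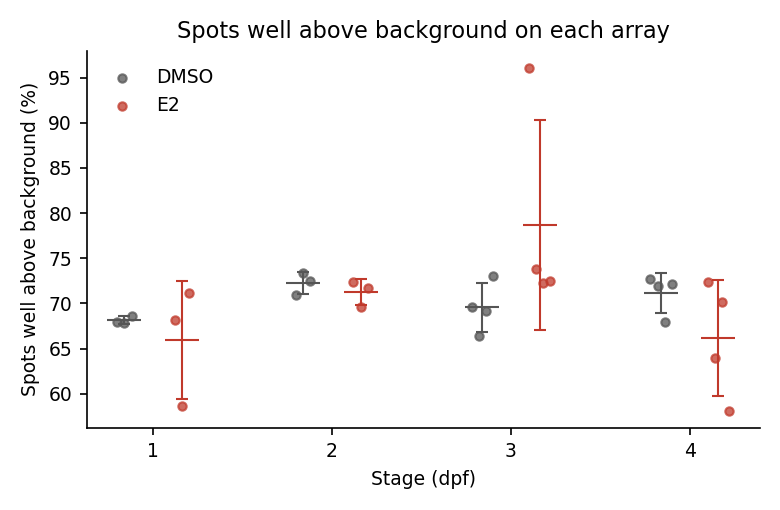
Percentage of spots well above background on each of the 28 arrays, by stage (dpf) and treatment, with DMSO in grey and E2 in red. Each point is 1 array, the line is the mean and the bars are the SD; replicate 1 of E2 at 3 dpf lies at 96.1% and every other array at or under 73.8%.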

Transcriptome profiles identified 298, 219, 1016 and 444 probes significantly altered by E2 treatment at 1, 2, 3 and 4 dpf, respectively (P≤0.01, absolute fold change ≥|±1.4|) (Gene List in File S1). Out of these, 136 genes were successfully annotated at 1 dpf; 104 genes at 2 dpf; 576 genes at 3 dpf; 204 genes at 4 dpf (Table S2). 

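At the study thresholds for the p-value and the fold change, limma found 177, 100, 334 and 215 of the 43603 probes altered at 1, 2, 3 and 4 dpf, of which 87, 38, 130 and 125 were higher with E2. By the p-value alone, 180, 104, 376 and 239 probes were at or under 0.01, whereas 436 of 43603 would be expected by chance. After adjustment for the number of probes, 0, 3, 14 and 38 probes had an adjusted p under 0.05, and 1, 12 and 35 of those at 2, 3 and 4 dpf were higher with E2. At 1 dpf, where the smallest adjusted p was 0.235, 790 probes had an unadjusted p under 0.05 in limma against 2180 expected by chance, and the analysis of variance described in the methods gave 0 probes as well. Counts under chance, as also at 2 and 4 dpf (577 and 1212), mean that the p-values of this fit ran too large. A count of 0 therefore does not show that E2 had no effect. Array weights, chosen after seeing the data, gave 1083, 2536, 3963 and 1824 probes with an unadjusted p under 0.05 at the 4 time points. With 2 alternatives chosen after seeing the data, a normexp background correction of the median signal and array weights, 7, 30, 97 and 89 and 227, 738, 1014 and 387 probes passed both study thresholds. Single arrays moved these counts too: without 1 array they lay between 145 (E2 replicate 2) and 605 (E2 replicate 3) at 1 dpf, between 87 (DMSO replicate 2) and 294 (E2 replicate 1) at 2 dpf, between 152 (DMSO replicate 1) and 926 (E2 replicate 4) at 3 dpf, and between 133 (E2 replicate 4) and 432 (E2 replicate 1) at 4 dpf. The number past the adjusted limit lay between 1 (without DMSO replicate 1) and 21 (without E2 replicate 3) at 1 dpf and reached 6 at 2 dpf without DMSO replicate 1. The share of altered probes that were higher with E2 at 3 dpf depended on the scaling between arrays. It was 38.9% after quantile normalization and 89.3% when the 75th percentile of each array was subtracted, a scaling under which the median change of all probes at 3 dpf was 0.24 on the log2 scale, against -0.02 after quantile normalization.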

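Gene names could be given to 15754 of the 43603 probes, through RefSeq accessions and the probe names in File S1, and these stood for 10998 genes. A gene was counted when at least 1 of its probes passed both study thresholds, which was the case for 78 genes at 1 dpf, 45 at 2 dpf, 175 at 3 dpf and 89 at 4 dpf, 359 different genes together. When 1 array was left out, the number of genes ranged from 51 (without E2 replicate 2) to 220 (without E2 replicate 3) at 1 dpf, from 29 (without DMSO replicate 2) to 86 (without E2 replicate 1) at 2 dpf, from 66 (without DMSO replicate 1) to 371 (without E2 replicate 4) at 3 dpf and from 60 (without E2 replicate 4) to 127 (without E2 replicate 3) at 4 dpf.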

The annotated genes were further sorted by fold change. The top 15 up and down regulated genes upon E2 treatment for each time point are shown in Tables S3-S6. When comparing individual gene expression changes at each time point, it was striking that distinct sets of genes were up or down-regulated by E2 at the different time points. 

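Of the 768 probes past both study thresholds at any time point, 725 were past them at 1 time point only, namely 166 at 1 dpf, 78 at 2 dpf, 294 at 3 dpf and 187 at 4 dpf, and 43 at 2 or more. By the stage-by-E2 terms of the fit, which test for a difference between stages, 13 of the 725 probes had an adjusted p under 0.05, all of them altered at 4 dpf, and 325 had an unadjusted p under 0.05. At the time points where they were not altered, the changes of these probes had the same direction as at their own in 51.4% (1 dpf), 60.3% (2 dpf), 55.4% (3 dpf) and 54.6% (4 dpf) of cases. Across all probes, which are not independent replicates, Pearson's r between the log2 changes at 2 time points was computed for the 6 pairs of time points. It was highest between 2 and 3 dpf (0.394), then 0.230 for 2 and 4 dpf, 0.164 for 3 and 4 dpf, 0.152 for 1 and 4 dpf, 0.151 for 1 and 2 dpf and -0.000705 for 1 and 3 dpf. The values that involve 3 dpf may rest in part on E2 replicate 1 of that stage. Without that array the changes at 3 dpf correlated with those of all arrays by an r of 0.414, so the order of the pairs of time points stays open. The paper compares the sets of altered genes by Venn diagrams and describes the sets of the 4 time points as distinct.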

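The gene for vitellogenin 1 (vtg1), a yolk precursor protein, was read by 4 probes and was higher with E2 in every pair at each time point. At 1 dpf its log2 signal was 4.36 ± 0.39 (SD, n = 3) with DMSO and 5.55 ± 0.58 with E2, a change of 1.19 (SE 0.29), and at 2 dpf the change was 1.46 (SE 0.29). The adjusted p was 1 at 1 dpf and 0.719 at 2 dpf. The change rose to 3.42 (SE 0.25, adjusted p 1.54e-06) at 3 dpf and to 9.03 (SE 0.25, adjusted p 3.52e-14) at 4 dpf, where the signal went from 4.49 ± 0.36 to 13.5 ± 0.45 (SD, n = 4). Changes of the other 3 probes lay between 1.16 and 1.68 at 1 dpf, 1.26 and 1.55 at 2 dpf, 3.24 and 3.33 at 3 dpf and 8.81 and 9.00 at 4 dpf. Over the 11 alternatives the adjusted p ranged from 1.61e-09 to 0.737 at 3 dpf, with the largest value when 3 dpf was fitted alone, and from 2.49e-16 to 0.00119 at 4 dpf. At 2 dpf it fell under 0.05 with array weights only (0.0264), chosen after seeing the data. When replicate 3 was left out of every group, 0 genes passed both study thresholds at all 4 time points.

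**Figure D2:**
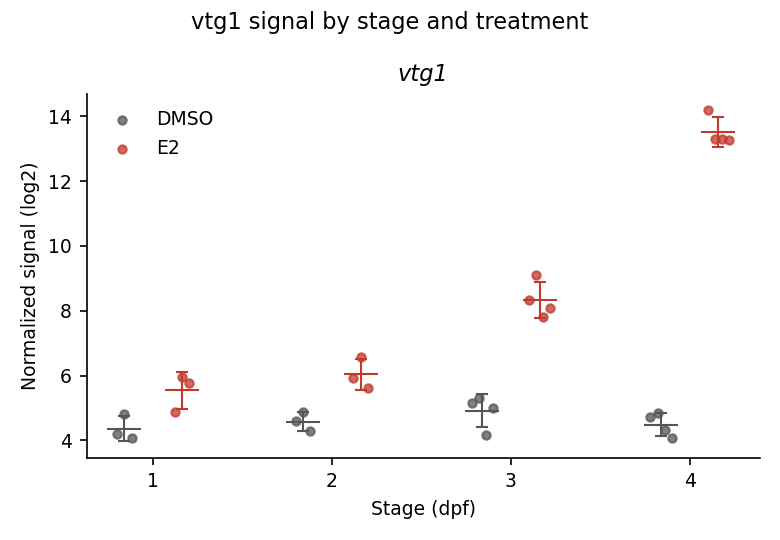
Normalized log2 signal of vtg1 on each array, by stage (dpf) and treatment, with DMSO in grey and E2 in red. Points are arrays, the line is the mean and the bars are the SD (n = 3 at 1 and 2 dpf, n = 4 at 3 and 4 dpf); the E2 arrays lie above the DMSO arrays most clearly at 3 and 4 dpf.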

Venn diagram analysis showed that only *vtg1* expression was co-regulated by E2 treatment at all four time points (P≤0.01, fold change ≥|±1.4|) (Figure 2A). The expression of 6 genes was co-regulated at 1 and 2 dpf, 9 genes at 1 and 3 dpf, 3 genes at 1 and 4 dpf, 29 genes at 2 and 3 dpf, 7 genes at 2 and 4 dpf, and 19 genes at 3 dpf and 4 dpf. 

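Counted in the same way on the 10998 named genes, 3 genes passed both study thresholds at both 1 and 2 dpf, 2 at 1 and 3 dpf, 2 at 1 and 4 dpf, 13 at 2 and 3 dpf, 5 at 2 and 4 dpf and 11 at 3 and 4 dpf. In all, 21 genes did so at 2 or more time points. Besides vtg1, amh, cyp19a1b, f13a1a and hpx did at 2, 3 and 4 dpf and vtg3 at 1, 3 and 4 dpf. The genes ankrd9, fabp10a, fkbp5, nr1d2a, pik3r3, pnp4b, pnpla3 and si:dkey-30c15.2 did at 2 and 3 dpf, ddc and epd at 1 and 2 dpf, and gcga, lipc, LOC559783, si:dkey-179j5.2 and vtg4 at 3 and 4 dpf. With each replicate number left out of all groups in turn, the number of genes at 2 or more time points lay between 13 (without replicate 2) and 39 (without replicate 1). The number shared by 1 and 2 dpf lay between 1 (without replicate 3) and 12 (without replicate 1). Without replicate 1, 4 genes were shared by 1 and 3 dpf and 6 by 1 and 4 dpf, and without replicate 2, 7 were shared by 2 and 3 dpf, 3 by 2 and 4 dpf and 6 by 3 and 4 dpf. Without replicate 3, 7 genes were shared by 3 and 4 dpf.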

Co-regulated genes among different time points are shown in Table S7. 

**Figure 2:**
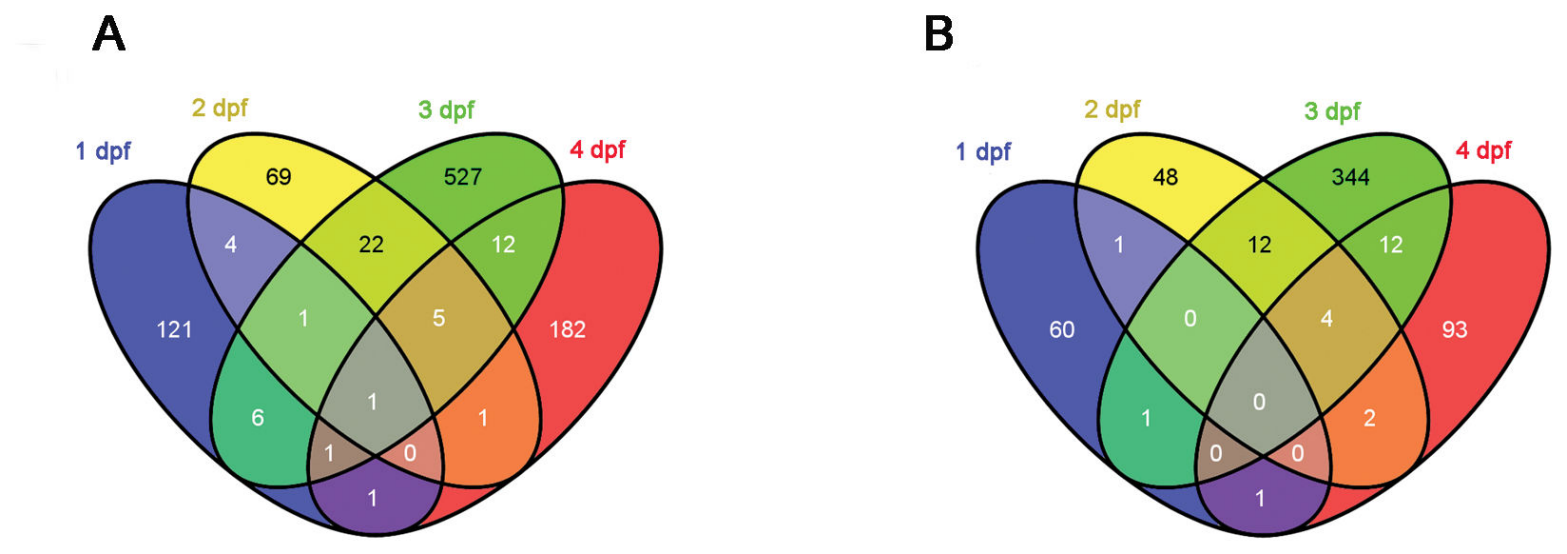
Distinct sets of genes are regulated by E2 during different times of zebrafish development. (A) Venn diagram illustrating the number of differentially expressed genes (*P*≤0.01, fold change ≥|±1.4|) that were regulated in common at the different time points. (B) Venn diagram of the human homologues of gene transcripts from (A).

Then a Hierarchical clustering analysis of the significantly altered probes (*P*≤0.005) was performed using the Pearson correlation algorithm. 

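Between DMSO and E2, 106, 61, 182 and 136 probes had a p-value of at most 0.005 in limma at 1, 2, 3 and 4 dpf, 443 different probes together. Over these 443 probes the mean profiles of the 8 groups were compared by Spearman's rho, which is a correlation across probes and not across independent samples. The DMSO and E2 groups of 2 dpf were each other's nearest (0.931), as were the DMSO groups of 3 and 4 dpf (0.930). The E2 group of 3 dpf was nearest to the E2 group of 2 dpf (0.905), that of 4 dpf to that of 3 dpf (0.878), and that of 1 dpf to the DMSO group of the same stage (0.852). The DMSO group of 1 dpf was nearest to the E2 group of 2 dpf (0.890). Over all probes every group was nearest to the other treatment of its own stage except the DMSO group of 3 dpf, which was nearest to the DMSO group of 4 dpf (0.985).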

For this clustering we used a *P*-value cutoff at *P*≤0.005 at which a clear developmental pattern of the differentially expressed genes was evident (Figure 3). 

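Stage accounted for 42.8% of the variance of a probe on average, the replicate number for 17.6%, E2 for 2.22%, and the combination of stage and E2 for 4.36%, while 33.0% was residual. Per degree of freedom (3, 3, 1, 3 and 17) the shares were 14.3%, 5.86%, 2.22%, 1.45% and 1.94% in the same order. On the average probe E2 and its combination with stage thus did not stand clear of the residual. The first principal component held 47.2% of the variance between arrays and 97.3% of it lay between stages, and the component after it held 15.7%, of which 7.13% lay between DMSO and E2. Of the 28 arrays, 26 had another array of the same stage as their nearest by Spearman's rho over 42900 probes. The exceptions were both replicate 1 of 3 dpf: the DMSO array was nearest to DMSO replicate 1 of 4 dpf (0.978) and the E2 array to E2 replicate 2 of 2 dpf (0.908). In DMSO embryos 20796 probes differed between stages at an adjusted p under 0.05, a number that lay between 14035 (without replicate 3) and 21872 (without replicate 1) when each replicate number was left out.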

Besides developmental changes, E2 treatment altered expression of a smaller set of genes at each developmental time point (Figure 3). Table S2 details the numbers of altered probes and genes at *P*-value cut-offs at 0.01 and 0.005. 

**Figure 3:**
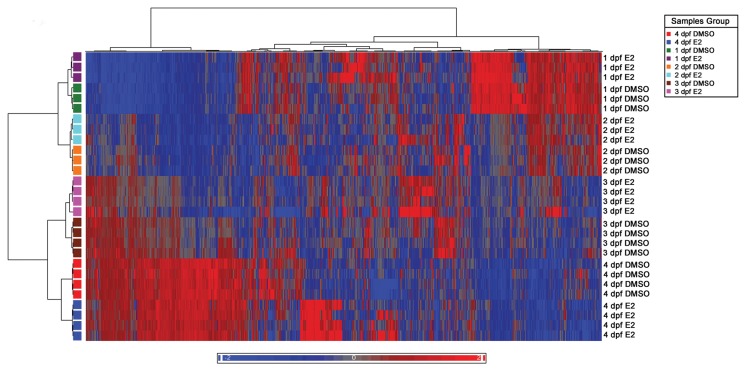
Clustering of gene expression profiles of E2 and vehicle treatment groups at different time points. The colored cells show the mean expression level of the biological replicates at each time point (1 dpf and 2 dpf: n=3; 3 dpf and 4 dpf: n=4). Red cells represent up-regulated genes, blue cells represent down-regulated genes and black cells represent unchanged expression levels between E2 and vehicle treated groups (*P*<0.005).

Selected genes were validated with RT-qPCR (Figures 4 and S3). Overall, there was a high concordance between the microarray and the RT-qPCR results. 

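For vtg1, vtg3, vtg5, cyp19a1b, esr1 and f13a1a the 4 time points gave 24 comparisons of E2 with DMSO. Of these, 15 passed both study thresholds and 8 had an adjusted p under 0.05. At 1 dpf vtg3 passed both study thresholds with 1 of 3 E2 arrays and 0 of 3 DMSO arrays well above background, which leaves its fold change open. At 2 dpf its change was 0.33 (SE 0.57, adjusted p 1), with 2 of 3 pairs higher and 1 array of each group above background. At 3 dpf vtg3 was at least 1.09-fold higher with E2 in 4 of 4 pairs, at an adjusted p of 0.398. The range over the 11 alternatives was 0.00594 to 0.815, with the lowest value from array weights. The log2 signal of vtg5 (chromosome 22 of GRCz12tu, 25548804 to 25555491) was 7.37 ± 0.18 (SD, n = 3) with DMSO and 7.37 ± 0.69 with E2 at 1 dpf, and 6.44 ± 0.53 and 6.43 ± 0.48 at 2 dpf. At 3 dpf it fell by 0.43 (SE 0.26, adjusted p 0.654), in 3 of 4 pairs.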

For the up-regulated genes, qPCR confirmed the regulation of *vtg1, vtg3, vtg5, cyp19a1b, esr1, and f13a1a* by E2, although at one time point (2 dpf) we only detected the up-regulation of *vtg3* by RT-qPCR and not by microarray (Figure 4A). 

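Estrogen receptor 1 (esr1, chromosome 20 of GRCz12tu, 29074291 to 29097905) changed with E2 by -0.59 (SE 0.53) on the log2 scale at 1 dpf, by 0.43 (SE 0.53) at 2 dpf and by 1.02 (SE 0.46) at 3 dpf, with adjusted p of 1, 1 and 0.654. The value at 3 dpf was 0.62 without DMSO replicate 2 and 0.70 without E2 replicate 1. At 4 dpf its log2 signal was 2.53 ± 0.17 (SD, n = 4) with DMSO and 4.59 ± 0.30 with E2, a change of 2.06 (SE 0.46, adjusted p 0.235) that passed both study thresholds and was seen in 4 of 4 pairs. Only 2 of the 4 DMSO arrays were well above background for esr1 at 4 dpf. The adjusted p ranged from 0.0034 to 1 over the 11 alternatives and was under 0.05 with normexp correction (0.0034), with the scan batch as block (0.0458) and with array weights (0.0497), all 3 chosen after seeing the data.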

Expression of *esr1* was significantly up-regulated in RT-qPCR at 2, 3 and 4 dpf, but only at 4 dpf in microarray datasets (Figure 4A). The fold changes between RT-qPCR and microarray varied slightly when the induction factors were very high, but in general the results showed high concordance. For the down-regulated genes, the gene expression changes measured by RT-qPCR were also consistent with results obtained by microarray analysis. Expression of *hpx, agxtb, fabp10a, fkbp5*, *klf9*, *pnp4b, zgc:110053, nxf1, f2*, and *zgc:92590* were significantly down-regulated based on both microarray and RT-qPCR (Figure 4B). 

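Over these 10 genes and the 4 time points, 17 of 40 comparisons had an unadjusted p under 0.05 in limma, 12 passed both study thresholds, and 1, fkbp5 at 2 dpf, had an adjusted p under 0.05. The log2 changes ran from -3.78 to 1.65. At 1 dpf agxtb was well above background on 2 of 3 DMSO arrays and 0 of 3 E2 arrays, which leaves its fold change open. Its change was -1.30 at 2 dpf (-0.54 without DMSO replicate 2 and -1.98 without DMSO replicate 3), -1.19 at 3 dpf (-0.88 without E2 replicate 1) and -0.37 at 4 dpf, and none of these passed the study threshold for p. At 2 dpf klf9 fell by 2.06 (SE 0.41, adjusted p 0.719, 3 of 3 pairs), past both study thresholds, and at 3 dpf it fell by 1.00 (SE 0.35, adjusted p 0.654, 4 of 4 pairs) by 0.66 without DMSO replicate 1 and by 1.31 without E2 replicate 1. With array weights, chosen after seeing the data, klf9 had an adjusted p of 0.0288 at 2 dpf and 0.0302 at 3 dpf, the lowest of values that reached 1 and 0.874 over the 11 alternatives. The gene zgc:110053, which the reference names endou2, fell by 1.11 (SE 0.38, adjusted p 1, 2 of 3 pairs) at 1 dpf, or by 0.595 without DMSO replicate 1. For nxf1, Table S1 gives an accession that the reference names eevs, and its probe (LOC100003999) rose at 4 dpf by 1.65 (SE 0.36, adjusted p 0.205, 4 of 4 pairs), whereas 1 of 3 DMSO arrays and 0 of 3 E2 arrays were above background at 1 dpf. The adjusted p of LOC100003999 at 4 dpf ranged from 0.000459 to 1 over the alternatives and was under 0.05 with normexp correction, chosen after seeing the data, and with the slide as block (0.0494). At 3 dpf f2 fell by 0.32 (SE 0.19, adjusted p 0.654, 4 of 4 pairs), and its other probes fell by 0.45 and 0.46. The gene zgc:92590 fell at 4 dpf by 2.24 (SE 0.60, adjusted p 0.945, 4 of 4 pairs), with a range of 0.047 to 1 over the alternatives and the lowest value under normexp correction. At 3 dpf its change was 1.11 with all arrays and 0.16 without E2 replicate 1.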

The expression of the *esr2a*, *esr2b*, *dlgap1a* and *rbp2a* genes were also confirmed by RT-qPCR, and the expression levels were not significantly changed at any of the four time points, which was in concordance with the microarray data (Figure 4C). 

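The estrogen receptor genes esr2a (chromosome 20 of GRCz12tu, 24128729 to 24180859) and esr2b (chromosome 13, 40489636 to 40539608) were each read by 2 probes. The log2 change of esr2a was -0.31, 0.28, 0.24 and -0.08 at 1, 2, 3 and 4 dpf, with SE of 0.41 at 1 and 2 dpf and 0.35 at 3 and 4 dpf, and that of esr2b was 0.07, 0.12, 0.18 and 0.30, with SE of 0.29 and 0.25. In limma 0 of these 8 comparisons had an unadjusted p under 0.05. The genes dlgap1a and rbp2a were not analysed here.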

The 18S rRNA gene was used as a reference gene for all RT-qPCRs. The expression of this gene was not influenced by E2 at these developmental stages (Figure S4). In summary, the validated RT-qPCR results showed high concordance with microarray results (Figure S3). 

**Figure 4:**
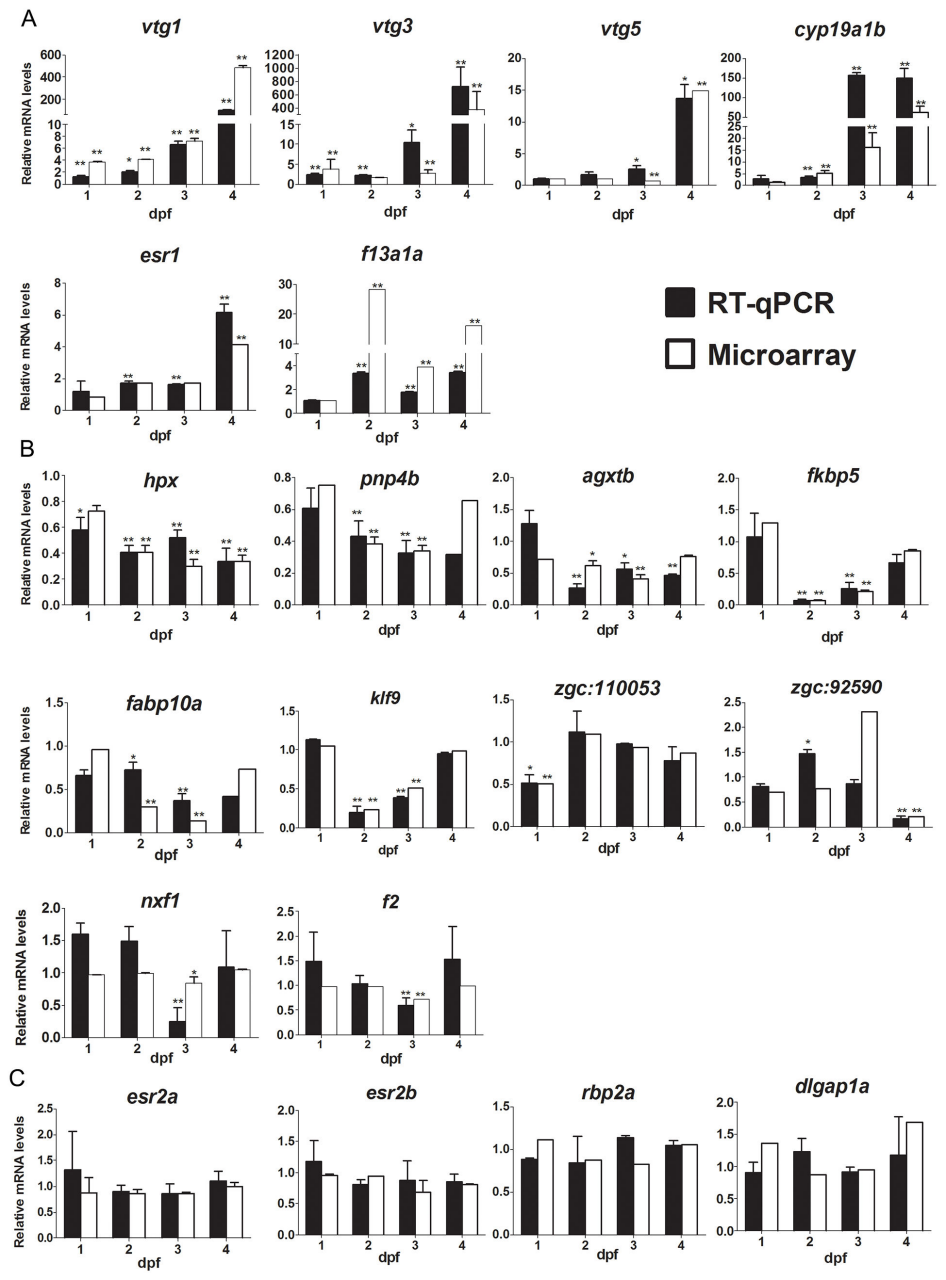
Comparison of E2 regulated genes analyzed by microarray or RT-qPCR. (A) Relative mRNA expression of the up-regulated genes *vtg1*, *vtg3*, *vtg5*, *esr1, cyp19a1b* and *f13a1a* at different time points as determined by RT-qPCR and microarray analysis. (B) Relative mRNA expression of the down-regulated genes *hpx*, *fkbp5*, *fabp10a*, *agxtb*, *pnp4b*, *nlf1*, *f2*, *klf9*, *zgc: 92590* and *zgc: 110053* at different time points as determined by RT-qPCR and microarray analysis. (C) Relative mRNA expression of the non-changed genes *esr2a*, *esr2b*, *rbp2a* and *dlgap1a* at different time points as determined by RT-qPCR and microarray analysis. White bars represent microarray results and black bars RT-qPCR results. Asterisk denotes significant difference (*P<0.05, **P<0.01; unpaired Student’s t-test compared to the controls), n≥3 biological replicates except for genes *fabp10a*, *agxtb* and *zgc:110053* which were 2 biological replicates ; each replicate consists of 30 pooled embryos. Abbreviations *vtg*1: *vitellogenin 1*; *vtg*3: *vitellogenin 3*; *vtg*5: *vitellogenin 5*; *esr1*: *estrogen* receptor *1*; *esr2a*: *estrogen* receptor *2a*; *esr2b*: *estrogen* receptor *2b*; *cyp19a1b*: *cytochrome* *P450*, family *19, subfamily* *A*, *polypeptide 1b*;　*f13a1a: coagulation* *factor* *XIII, A1* *polypeptide* *a*, *tandem* *duplicate 1; hpx*: *hemopexin*; *fkbp5*: *FK506* *binding* protein *5*; *fabp10a*: *fatty* *acid* *binding* protein *10a*; *agxtb*: *alanine-glyoxylate* *aminotransferase* *b*; *pnp4b*: *purine* *nucleoside* *phosphorylase 4b*; *nxf1*: *nuclear* *RNA* *export* factor *1*; *klf9*: *krueppel-like* *factor 9*; *f2: coagulation* *factor* *II* (thrombin)*; rbp2a*: *retinol* *binding* protein *2a* and *dlgap1a*: *discs, large* (Drosophila) *homolog-associated* protein *1a*.

### Similar biological processes are regulated by E2 at different developmental stages

In order to profile E2-regulated biological functional processes, Gene Ontology (GO) enrichment analysis was performed. Due to the lack of zebrafish pathway analysis databases, the human homologues to the zebrafish estrogen-responsive genes were identified through the ZFIN (http://zfin.org/) and Ensembl zebrafish Zv9 databases (http://www.ensembl.org/Danio_rerio/), followed by GO enrichment using Pathway Studio mammalian database. Approximately half of the annotated differentially regulated genes were successfully identified with human homologues (64 (47.06%) at 1 dpf, 68 (65.38%) at 2 dpf, 374 (64.93%) at 3 dpf and 112 (54.90%) at 4 dpf). The human homologues to the 15 most up- and down-regulated estrogen-responsive genes at different time points are shown in Tables S3-S6. A Venn diagram in Figure 2B shows human homologues of differentially expressed genes regulated in common at the different time points and Table S7 details the overlapping human homologues. 

GO annotation analysis based on the human homologues revealed a significant enrichment in several biological processes after E2 exposure at the four time points (Table 1). The broad functional categories included metabolic process, transcription, transport, and signal transduction. Also, genes for the phosphorylation, immune response and multicellular organismal development categories were co-regulated at all four time points. Apoptosis and cell proliferation categories were enriched from the differentially expressed genes at 3 and 4 dpf (Table 1). Under the broad functional categories, more specific sub-categories were identified (Tables S8-S12). Several of the sub-categories were in common across the four developmental stages. Hormone biosynthetic process, steroid signaling pathway and response to estrogen stimulus validated the estrogenic effects during zebrafish development after E2 treatment. To summarize, although distinct sets of genes were regulated by E2 at different time points, the biological processes that these genes affected were similar. 

**Table 1:** Gene ontology biological process functional groups enrichment based on human homologues of zebrafish E2-regulated genes.

Category*	**1 dpf**		**2 dpf**		**3 dpf**		**4 dpf**	
	Percent (%)	p-value	Percent (%)	p-value	Percent (%)	p-value	Percent (%)	p-value
Metabolic process	15.63	**1.43E-02**	28.13	**3.02E-02**	24.93	**1.14E-17**	38.32	**2.53E-06**
Regulation of transcription	10.94	**1.24E-02**	12.50	**3.12E-02**	10.03	**3.93E-03**	12.15	**2.13E-02**
Transport	17.19	**5.01E-04**	23.44	**2.04E-02**	18.70	**2.45E-13**	28.04	**9.82E-05**
Signal transduction	28.13	**6.69E-05**	17.19	**4.02E-02**	15.72	**3.62E-04**	18.69	**6.83E-03**
Response to chemical stimulus	--	--	7.81	**9.46E-05**	3.52	**1.12E-06**	6.54	**9.02E-06**
Apoptosis	3.13	4.33E-01	6.25	6.52E-02	4.34	**7.48E-03**	5.61	**3.51E-02**
Cell proliferation	--	--	3.13	2.04E-01	2.98	**5.37E-03**	4.67	**1.12E-02**
Phosphorylation	7.81	**1.56E-05**	3.13	**2.03E-04**	5.42	**1.07E-04**	3.74	**2.03E-02**
Multicellular organismal development	7.81	**1.09E-02**	4.69	**1.93E-02**	4.61	**2.67E-02**	3.74	**4.86E-03**
Immune response	4.69	**2.00E-03**	4.69	**1.82E-02**	2.17	**1.76E-02**	3.74	**1.73E-02**

* Category represents main functional group, but p-value may represent subgroups of the main groups.

Bold p-values represent statistically significant categories (p<0.05).

### E2 targets various tissues during embryonic zebrafish development

To infer the spatial expression patterns of the E2 responsive genes in the embryos, we performed knowledge-based tissue enrichment analysis using ZFIN_Anatomy functional analysis tool at NIH DAVID bioinformatics microarray analysis platform (http://david.abcc.ncifcrf.gov/tools.jsp). E2-responsive genes lists were uploaded to NIH DAVID website, followed by tissue enrichment analysis based on previously published tissue-specific gene expression information in ZFIN public database. Enriched tissue categories from the E2-responsive genes represent putative estrogen-responsive tissues. The numbers of genes identified by NIH DAVID and enriched using ZFIN_Anatomy tissue-specific analysis tool are listed in Table S13. E2-responsive genes were significantly enriched in the brain at all four time points although at 3 dpf, ventral telencephalon, which is a substructure in the brain, was enriched (Table 2). 

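The counts that follow are over the genes that Table 2 lists for a tissue, which the study chose on these arrays. Of 11 brain genes at 1 dpf, 4 were higher and 7 lower with E2, and 6 passed both study thresholds. At 2 dpf 4 of 9 were higher and 5 passed. Of the 5 genes of the ventral telencephalon at 3 dpf, 3 were higher, 3 passed, and 1 (cyp19a1b) had an adjusted p under 0.05. At 4 dpf 5 of 12 brain genes were higher, 4 passed, and 1, again cyp19a1b, had an adjusted p under 0.05. At 1 dpf and 2 dpf 0 of the brain genes did in limma.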

Liver, pancreas, and reproductive organ categories emerged at 2, 3 and 4 dpf. In addition, the retinal photoreceptor layer category was enriched at 1 dpf, and the intestinal bulb category was enriched at 2 and 3 dpf. 

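The 3 genes that Table 2 lists for the pancreas primordium at 2 dpf, the 10 for the pancreas at 3 dpf and the 6 at 4 dpf were all lower with E2, with median log2 changes of -0.58, -0.98 and -0.75, and 1, 3 and 4 of them passed both study thresholds. For the ovary 4 of 4 genes at 2 dpf, 6 of 13 at 3 dpf and 8 of 9 at 4 dpf were higher, and 4, 5 and 8 passed. For the testis 4 of 5, 4 of 10 and 6 of 7 genes were higher, and 5, 4 and 5 passed. An adjusted p under 0.05 was reached by 2 of the ovary genes at 3 dpf and 5 at 4 dpf, and by 2 and 3 of the testis genes, but by 0 of the pancreas genes in limma.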

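At 1 dpf 3 of 3 genes of the retinal photoreceptor layer were lower with E2, by a median of -1.29 on the log2 scale, and 1 passed both study thresholds. For the cephalic musculature at that time 2 of 3 genes were higher and 1 passed. Of the intestinal bulb genes 2 of 4 were lower at 2 dpf and 10 of 10 at 3 dpf, where the median was -0.69, and 2 passed at each time point.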

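Among 10 kidney genes of Table 2 at 3 dpf, 7 were lower and 3 higher with E2 and 3 passed both study thresholds, and among 16 genes of the pronephric duct 13 were lower and 2 passed. Of the 4 neuromast genes at 4 dpf, 3 were lower and 1 (vtg3) was higher, 3 passed, and vtg3 was the 1 gene with an adjusted p under 0.05. The yolk syncytial layer had 6 genes at 2 dpf, 3 higher and 3 lower, of which 0 passed.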

E2-responsive genes were enriched in the kidney and pronephric duct categories at 3 dpf, and in the neuromast category at 4 dpf. 

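The gene vtg4 lies on chromosome 22 of GRCz12tu from 25584025 to 25591514. At 4 dpf its log2 signal was 2.49 ± 0.53 (SD, n = 4) with DMSO, where 1 of 4 arrays was well above background, and 12.7 ± 0.33 with E2, a change of 10.25 (SE 0.40, adjusted p 3.18e-12) or 1219-fold. It was seen in 4 of 4 pairs. Over the 11 alternatives the adjusted p lay between 9.64e-18 and 0.00109. At 3 dpf vtg4 was at least 2.29-fold higher, in 3 of 4 pairs and with an adjusted p of 0.548. At 1 and 2 dpf 1 of its 12 arrays was well above background.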

To confirm the tissue specific expression, we performed *in situ* hybridization using an anti-sense RNA probe of *vtg4*, which was the most highly E2-activated gene in the whole microarray, activated 1,218 times at 4 dpf (Table S6). *Vtg4* RNA was predicted to be expressed in the liver by ZFIN_Anatomy functional analysis tool. As shown in Figure S5, E2 strongly induced *vtg4* expression in the liver of DZ embryos at 4 dpf, compared to DMSO-treated embryos. No signal was detected in the embryos hybridized with sense *vtg4* RNA probe in either E2- or DMSO-treated groups.

**Table 2:** ZFIN anatomy functional chart of E2 responsive genes enriched by NIH DAVID analysis tool.

**Term**	**Count**	**%**	**p-value**	**Genes**
**1 dpf**				
Brain	9	9.18	3.20E-02	*gria2a, gria3a, oprd1a, grk7a, ppp1r1c, ptprn2, angptl1, lrrc4c, scn4ba, gria4a, epd*
Retinal photoreceptor layer	3	3.06	1.20E-02	*grk7a, zgc:112320, ntm*
Cephalic musculature	3	3.06	5.80E-03	*smyhc2, myhb, hspb8*
**2 dpf**				
Brain	9	13.2	1.50E-02	*bsk146, rgs2, nr1d2a, hmgcs1, vipr1, tcf7l2, rxraa, epd, cyp19a1b*
Liver	8	11.8	1.70E-02	*pnp4b, rgs2, hpx, pglyrp2, hmgcs1, vtg1, cyp19a1b, fabp10a*
Pancreas primordium	3	4.41	2.30E-03	*hsd11b2, spon1b, atp1a3a*
Intestinal bulb	4	5.88	8.80E-03	*bcmo1, pnp4b, rgs2, zgc:110176*
YSL	6	8.82	1.40E-02	*nr0b2a, mxtx1, hmgcs1, gnsb, arl5c, nfkbiaa*
Ovary	4	5.88	1.90E-02	*amh, vtg1, vipr1, cyp19a1b*
Testis	5	7.35	9.70E-04	*amh, vtg1, vipr1, fabp10a, cyp19a1b*
**3 dpf**				
Ventral telencephalon	5	1.26	1.40E-03	*fgf19, cadm4, nr4a1, etv1, cyp19a1b*
Liver	40	10.1	3.00E-08	*cyp1b1, mre11a, lhcgr, hmgcs1, kmo, si:ch211-93f2.1, il17rd, scn1ba, atp2b1b, cyp19a1b , fabp10a, ttr, sult2st1, myd88, zgc:103559, vtg3, vtg1, vtg5, unc45a, shbg, cebpd, hkdc1, fa2h, atp7a, sall4, pnp4b, rgs2, uox, hpx, f2, ghrl, ripk2, srd5a2a, zgc:92111, zgc:153921, eaf2, nr5a5, acad11, lipc, fabp6, c3b*
Pancreas	10	2.53	6.80E-04	*cpa4, ins, ctrb1, neu3.3, ghrl, zgc:92111, gcga, zgc:66382, try, ela3l*
Intestinal bulb	10	2.53	5.20E-03	*sult2st1, dab2, pnp4b, myd88, rgs2, neu3.3, si:ch211-93f2.1, srd5a2a, nr5a5, acad11*
Kidney	10	2.53	9.30E-03	*cyp1b1, slc2a11l, bcl2, slc13a1, slc26a6l, ripk2, eaf2, atp2b1b, illr4, fabp6*
Pronephric duct	16	4.04	5.70E-02	*hkdc1, ms4a17a.5, fa2h, zgc:101040, sypl2a, atp1a3b, kmo, slc20a1a, cep70, tnfrsf1a, dab2, sall4, myd88, slc13a1, ahcyl2, ip6k2*
Ovary	12	3.03	3.30E-03	*cyp1b1, zp3, lhcgr, atp2b1b, cyp19a1b, amh, bcl2, vtg3, ghrl, vtg1, nr5a5, vtg5, fabp6*
Testis	9	2.27	1.10E-02	*amh, cyp1b1, lhcgr, ghrl, vtg1, nr5a5, atp2b1b, vtg5, cyp19a1b, fabp10a*
**4 dpf**				
Brain	12	8.45	3.20E-02	*pgr, rarab, ahr1a, irak3, bdnf, rgs2, rnaset2, eif4a2, lhbeta1, cdk5, disc1, cyp19a1b*
Liver	19	13.4	1.70E-06	*slc43a1a, zgc:174260, lhbeta1, esr1, zgc:113054, ahsg, cpn1, cyp19a1b ,bdnf, serpina7, rgs2, atic, hpx, rnaset2, vtg3, vtg4, vtg1, vtg2, rpia, lipc, vtg5*
Pancreas	6	4.23	6.00E-04	*zgc:92590, gip, ins, rwdd3, gcga, amy2a*
Neuromast	4	2.82	9.80E-03	*bdnf, vtg3, zgc:56382, sb:cb252*
Ovary	8	5.63	3.10E-04	*amh, rnaset2, lhbeta1, vtg3, esr1, vtg1, vtg2, vtg5, cyp19a1b*
Testis	6	4.23	1.90E-03	*pgr, amh, rnaset2, lhbeta1, vtg1, vtg5, cyp19a1b*

We then used a transgenic reporter zebrafish line *Tg*(*5xERE:GFP*), expressing GFP driven by 5×*ERE*, to visualize the developmental dynamics of E2-responsive tissues [17]. Live E2-treated fish embryos were observed from 3 hpf to 6 dpf for GFP expression. In the absence of E2 treatment, fluorescence signal was detected before 1 dpf. To determine whether this signal was caused by maternal load of GFP or by zygotic transcription/translation, we crossed *Tg*(*5xERE:GFP*) fish with wild type DZ fish. The embryos from female *Tg*(*5xERE:GFP*) fish crossed with male wild type DZ fish expressed a similar fluorescence signal to the homozygous *Tg*(*5xERE:GFP*) embryos (Figure S6 A-D). Conversely, when crossing male *Tg*(*5xERE:GFP*) fish with female DZ fish, no fluorescence was detected in the embryos (Figure S6 E-H). Thus, these results suggested that the initial fluorescence of the *Tg*(*5xERE:GFP*) embryos represented maternal load of GFP expression activated by endogenous estrogens in the female fish. At 1 dpf, the maternal GFP fluorescence had faded and the zygotic GFP expression appeared mainly in the head region after E2 treatment but not in untreated embryos (Figure 5 A-C, and results not shown). In the presence of E2, strong GFP fluorescence was detected from 2 dpf in the presumptive liver progenitor cells as well as pancreas, and persisted as the liver and pancreas developed (Figure 5 D-U). GFP-positive cells were also detected in the brain and heart valves at 4 dpf, but at very low levels. At 5 and 6 dpf, the GFP expression was more visible in the brain, pre-optic nerves, hair cells, heart valves, liver and pancreas (Figure 5 J-U). The GFP expression at 5 dpf was similar to the previous report on these transgenic fish [17], except for the pancreas expression not previously described. To confirm that the endocrine pancreas is one of the E2 target tissues, we crossed *Tg*(*5xERE:GFP*) with *Tg*(*ins:mCherry*) transgenic fish, the latter expressing mCherry driven by insulin promoter. The embryos were treated with E2 and fluorescence was observed daily. From 2 dpf to 6dpf, a co-localization of mCherry and GFP fluorescence was observed in the pancreatic islets (Figure S7 and results not shown). 

**Figure 5:**
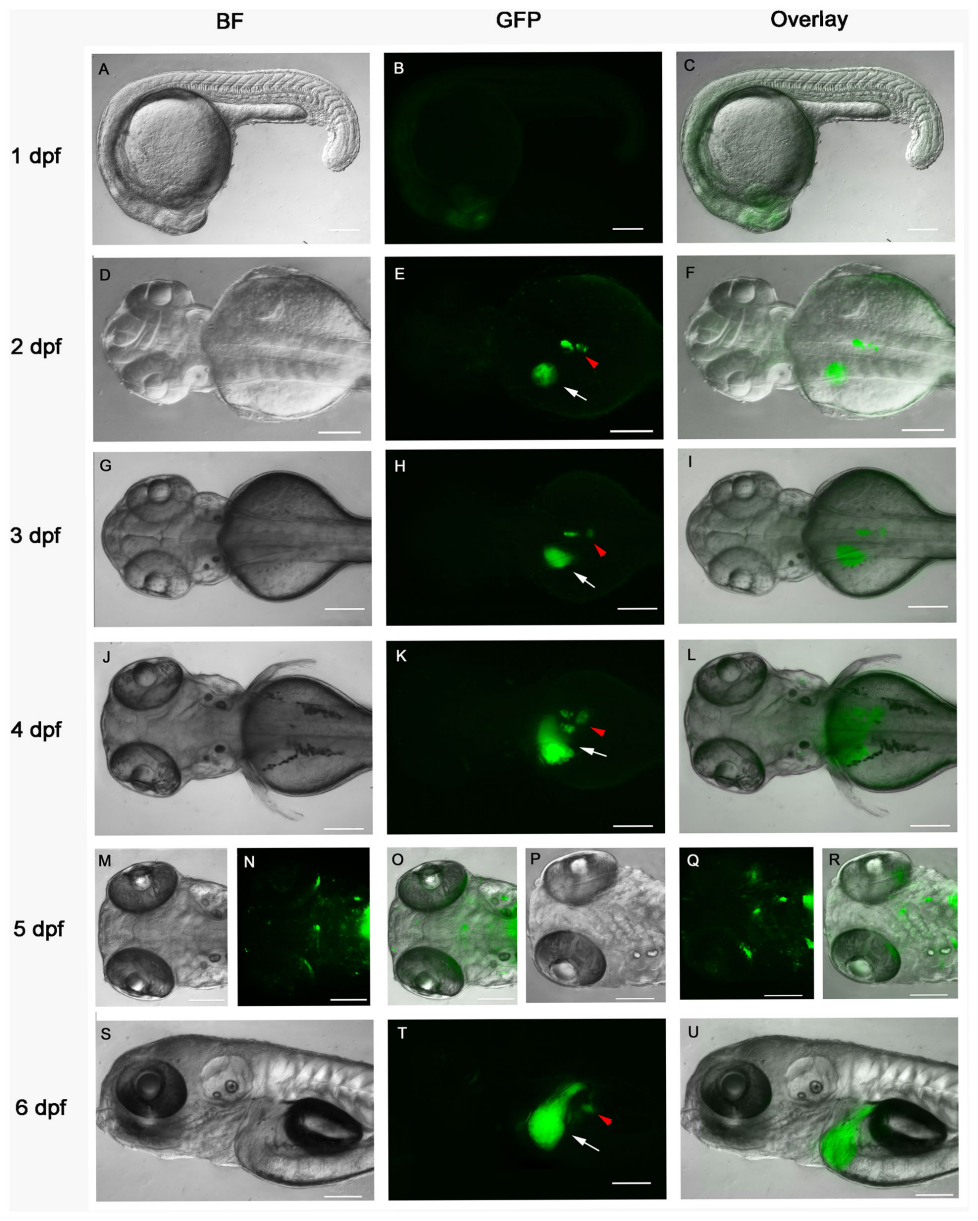
Developmental dynamics of E2 responsive tissues in *Tg*(5xERE:GFP) transgenic fish. Zebrafish larvae were treated with 1 μM E2 (in 0.1% DMSO) from 3 hpf and imaged at 1 dpf (A-C), 2 dpf (D-F), 3 dpf (G-I), 4 dpf (J-L), 5 dpf (M-R) and 6 dpf (S-U). *Arrows* (white) indicate the liver; *arrowheads* (red) indicate the pancreas. A, D, G, J, M, P and S, bright-field images; B, E, H, K, N, Q and T corresponding GFP fluorescence images; C, F, I, L, O, R and U, overlay of bright-field and GFP images. A-C and S-U, lateral view; D-O, dorsal view; P-R, ventral view; anterior to the left. *Scale* *bars*, 100 μm.

To conclude, according to the target tissue enrichment analysis, endogenous E2-responsive genes were predicted to be expressed in the liver, pancreas and at various locations of the brain during early zebrafish development (Table 2). This correlates to the regions of GFP expression in *Tg*(*5×ERE:GFP*) transgenic fish after E2 induction (Figure 5). The results are also in accordance to the biological pathway analysis showing that the most regulated process is the one of metabolism, presumably taking place to a large extent in the liver. We thus propose from these findings that liver, pancreas and brain are sensitive organs for estrogen treatment, or exposure to other estrogenic compounds, during early zebrafish development.

### Comparison of estrogen signaling between embryonic and adult zebrafish

Another study has reported whole organism estrogen responsive genes identified in E2-treated male adult zebrafish by microarray analysis [13]. To investigate whether there were any E2 target genes co-regulated in adult zebrafish and embryos in response to E2, we compared our gene lists to those of Lam and colleagues (GEO accession # GSE27707). A subset of genes were co-regulated among our significantly up-regulated and down-regulated genes (*P*≤0.01, fold change ≥|±1.4|) and estrogen responsive genes in male adult fish (*q*≤0.01, fold change ≥|±2.0|) (using the same fold induction as in the Lam et al. publication [13]) (Table 3). The expression of *vtg1* was co-activated in male adult fish and all four embryonic stages whereas *vtg3* was up-regulated in all the stages except at 2 dpf. 

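At 3 dpf the probe of cyp11a1 with the higher mean signal changed by -0.01 (SE 0.46) on the log2 scale. Its other probe was at least 1.01-fold higher with E2 (adjusted p 0.654, 4 of 4 pairs), with 0 of 4 DMSO arrays and 1 of 4 E2 arrays, replicate 1, well above background. For dazl the probe with the highest mean signal fell by 1.43 (SE 0.44, adjusted p 0.654, 4 of 4 pairs), or by 0.74 without E2 replicate 1, and another changed by -0.84. The third probe of dazl was at least 1.03-fold higher (adjusted p 0.654, 3 of 4 pairs), again with the E2 array of replicate 1 as the 1 array above background. The change of eif4e1b was 1.04 (SE 0.48, adjusted p 0.654, 3 of 4 pairs) and that of zp3 0.42 (SE 0.17, adjusted p 0.654, 4 of 4 pairs), with 0.55 for its other probe. In the pair of replicate 1 the signals of these probes of cyp11a1 and dazl differed by 6.45 and 6.08, whereas in the other pairs, with both arrays at background, the differences lay between 0.51 and 0.99 and between -0.09 and 1.67. Without E2 replicate 1 no array was above background for either probe, and the change of eif4e1b was 0.68. Without DMSO replicate 3 the changes of eif4e1b and zp3 were 0.50 and 0.26. At 4 dpf the change of atic was 0.47 (SE 0.19, adjusted p 1, 3 of 4 pairs) and that of cpn1 0.58 (SE 0.12, adjusted p 0.131, 4 of 4 pairs), past both study thresholds. The adjusted p of cpn1 at 4 dpf ranged from 0.00892 to 0.834 over the 11 alternatives and was under 0.05 with the slide as block (0.00892), with the analysis of variance of the methods (0.0106) and, both chosen after seeing the data, with the scan batch as block (0.0258) and normexp correction (0.028).

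**Figure D3:**
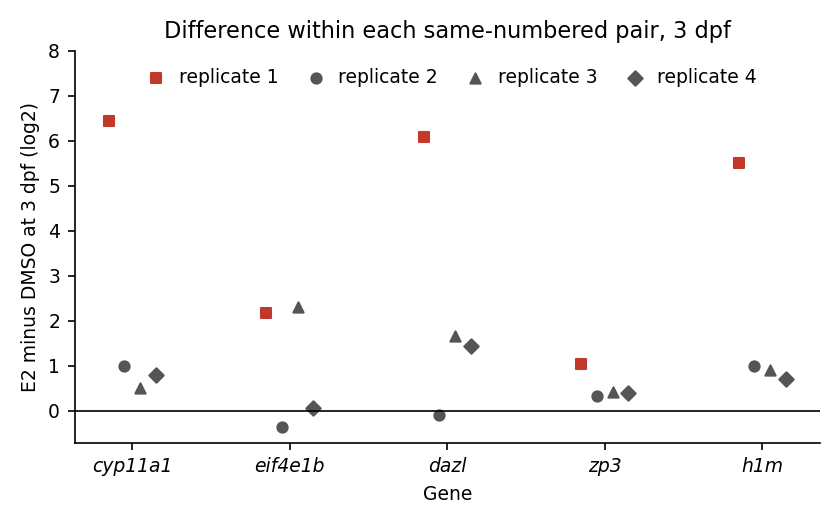
E2 minus DMSO difference in log2 signal within each of the 4 pairs at 3 dpf, for 1 probe each of cyp11a1, eif4e1b, dazl, zp3 and h1m, with replicate 1 in red. For cyp11a1, dazl and h1m, for which 1 array, E2 replicate 1, was well above background, the pair of replicate 1 (6.45, 6.08 and 5.50) lies above every other pair.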

Expression of *cyp11a1*, *eif4e1b*, *dazl* and *zp3* were up-regulated in 3 dpf embryos and adult males, while expression of *esr1, atic* and *cpn1* were up-regulated in 4 dpf embryos and adult males (Table 3). 

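The probe of sult1st3 with the higher mean signal changed by 0.03 (SE 0.21) at 4 dpf and fell by 0.42 (SE 0.21, adjusted p 0.654) at 3 dpf, in 4 of 4 pairs. Its other probe fell by 0.77 (SE 0.24) at 4 dpf, past both study thresholds. At 4 dpf zgc:56382 fell by 0.90 (SE 0.30, adjusted p 1, 4 of 4 pairs), past the same limits, or by 0.47 without DMSO replicate 2, and at 3 dpf by 0.70 (SE 0.30, adjusted p 0.654, 4 of 4 pairs).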

The down-regulated genes in common in both embryos and adult males were *sult1st3, f2* and *zgc:56382* (Table 3). The expression of selected co-regulated genes was validated in embryos and adult fish by RT-qPCR (Figure 4, 6A and B). The known estrogenic markers *vtg1*, *vtg3* and *esr1*, as well as new genes *cpn1, eif4e1b*, *cyp11a1*, and *zp3* were all significantly up-regulated by E2 in the adult fish and embryos (Figure 4 and 6). Expression of *dazl* was significantly up-regulated in the 3 dpf embryos but not in the adult males. Expression of *sult1st3* was significantly down-regulated in the 3 dpf embryos but not in 4 dpf embryos and in adult males, which was different from what the microarray analysis predicted. Expression of *f2* was down-regulated in both 3 dpf embryos and adult males (Figure 6B). In addition to these co-regulated genes, we also investigated the expression of *f13a1a* and *cyp19a1b* using RT-qPCR, since their expression was highly up-regulated in the E2-treated embryos (Figure 4), and showed that both *f13a1a* and *cyp19a1b* levels were also elevated (Figure 6A). To summarize, although E2 to a large extent regulates the expression of distinct sets of genes in embryonic and adult fish, a limited number of co-regulated genes were identified. 

**Table 3:** Co-regulated estrogen-responsive genes in embryos and male adult fish from [13].

Up-regulated genes				
Embryos	1dpf	2dpf	3 dpf	4 dpf
Adult	*vtg1, vtg3*	*vtg1*	*vtg1, vtg3, cyp11a1, eif4e1b, daz1, zp3*	*vtg1, vtg3, esr1, cpn1, atic*
Down-regulated genes				
Embryos	1dpf	2dpf	3 dpf	4 dpf
Adult			*sult1st3, f2, opn1mw3*	*sult1st3, zgc:56382*

**Figure 6:**
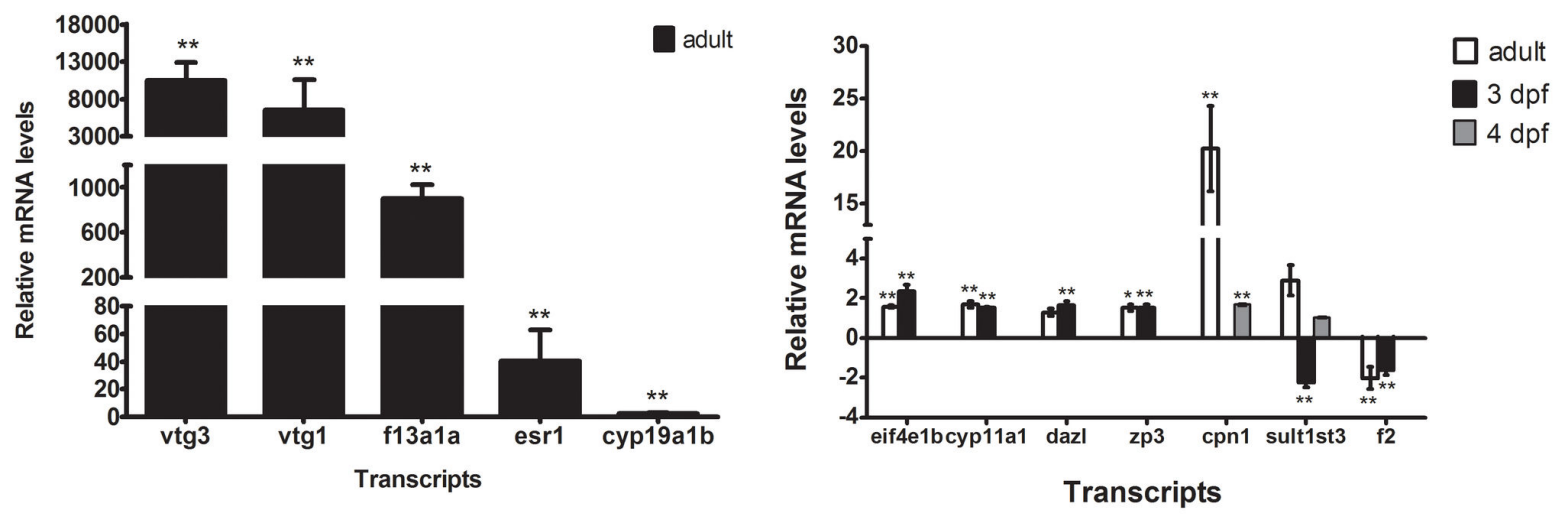
Validation of co-regulated differentially expressed genes in embryos and adult males using RT-qPCR. (A) Relative mRNA expression of the up-regulated genes *vtg1*, *vtg3, esr1* , *cyp19a1b* and *f13a1a* in adult males upon E2 treatment. (B) Relative mRNA expression of the *genes* *eif4e1b, cyp11a1, dazl, zp3, cpn1, sult1st3* and *f2* in 3 dpf and 4 dpf larvae as well as in adult males upon E2 treatment. **P<0.01; unpaired Student’s t-test compared to the controls. Abbreviations *eif4e1b: eukaryotic* *translation* *initiation* factor *4e 1b, cyp11a1* (cytochrome P450, subfamily XIA, polypeptide 1)*, dazl: deleted* *in* *azoospermia-like, zp3: zona* *pellucida* *glycoprotein 3, cpn1*(carboxypeptidase N, polypeptide 1)*, sult1st3: sulfotransferase* family *1, cytosolic* *sulfotransferase 3*.

## Discussion

### E2 regulates estrogen-responsive genes in a stage-dependent manner

We identified E2-responsive genes that were regulated at 1-4 dpf during zebrafish development through transcriptomic analysis. The microarray data predicted that E2 activated transcription of a distinct set of genes in a stage and tissue specific manner during zebrafish development. 

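The stage-by-E2 terms, which test whether the effect of E2 differs between the 4 time points, had an adjusted p under 0.05 for 32 of the 43603 probes. With each replicate number left out of all groups, 16 (without replicate 3) to 36 (without replicate 1) probes passed. Named genes among them were vtg1, vtg2, vtg3, vtg4, vtg5, cyp19a1b, f13a1a and fkbp5.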

From hierarchical clustering and Venn diagram analysis, we found that most of the differentially expressed genes regulated by E2 treatment were distinct at different stages during zebrafish development (Figures 2 and 3). At 1 dpf, among the top up- and down-regulated genes were genes that encode proteins involved in ubiquitination (*dcaf13*), phosphorylation (*ptprc*, *ppp1r1c* and *dusp3*), tissues development (*hoxd12a*, *znf644* and *opn1lw2*), immune system (*igsf21b*, *nitr3d*), and synapse function (*ddc*, *gria4a* and *grid2*) (Table S3). 

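At 1 dpf dcaf13 was at least 1.32-fold higher with E2 in 3 of 3 pairs (adjusted p 0.373), with 1 of 3 E2 arrays and 0 of 3 DMSO arrays well above background. Leaving out E2 replicate 1 gave it an adjusted p of 0.0123, whereas the processing alternatives gave 0.0894 to 1. The genes hoxd12a (0 of 3 DMSO and 1 of 3 E2 arrays above background), nitr3d (1 and 0), opn1lw2 (2 and 0) and ddc (1 and 0) passed both study thresholds, but with a whole group at background their fold changes stay open, as does that of znf644 (1 and 0), which did not pass. The probe of igsf21b with the higher mean signal changed by -0.08 (SE 0.38). Its other probe passed the limits, higher with E2, with all 6 arrays at background. None of these genes had an adjusted p under 0.05 with all arrays.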

At 2 dpf, the most highly activated (28 fold) gene transcript was *f13a1a*, which encodes coagulation factor VIII, and the most down-regulated (15 fold) gene transcript was *fkbp5*, an immunophilin involved in protein folding and trafficking (Table S4). 

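The gene f13a1a (chromosome 24 of GRCz12tu, 2585501 to 2605910) was at background on 3 of 3 DMSO arrays at 2 dpf and well above it on 3 of 3 E2 arrays, which makes it at least 8.21-fold higher (adjusted p 0.00115, 3 of 3 pairs). Over the 11 alternatives its adjusted p ranged from 3.22e-09 to 0.875, and the largest value came from fitting 2 dpf alone. The log2 signal of fkbp5 (chromosome 6, 43648736 to 43673746) fell from 10.3 ± 1.17 (SD, n = 3) with DMSO to 6.52 ± 0.44 with E2, a change of -3.78 (SE 0.45, adjusted p 0.00115, 3 of 3 pairs), and its other probe fell by 4.15 (SE 0.49). Fitted alone, 2 dpf gave no adjusted p under 0.05 for fkbp5 either.

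**Figure D4:**
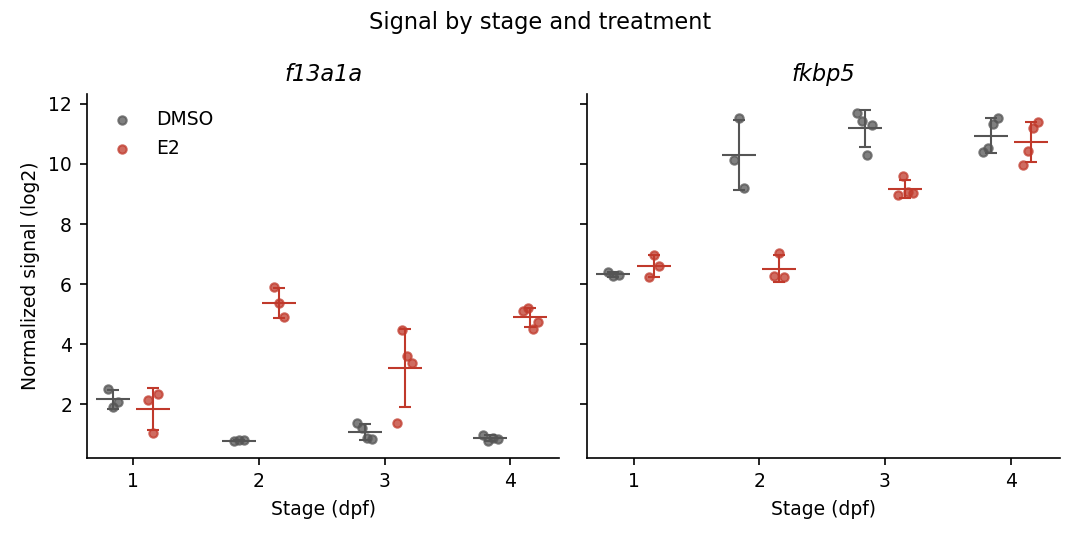
Normalized log2 signal of f13a1a and fkbp5 on each array, by stage (dpf) and treatment, with DMSO in grey and E2 in red. Points are arrays, the line is the mean and the bars are the SD (n = 3 at 1 and 2 dpf, n = 4 at 3 and 4 dpf); at 2 dpf the 2 treatments do not overlap for either gene.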

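The brain aromatase gene cyp19a1b (chromosome 25 of GRCz12tu, 5547107 to 5560775) had a log2 signal at 3 dpf of 5.23 ± 1.77 (SD, n = 4) with DMSO and 10.6 ± 0.27 with E2, a change of 5.38 (SE 0.50, adjusted p 1.33e-05, 4 of 4 pairs) or 41.5-fold. It was 5.34 without E2 replicate 1 and 6.25 without DMSO replicate 2, whose signal of 7.87 lay far above that of the other DMSO arrays. Of its other 4 probes, 1 rose by 3.64 (SE 0.58) and 3, with 0 of 4 DMSO arrays above background, were at least 1.23-fold, 2.82-fold and 5.54-fold higher. The adjusted p ranged from 6.49e-08 to 0.815 over the 11 alternatives, and it was over 0.05 only when 3 dpf was fitted alone.

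**Figure D5:**
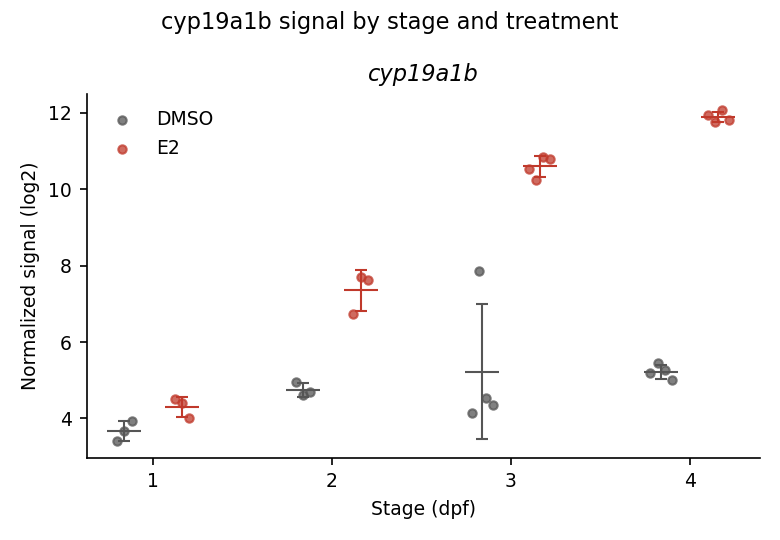
Normalized log2 signal of cyp19a1b on each array, by stage (dpf) and treatment, with DMSO in grey and E2 in red. Points are arrays, the line is the mean and the bars are the SD (n = 3 at 1 and 2 dpf, n = 4 at 3 and 4 dpf); the DMSO array at 7.87 at 3 dpf is replicate 2.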

At 3 dpf, the *cyp19a1b* gene showed the most highly activated transcription following E2 treatment (35 fold) (Table S5). Other activated transcripts were transcription factors (*batf*, *hoxb9a*, *ccdc37* and *morc3b*) and ubiquitin-related genes (*ubn2* and *exosc6*). 

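For batf the main probe changed by 0.36 (SE 0.25, adjusted p 0.666, 3 of 4 pairs) at 3 dpf, or by 0.11 without E2 replicate 1, and its other probe was at least 1.29-fold higher, with 0 of 4 DMSO and 3 of 4 E2 arrays above background. Likewise ubn2 changed by 0.47 (SE 0.30, adjusted p 0.655) and its other probe by 2.24 (SE 0.65), and exosc6 by -0.08 (SE 0.36), while its other probe was above background on 0 of 4 DMSO and 1 of 4 E2 arrays. The other probes of batf and ubn2 passed both study thresholds and that of exosc6 did not. Lower bounds were 1.69-fold for ccdc37 (4 of 4 pairs, past the same limits), 1.198-fold for morc3b (4 of 4 pairs) and 1.12-fold for hoxb9a (3 of 4 pairs), each with 0 of 4 DMSO arrays above background and an adjusted p of 0.654. Only 1 of 4 E2 arrays was above background for morc3b and hoxb9a, and 2 of 4 for ccdc37.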

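Signals at 3 dpf were lower with E2 in 4 of 4 pairs for fabp10a, fabp6, rhcga, rhcgb and slc6a19b. The log2 signal of fabp10a was 10.71 ± 0.68 (SD, n = 4) with DMSO and 8.05 ± 0.23 with E2, a change of -2.65 (SE 0.47, adjusted p 0.0572) that was also -2.65 without E2 replicate 1. It passed an adjusted p of 0.05 without DMSO replicate 2 (0.0247) and under 8 of the 11 alternatives, over which it ranged from 9.63e-05 to 0.815. The change of fabp6 was -2.99 (SE 0.89, adjusted p 0.654) and -1.64 without E2 replicate 1. For rhcga it was -1.75 (SE 0.51, adjusted p 0.654), past both study thresholds like fabp10a and fabp6. The values of rhcgb, -1.98 (SE 0.77), and slc6a19b, -1.79 (SE 0.67), did not pass, and became -0.60 and -0.69 without E2 replicate 1. Array weights, chosen after seeing the data, gave rhcga an adjusted p under 0.05.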

The top down-regulated transcripts at 3 dpf were two fatty acid binding proteins (*fabp10* and *fabp6*), and other down-regulated genes encoded proteins involved in transport, including the heme transporter *hpx*, the ammonium transporters *rhcga* and *rhcgb*, and *slc6a*, which transport amino acids in the kidney. 

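At 4 dpf the probes of vtg3, vtg2, vtg5, vtg1 and vtg4 were higher with E2 in 4 of 4 pairs. No DMSO array was well above background for vtg3 and vtg2, and all 4 E2 arrays were, so that vtg3 was at least 205.9-fold higher (adjusted p 4.62e-10) and vtg2, on chromosome 22 of GRCz12tu from 25684103 to 25695212, at least 12.4-fold higher (adjusted p 6.66e-05). The log2 signal of vtg5 was 6.02 ± 0.16 (SD, n = 4) with DMSO and 9.93 ± 0.20 with E2, a change of 3.91 (SE 0.26, adjusted p 1.35e-08) or 15.0-fold, and that of vtg1 rose 522.6-fold. Over the 11 alternatives the adjusted p of vtg2 ranged from 7.45e-08 to 0.0729 and was over 0.05 only when 4 dpf was fitted alone. Those of vtg3 and vtg5 stayed under 0.05, at most 0.00331 and 0.00796.

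**Figure D6:**
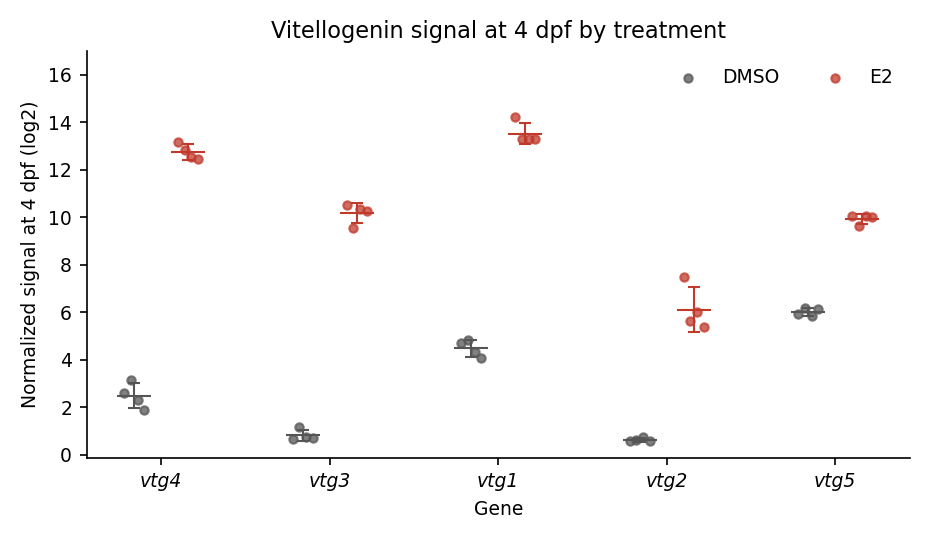
Normalized log2 signal of vtg4, vtg3, vtg1, vtg2 and vtg5 on the 4 DMSO (grey) and 4 E2 (red) arrays of 4 dpf. Points are arrays, the line is the mean and the bars are the SD; every E2 array lies above every DMSO array for each gene.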

Finally, the most up-regulated transcripts at 4 dpf were clearly the *vtgs 4, 3, 1, 2* and *5* (1218, 646, 522, 44 and 15 fold up-regulated by E2, respectively) (Table S6). 

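The genes pfkfb4 and upp2 were well above background on 4 of 4 DMSO arrays and on 0 of 4 E2 arrays at 4 dpf, which makes them at least 2.59-fold and at least 2.13-fold lower with E2, in 4 of 4 pairs. Both passed both study thresholds, with adjusted p of 1 and 0.381. Without DMSO replicate 1 upp2 had an adjusted p of 0.0386, against 0.0966 to 1 over the 11 alternatives, and array weights, chosen after seeing the data, gave pfkfb4 an adjusted p under 0.05.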

The most highly down-regulated gene transcripts at this stage were *pfkfb4* (9 fold), a hypoxic induced kinase/phosphatase, and *upp2* (6 fold), which is a uridine phosphatase. 

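Among the probes past both study thresholds, the median absolute log2 change was 1.28 at 1 dpf, 1.25 at 2 dpf, 1.07 at 3 dpf and 1.105 at 4 dpf, and the upper quartile 1.57, 1.68, 1.48 and 1.70. The largest absolute change was 3.04 at 1 dpf, 4.59 at 2 dpf, 5.38 at 3 dpf and 10.25 at 4 dpf, and 0, 3, 7 and 27 probes changed over 10-fold. These are fitted values, which for probes with a group at background are not bounds.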

The fold changes of E2-altered genes were much higher at 4 dpf than the other three time points, which might be caused by the higher E2 levels in the embryos (Figure S2). 

Although E2 regulated distinct sets of genes at different time points during zebrafish development, some differentially expressed genes were in common at several time points. The well-known estrogenic biomarkers *vtg1*, *vtg3, vtg5, esr1*, and *cyp19a1b* were found to be E2-target genes in our study, confirming that our results are in line with previously published results [20-23]. Expression of *vtg1* and *vtg3* was not only up-regulated by E2 at embryonic stages but also in male adult fish, as published previously (Figure 4, 6A and [13]), verifying the status of these genes as reliable estrogenic biomarkers. 

In addition to the well-known estrogenic biomarkers, we identified other E2-regulated transcripts at various zebrafish developmental stages to be potential biomarkers for estrogen signaling. For example, expression of *coagulation factor XIII, A1 polypeptide a* (*f13a1a*) was highly up-regulated by E2 treatment in 2, 3, 4 dpf embryos as well as male adults (Table S4-S6, Figure 4 and 6). Furthermore, transcription of *ependymin* (*epd*), encoding a brain extracellular glycoprotein involved in memory and neuronal regeneration (further discussed below), was down-regulated by E2 at three time points. 

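For f13a1a 0 of 3 arrays of each group were above background at 1 dpf. At 3 and 4 dpf 0 of 4 DMSO arrays and 4 of 4 E2 arrays were, which makes the gene at least 1.34-fold (adjusted p 0.21) and at least 5.33-fold (adjusted p 3.96e-05) higher with E2, in 4 of 4 pairs each. It passed both study thresholds at 2, 3 and 4 dpf. The adjusted p of f13a1a at 3 dpf was 3.48e-05 without E2 replicate 1 and ranged from 3.87e-08 to 0.815 over the 11 alternatives, with values under 0.05 after subtracting the 75th percentile (1.88e-06) and with array weights. At 4 dpf all 11 alternatives gave a value under 0.05.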

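The log2 change of epd (chromosome 5 of GRCz12tu, 38740911 to 38742976) was -1.28 (SE 0.41, adjusted p 1) at 1 dpf and -1.92 (SE 0.41, adjusted p 1) at 2 dpf, past both study thresholds, and -0.66 (SE 0.36, adjusted p 0.654) at 3 dpf and -0.49 (SE 0.36, adjusted p 1) at 4 dpf, not past them. It was lower with E2 in every pair at all 4 time points. The stage-by-E2 terms gave no difference between stages for epd (adjusted p 1).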

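The change of amh (chromosome 22 of GRCz12tu, 20571475 to 20584430) was 1.76 (SE 0.45, adjusted p 1, 3 of 3 pairs) on the log2 scale at 2 dpf, 1.40 (SE 0.39, adjusted p 0.654, 3 of 4 pairs) at 3 dpf and 1.63 (SE 0.39, adjusted p 0.414, 4 of 4 pairs) at 4 dpf, each past both study thresholds. At 1 dpf it was 0.57 (SE 0.45, adjusted p 1, 3 of 3 pairs). The value of amh at 3 dpf lay between 0.90 without DMSO replicate 3 and 1.86 without DMSO replicate 2. The signal was low, with 1 of 4 DMSO and 2 of 4 E2 arrays well above background at 4 dpf.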

Transcription of *anti-Mullerian hormone (amh*), encoding a steroidogenic enzyme, was induced at three time points. In previous studies, *amh* was reported to be induced in both prepubertal and adult rats exposed to methoxychlor, a previously commonly used pesticide, now banned in the US because of its estrogenic disrupting properties [24,25]. 

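Hemopexin (hpx), by its main probe of 4, changed by -0.74 (SE 0.55) at 1 dpf, -1.17 (SE 0.55) at 2 dpf, -1.76 (SE 0.47, adjusted p 0.654) at 3 dpf and -2.10 (SE 0.47, adjusted p 0.277) at 4 dpf, in every pair, and those at 3 and 4 dpf passed both study thresholds. At 2 dpf another of its probes passed, at least 1.37-fold lower with 3 of 3 DMSO and 0 of 3 E2 arrays above background. At 3 dpf the value was -1.57 without E2 replicate 1. For rgs2 the changes were -0.18 (SE 0.35), -0.82 (SE 0.35), -0.60 (SE 0.30) and -0.81 (SE 0.30) in the order of the stages, and none passed the study threshold for p. At 2 dpf it was -0.43 without E2 replicate 2 and at 4 dpf -0.40 without DMSO replicate 2. It was lower in every pair at 2, 3 and 4 dpf. Array weights, chosen after seeing the data, gave hpx an adjusted p of 0.0217 at 3 dpf, the lowest of values that reached 0.874 over the 11 alternatives.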

The transcripts of *regulator of G-protein signaling 2* (*rgs2*) and *hemopexin* (*hpx*) were also highly altered by E2 treatment, as described above. HPX protein levels are reportedly reduced in estrogen-treated menopausal women [26], which is consistent with the decrease of *hpx* transcripts after E2 treatment in our study. Genes that were regulated at two embryonic time points include *ankyrin repeat* domain *9* (*ankrd9*)*, FK506 binding* protein *5* (*fkbp5*), *fatty acid binding* protein *10a* (*fabp10a*), *purine nucleoside phosphorylase 4b* (*pnp4b*), *proopiomelanocortin a* (*pomca*) and *dopa decarboxylase* (*ddc*) (Table S3-S6). 

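At 2 dpf ankrd9 fell by 0.96 (SE 0.23, adjusted p 1), pnp4b by 1.19 (SE 0.31, adjusted p 1) and fabp10a by 2.02 (SE 0.54, adjusted p 1), each in 3 of 3 pairs and past both study thresholds. Without E2 replicate 2 fabp10a fell by 1.26 at 2 dpf. Over the 11 alternatives, 1 gave ankrd9 an adjusted p under 0.05 at 2 dpf (0.0336). At 3 dpf pnp4b fell by 1.44 (SE 0.27, adjusted p 0.078) and fkbp5 by 2.02 (SE 0.39, adjusted p 0.0967), in 4 of 4 pairs and past the same limits. For ankrd9 at 3 dpf the main probe fell by 0.39 (SE 0.20) and the other, past the limits, by 0.82 (SE 0.18). Without E2 replicate 1 the change of pnp4b at 3 dpf was -1.38 and that of fkbp5 at 3 dpf -2.05. Over the 11 alternatives the adjusted p at 3 dpf ranged from 0.00202 to 0.815 for both pnp4b and fkbp5, with 3 and 5 values under 0.05. At 2 dpf the main probe of ddc fell by 0.35 (SE 0.61), and its other probe passed the limits with 1 of 3 DMSO and 0 of 3 E2 arrays above background. The gene pomca (chromosome 17 of GRCz12tu, 34932622 to 34935701) rose at 4 dpf by 0.80 (SE 0.14, adjusted p 0.0134, 4 of 4 pairs) and at 3 dpf by 0.37 (SE 0.14, adjusted p 0.654, 4 of 4 pairs), not past the study threshold for p. At 1 dpf, where 2 of 3 arrays of each group were well above background, it rose by 0.45 (SE 0.16, adjusted p 1, 3 of 3 pairs), past neither study threshold, or by 0.18 without E2 replicate 1. At 4 dpf its adjusted p was between 0.0528 and 0.0948 without any of 6 of the 8 arrays, and over the 11 alternatives it ranged from 0.000284 to 0.854, with 6 values under 0.05.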

Further investigations will be required to understand the role of estrogen regulation of these genes during development. 

Comparison of the E2 target genes between embryonic and adult fish showed that the expression of a few genes were co-regulated, which indicates that the E2-regulated genes identified in our microarray analysis might be development specific. However, some co-regulated genes, such as *f13a1a* and *cyp19a1b*, were missed in the microarray comparisons, but identified by RT-qPCR, which could be explained by that the two microarray platforms were designed from different companies and contained different number of probes (16K vs. 44K) [13]. Nevertheless, the co-regulated genes of this study, including the known estrogenic markers *vtg1*, *vtg3*, *and esr1*, as well as the new markers *f13a1a* and *cpn1*, could potentially serve as biomarkers of estrogenic exposure to both embryos and adult fish*.*

### Estrogen signaling during early zebrafish development is tissue specific

Putative estrogen target tissues, in which E2-responsive genes have been reported to be expressed, were predicted by using ZFIN anatomy functional analysis at NIH DAVID bioinformatics platform (Table 2). Differentially expressed genes were enriched in brain, liver, and pancreas at 2-4 dpf, which is in accordance with the GFP-expressing tissues in the *Tg*(*5xERE:GFP*) transgenic fish (Figure 5 and [17]). Similar estrogen responsive tissues have also been reported by another group using a similar 3×ERE-Gal4ff/UAS-GFP double transgenic fish [27]. However, the latter fish model showed additional GFP expression in the muscle fibers in the somites at 4 dpf, a finding that was not made with the *Tg*(*5xERE:GFP*) fish [17,27]. Supporting a role for E2 in muscle, one of the GO categories enriched at 2-4 dpf was “muscle development” (Table S12).

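For the liver Table 2 lists 8 genes at 2 dpf, 41 at 3 dpf and 21 at 4 dpf, chosen on these arrays. With E2, 2 of 8 were higher at 2 dpf, 11 of 41 at 3 dpf and 13 of 21 at 4 dpf, and the median log2 change was -0.72, -0.69 and 0.47. Of these genes 6, 14 and 15 passed both study thresholds and 0, 2 and 8 had an adjusted p under 0.05 in limma.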

In our tissue enrichment analysis, the tissue with the most E2-responsive genes, such as *fabp10a, pnp4b, hpx, rgs2*, and the *vtgs*, was the liver (Table 2). Liver is the major organ for metabolism, detoxification and homeostasis. In the *Tg*(*5xERE:GFP*) transgenic fish, liver expression of GFP can be detected after 35 hpf, which is in agreement with *in situ* hybridization of *ceruloplasmin* of developing liver [28], and liver-specific dsRed expression of transgenic zebrafish *Tg*(*lfabf:dsRed; elaA:EGFP*) [29]. Consistent with our results, the fish liver is a main target for both endogenous and exogenous estrogens, and the classical estrogen biomarkers in fish include the liver-specific genes *vtgs* and *esr1*. We found that the most highly up-regulated gene at 4 dpf was *vtg4*, which was predicted to be expressed in the liver at the same time point (Table 2). We also confirmed *vtg4* up-regulation in the liver by *in situ* hybridization (Figure S5). As a member of the *vtg* family, *vtg4* has been investigated in the adult liver [23,30]; however, no such study has been performed for developing embryos. 

Another tissue in which E2-responsive genes were predicted to be expressed was the pancreas. Clusters of gene transcripts were enriched in the pancreas at 2 dpf, 3 dpf and 4 dpf (Table 2). Similar to the mammalian pancreas, the zebrafish pancreas includes both an exocrine/duct compartment and endocrine part comprising alpha, beta, delta, epsilon and pancreatic polypeptide (PP) producing cells [31]. The endocrine pancreas is one of the major organs of zebrafish endocrine system secreting insulin, glucagon, PP, ghrelin and somatostatin [31]. 

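At 3 dpf the insulin gene ins (chromosome 5 of GRCz12tu, 38758361 to 38761355) fell by 0.94 (SE 0.22, adjusted p 0.502) and gcga (chromosome 22, 11272198 to 11280696) by 0.83 (SE 0.19, adjusted p 0.495), each in 4 of 4 pairs and past both study thresholds. Without E2 replicate 1 they fell by 0.94 and 0.77. For ghrl the change at 3 dpf was -1.23 (SE 0.64, adjusted p 0.654, 3 of 4 pairs), and it was -0.21 without E2 replicate 1. At 4 dpf ins fell by 0.49 (SE 0.22, adjusted p 1, 3 of 4 pairs), or by 0.27 without DMSO replicate 1, and the main probe of gcga fell by 0.36 (SE 0.19). The other probe of gcga passed the limits with 2 of 4 DMSO and 0 of 4 E2 arrays above background. With the slide as block the adjusted p of ins at 3 dpf was 0.0375, within a range of 0.00667 to 0.874 over the 11 alternatives. That of gcga at 3 dpf ranged from 0.0173 to 0.874, with 1 value under 0.05.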

Our enrichment predicted that transcription of *insulin (ins*), *ghrelin/obestatin preprohormone* (*ghrl1*) and *glucagon a* (*gcga*) were E2-regulated in the pancreas (Table 2). The endocrine pancreas was also an E2-responsive tissue in the *Tg*(*5xERE:GFP*) transgenic fish (Figure 5), which was confirmed by fluorescence co-localization in pancreatic islets of *Tg*(*ins:mCherry*)*/Tg*(*5xERE:GFP*) embryos after E2 treatment (Figure S7). These results suggest that estrogen receptors are present in the pancreas and that estrogen signaling plays a role in zebrafish pancreas development. Although no report has been published linking estrogens to pancreas function in zebrafish, the evidence for this connection in mammals is extensive. In particular the role of estrogens in regulation of proliferation, differentiation, and survival of β cells and of insulin synthesis and release has been described (reviewed in 32). 

Estrogen receptors, in particular ERβ (ESR2), are important for normal brain and behavior development in rodents. Whereas ERα (ESR1) is the predominant ER in the hypothalamus, controlling reproductive cycles, ERβ is expressed in the cerebral cortex, the hippocampus, the cerebellum and the dorsal raphe (reviewed in 3). In zebrafish, estrogenic regulation of GFP expression occurs at several locations, including the preoptic area, olfactory bulb and hypothalamus in the brain of the transgenic *Tg*(*5xERE:GFP*) fish ([17] and Figure 5). In accordance with special expression of ERE-induced GFP, the brain was one of the tissues that were predicted to have many enriched gene transcripts following E2 treatment. At the earliest time point studied, several subunits of the α*-amino-3-hydroxy-5-methyl-4-isoxazoleproprionate* (*AMPA*) *type glutamate receptors* were identified as E2 target genes. These receptors mediate the majority of fast synaptic glutamate transmissions, which are known to promote neuronal growth, retraction and elongation of glial processes, proliferation and differentiation of retinal progenitors and proliferation of cortical progenitors. Specifically, *gria2a*, *gria3a*, *gria4a* glutamate receptor subunits were regulated by E2. 

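At 1 dpf the main probe of gria2a fell by 1.24 (SE 0.41, adjusted p 1, 3 of 3 pairs), past both study thresholds, with 1 of 3 arrays of each group well above background. Without E2 replicate 2 it fell by 0.78 and without E2 replicate 3 by 1.98, the latter at an adjusted p of 0.00888, and over the 11 alternatives the adjusted p of gria2a lay between 0.981 and 1. The main probe of gria3a changed by 0.06 (SE 0.17, adjusted p 1), and its other probe, which passed, by -1.24 (SE 0.41). For gria4a 0 arrays were above background for the main probe at 1 dpf, and the other probe, above background on 1 of 3 DMSO and 0 of 3 E2 arrays, did not pass the study threshold for p.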

The AMPA receptors have previously been shown to be regulated by estrogen in rats and mice [33,34]. 

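At 4 dpf the probe of disc1 was at background on all 8 arrays and did not pass the study threshold for p, although it was higher with E2 in 4 of 4 pairs. At 3 dpf 1 of 4 arrays of each group was well above background.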

The *epd* transcript, encoding a protein involved in neuronal plasticity, neurobehavior (memory and aggression) and cold adaptation, and the neurobehavioral *disc1* transcript were also regulated by E2 treatment in embryonic zebrafish brain. The *disc1* gene has been associated with risk of schizophrenia, bipolar affective disorder and major depression [35]. Also *cyp19a1b* (aromatase B) was found to be regulated by estrogen in the brain at 2-4 dpf. 

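The change of cyp19a1b was 0.64 (SE 0.57, adjusted p 1, 3 of 3 pairs) at 1 dpf, 2.6 (SE 0.57, adjusted p 1, 3 of 3 pairs) at 2 dpf and 6.67 (SE 0.50, adjusted p 1.09e-07, 4 of 4 pairs) at 4 dpf, or 102.1-fold, and those at 2 and 4 dpf passed both study thresholds. At 4 dpf its log2 signal was 5.23 ± 0.18 (SD, n = 4) with DMSO and 11.9 ± 0.14 with E2, and the other 4 probes, with 0 of 4 DMSO arrays above background, were at least 1.82-fold to at least 22.1-fold higher. Over the 11 alternatives, 1 gave cyp19a1b an adjusted p under 0.05 at 2 dpf (0.0381). The arrays were made from whole embryos and give no tissue.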

Although in the tissue clustering, this gene was designated to several tissues, including liver [36], *cyp19a1b* has been reported to be brain-specific in zebrafish while *cyp19a1a* encodes aromatase in the ovary [37]. We did not detect any *cyp19a1b* mRNA in adult fish liver extracts by RT-qPCR (results not shown). More specifically, expression of *cyp19a1b* has been shown to be up-regulated by E2 in zebrafish radial glial cells [38]. 

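At 3 dpf cyp1b1 rose by 0.49 (SE 0.23, adjusted p 0.654, 4 of 4 pairs), or by 0.29 without E2 replicate 1. The value of atp2b1b was -0.84 (SE 0.33, adjusted p 0.654, 4 of 4 pairs), and -0.35 without that array. The main probe of atp1a3b changed by -0.17 (SE 0.19) and another by -0.84 (SE 0.29), past both study thresholds, and the main probe of slc2a11l by 0.18 (SE 0.42) and another, also past them, by -1.15 (SE 0.31). The changes of slc13a1, slc26a6l and slc20a1a were -1.09, -0.88 and -0.44 with all arrays and -0.17, -0.20 and -0.33 without E2 replicate 1, and none passed the study threshold for p. The main probe of slc2a11l reversed, to -0.44, without E2 replicate 1.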

A group of estrogen responsive genes were predicted to be expressed in kidney or pronephric duct, including the cytochrome P450 *cyp1b1*, the ATPases *atp2b1b* and *atp1a3b* (Ca^++^ and Na^+^/K^+^ transporting, respectively), fatty acid binding protein 6 (*fabp6*), and the solute carrier family members *slc2a11l, slc13a1, slc26a6l* and *slc20a1a. Cyp1b1* has been detected in the developing kidney during early murine development [39]. It metabolizes estradiol and plays an important role in normal embryonic development [40]. Renal dysfunction and inflammation associated with angiotensin II-induced hypertension of the mouse model are *cyp1b1* dependent [41]. In line with E2 regulation in the kidney and/or pronephric duct of the four transcripts that belong to genes of the solute carrier family, *slc2a11l* (glucose transporter), *slc13a1* (sodium/sulphate transporter), *slc26a6l* (anion transporter) and *slc20a1a* (phosphate transporter), one of the biological functional groups that were regulated by E2 was “Transport”, as discussed below.

Besides liver, brain, pancreas and kidney, the predicted tissue enrichment in Table 2 also includes cephalic musculature and retinal photoreceptor at 1 dpf, and intestinal bulb, testis and ovary at 2-4 dpf; however, in the 5×ERE-transgenic fish we failed to detect GFP expression in any of these organs at the early developmental stages (data not shown). Intestine, testis and ovary expression of GFP were, however, detected in the adult *Tg*(*5xERE:GFP*) transgenic fish (data not shown). Normal morphogenesis of ovary and testis does not initiate until 10 dpf [42,43], but some genes controlling sex differentiation like *amh* may be altered by E2 treatment or play other roles at earlier stages of zebrafish development. In addition, *Tg*(*5xERE:GFP*) fish showed weak GFP expression in the heart valves from 4 dpf, which is in agreement with observations from the *Tg*(*3×ERE-Gal4ff/UAS-GFP*) fish [17,27]. However, we did not obtain any enrichment of estrogen-responsive gene transcripts in the heart (Table 2). Finally, the tissue analysis predicts that estrogen regulates genes in neuromasts, cells that has been shown to depend on *esr2a* for their development [9]. Expression of brain-derived neurotrophic factor (bdnf), which is involved in development and maintenance of neuromasts [44], was up-regulated by E2. 

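At 4 dpf the main probe of bdnf (chromosome 7 of GRCz12tu, 31972324 to 32009893) changed by -0.24 (SE 0.15, adjusted p 1, 3 of 4 pairs). Its other probe passed both study thresholds, lower with E2, with all 8 arrays at background. At 1, 2 and 3 dpf the main probe changed by -0.26, -0.08 and 0.00397.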

Although this gene has not been shown to be regulated by estrogen in zebrafish, many reports have described an E2 induction of *bdnf* expression in mammals. In conclusion, estrogen-responsive gene transcripts were predicted to be expressed in various tissues according to knowledge-based tissue enrichment; many of these tissues are in concordance with the ones that have been identified by transgenic estrogen reporter fish [17,27], but some of them are novel E2 target tissues for zebrafish, such as pancreas. 

### E2 regulates similar biological processes during early zebrafish development

Although the estrogen-responsive genes during early zebrafish development were expressed in a time-dependent manner, the biological functional processes were fairly similar across all time points. Analysis by GO-term biological processes enrichment for E2 regulated genes identified metabolic processes, regulation of transcription, transport, signal transduction, phosphorylation, development and immune response to be significantly enriched at all time points (Table 1). More subcategories to these main categories that were enriched also overlapped in all the time points (Tables S8-S12). However, a few categories were not significantly enriched across all time points; apoptosis and cell proliferation categories were enriched only at 3 and 4 dpf, and the response to chemical stimulus category at 2-4 dpf. 

In line with the liver being one of the major tissue targets for estrogenic signaling, E2-target genes were enriched in the metabolism category. The genes in this category encode both metabolic enzymes in the steroid and hormone pathways, as well as enzymes involved in lipid, nucleic acid, carbohydrate, protein, xenobiotic and energy reserve metabolism (Table S8). 

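At 4 dpf sult2st3 rose by 1.25 (SE 0.31, adjusted p 0.558, 4 of 4 pairs), past both study thresholds, and its other probes rose by 0.66 and 1.33. Its adjusted p ranged from 0.0334 to 1 over the 11 alternatives, with the lowest value under normexp correction, chosen after seeing the data. At 1, 2 and 3 dpf the changes were -0.34, 0.34 and -0.36 (SE 0.36, 0.36 and 0.31). The hsd17b genes were not analysed here.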

The transcripts of the major estrogen-metabolizing genes *CYP19A1*, encoding aromatase B (zebrafish homologue *cyp19a1b*), sulfotransferase *SULT1E1* (zebrafish homologue *sult2st3*) and hydroxysteroid (17β) dehydrogenase *HSD17B* (zebrafish homologue *hsd17b*) were all differentially expressed in our study; expression of *cyp19a1b and sult2st3* were up-regulated while *hsd17b* was down-regulated by E2 treatment. 

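The log2 signal of lipc was 3.84 ± 0.31 (SD, n = 4) with DMSO and 2.65 ± 0.34 with E2 at 3 dpf, a change of -1.19 (SE 0.39, adjusted p 0.654), and 6.41 ± 0.39 and 5.17 ± 0.47 at 4 dpf, a change of -1.24 (SE 0.39, adjusted p 1). Both were seen in 4 of 4 pairs and passed both study thresholds. Over the 11 alternatives the adjusted p ranged from 0.0349 to 0.874 at 3 dpf and from 0.00176 to 1 at 4 dpf, with the lowest values from array weights and from normexp correction, both chosen after seeing the data. For apoa1a the change at 4 dpf was 0.50 (SE 0.23, adjusted p 1, 3 of 4 pairs), not past the study threshold for p, and 0.14 without DMSO replicate 4.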

For lipid metabolism, *lipc* (encoding hepatic lipase) was down-regulated, while apolipoprotein A-I (encoded by *apoa*), which is the major protein component of high density lipoprotein (HDL) in plasma, was up-regulated by E2 treatment. Studies of humans and primates confirm the regulation of LIPC and APOA-1 by E2. First, E2 is known to repress the transcription expression of *LIPC* in humans, which plays an important role in lowering the plasma level of HDL [45,46], a function requiring *ESR1* [45]. Second, it has been reported that hepatic *apoa1* is induced by E2 in the human hepatoma cell line HepG2 [47]. Furthermore, APOA-1 levels and production rate were shown to increase during postmenopausal estrogen replacement therapy [48]. Finally, metabolic studies on ovariectomized and hysterectomized baboons show that E2-treatment increases APOA-1 content of HDL [49]. 

Another GO biological category that was enriched in our analysis was transport, including ion transport (specifically sodium and calcium ion transport), lipid transport, protein transport, and carbohydrate transport (including glucose transport) (Tables 1 and S9). As described above, a group of solute carrier family genes were regulated by E2, including *slc2a1* (glucose transporter)*, slc8a1* (sodium/calcium exchanger)*, slc5a5* (sodium iodide symporter) *and slc34a2* (sodium phosphate transporter). Expression of *slc2a1* has been shown to be stimulated by E2 to increase glucose uptake in various tissues [50-52] and *slc34a2* mRNA expression is increased by 50% in rat intestine after E2 treatment [53]. Expression of *slc8a1* was reported to be up-regulated by E2 in hearts [54] and *slc5a5* was up-regulated by E2 treatment in mammary gland [55,56] and breast [57,58]. However, the expression of these genes was up-regulated by estrogen in these previous reports, but down-regulated in our study, suggesting that solute carrier family may play a different role during zebrafish development than in mammals. 

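At 3 dpf slc2a1b changed by -0.89 (SE 0.40, adjusted p 0.654, 3 of 4 pairs), slc8a1a by -0.94 (SE 0.33, adjusted p 0.654, 4 of 4 pairs) and slc34a2a by -0.997 (SE 0.38, adjusted p 0.654, 4 of 4 pairs), and none passed the study threshold for p. Without E2 replicate 1 these values were -0.21, -0.38 and -0.79. At 4 dpf slc5a5 passed both study thresholds with 1 of 4 DMSO arrays and 0 of 4 E2 arrays well above background, so that its fold change stays open.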

E2 treatment also regulated gene transcripts that were enriched in the signal transduction and transcription factor categories (Tables 1 and S10), which is in line with how E2 functions at a molecular level. E2 signaling pathways are mediated by estrogen receptors, *ESR1* and *ESR2* (or zebrafish receptors *esr1*, *esr2a* and *esr2b*), as well as the membrane bound estrogen receptor (GPER). Signaling through these receptors has been shown to crosstalk with other receptors or transcription factors. The subcategories that were enriched in our GO analysis included steroid hormone mediated signaling pathway, cell surface receptor linked signaling pathway, as well as MAPK pathway (Table S10). 

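At 2 dpf rxraa rose by 0.71 (SE 0.23, adjusted p 1, 3 of 3 pairs), past both study thresholds, and nr0b2a by 0.54 (SE 0.25, adjusted p 1, 3 of 3 pairs), not past the study threshold for p, with 0.34 without DMSO replicate 2 and 0.83 without DMSO replicate 3. The probe of ghrhra at 1 dpf and that of pgr at 4 dpf were at background on every array. For ahr1a at 4 dpf 1 of 4 DMSO arrays and 0 of 4 E2 arrays were well above background, and the gene passed both study thresholds. At 4 dpf rarab fell by 0.42 (SE 0.17, adjusted p 1, 4 of 4 pairs), and at 3 dpf lhcgr fell by 0.89 (SE 0.45, adjusted p 0.654, 4 of 4 pairs), or by 0.34 without E2 replicate 1, and none of these passed the study threshold for p. The receptor that File S1 lists as nr5a5 changed at 3 dpf by -0.97 (SE 0.36, adjusted p 0.654, 3 of 4 pairs), by -0.42 without E2 replicate 1, and by 0.10 when the 75th percentile of each array was subtracted. For ar the main probe of 4 changed by 0.01, -0.23, -0.17 and 0.17 at 1, 2, 3 and 4 dpf, with no unadjusted p under 0.05. At 1 dpf A_15_P113550 of ar was higher by 0.87 (SE 0.34, unadjusted p 0.0186 in limma), with 1 of 3 DMSO and 2 of 3 E2 arrays above background. A_15_P131051 was also higher (unadjusted p 0.0251), but with 0 of 3 DMSO and 1 of 3 E2 arrays above background its fold change stays open. A_15_P132856 changed by 0.10 at 1 dpf. No probe of ar had an unadjusted p under 0.05 at 2, 3 or 4 dpf. The gene nr5a2 was not analysed here.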

Expression of several receptors was differentially regulated by E2 treatment, including *growth hormone releasing hormone receptor (ghrhr*)*, retinoid X receptor* α (*rxra*)*, esr1*, *progesterone receptor (pgr*), and *nuclear receptor subfamily 0b2a,* (*nr0b2shp*), which were up-regulated by E2, and *aryl hydrocarbon receptor (ahr*)*, retinoic acid receptor* α (*rara*)*, nuclear receptor* subfamily *5a2* (*nr5a2 lrh*)*, luteinizing hormone/choriogonadotropin receptor* (*lhcgr*)*, glucagon a* (*gcg*)*, and androgen receptor(ar*), which were down-regulated. It has been extensively reported that E2 induces *pgr* expression, which is in agreement with our data. Both *esr1* and *esr2* bind to the *pgr* promoter, and *esr1* has been described to induce *pgr* expression [59,60]. However, *esr2* has been reported to reduce *pgr* expression [61] and an increase of ESR2:ESR1 ratio may suppress PGR expression and contribute to progesterone resistance [62]. AHR signaling is known to crosstalk with ER signaling. E2 has been reported to repress AHR trans-repression through binding to ESR1 [63]. Expression of RARα has been previously shown to be up-regulated by E2 in various tissues [64-66], but our data showed the opposite regulation during zebrafish development. E2 is also known to induce expression of SHP in mouse and rat liver and in human HepG2 cells [67]. Given that LRH-1 is involved in estrogen production [68], the down-regulation observed in our data may suggest a negative feedback mechanism of E2 to LRH expression. All in all, our data shows that induction of E2 signaling translates to a crosstalk with several receptors during zebrafish development. 

E2 also altered the expression of genes involved in cell proliferation and apoptosis, such as *cysteine-rich angiogenic* inducer *61* (*cyr61*), *B-cell* lymphoma *2* (*bcl2*) and *caspase 3* (*casp3*). 

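The main probe of cyr61, which the reference names ccn1, changed by -0.14, -0.04, 0.07 and -0.32 at 1, 2, 3 and 4 dpf, with SE of 0.23 at 1 and 2 dpf and 0.20 at 3 and 4 dpf. At 3 dpf bcl2 changed by -1.18 (SE 0.46, adjusted p 0.654, 4 of 4 pairs), and by -0.33 without E2 replicate 1, and casp3b by -0.60 (SE 0.24, adjusted p 0.654, 4 of 4 pairs), and by -0.36 without that array. Neither passed the study threshold for p.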

Expression of *cyr61* has been reported to be induced by estrogen in breast cancer cells [69,70] and human myometrial explants [70], which is consistent with the up-regulation of *cyr61* expression in our study. Expression of *bcl2* was down-regulated in our study, but previous reports have shown both induction and repression of *bcl-2* expression by estrogen, potentially in a tissue specific manner [71-75]. Expression of *casp3*, a death protease activated during apoptosis, was also down-regulated during zebrafish development following E2 treatment. It has been shown that E2 at neuroprotective doses blocks *casp3* activation in the hippocampal CA1 of male gerbils [76]. In fetal neuroepithelial cells, E2 strongly inhibits the activation of *casp3* [76]. 

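The probe of cdk5r1a fell at 2 dpf by 0.58 (SE 0.23, adjusted p 1, 3 of 3 pairs), not past the study threshold for p, and changed by -0.11 (SE 0.20) at 3 dpf and 0.14 (SE 0.20) at 4 dpf. At 1 dpf it was at background on all 6 arrays. For cdk5 the main probe changed by -0.14, -0.11, 0.26 and -0.05 at 1, 2, 3 and 4 dpf, with no unadjusted p under 0.05. The probe of ptprc was at background on all 6 arrays of 1 dpf, where it did not pass the study threshold for p.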

In accordance with the previous studies, expression of *cyclin-dependent kinase 5 regulatory* subunit *1a* (*cdk5*, p35) [77] and *protein tyrosine phosphatase receptor* type *C* (*ptprc*) [78] was up-regulated upon E2 treatment. 

Our data identified several phosphatase genes that are regulated by E2. Such genes include *dual specificity phosphatase 3* (*dusp3*), which has been shown to dephosphorylate and inactivate various MAPKs like ERK and JNK [79,80], and *protein phosphatase 1, regulatory* (*inhibitor*) subunit *1C* (*ppp1r1c*). 

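At 1 dpf dusp3, which the reference names dusp3b, was well above background on 0 of 3 DMSO arrays and 1 of 3 E2 arrays, which makes it at least 1.34-fold higher with E2 (adjusted p 1, 2 of 3 pairs), and it passed both study thresholds. Without E2 replicate 1 its adjusted p was 0.0325, and over the 11 alternatives it lay between 0.395 and 1. The gene ppp1r1c passed the same limits with all 6 arrays at background, an adjusted p of 0.707 and 3 of 3 pairs higher with E2, and without E2 replicate 2 its adjusted p was 7.81e-08, against 0.292 to 1 over the alternatives.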

Finally, the category immune response was also enriched amongst E2-regulated gene transcripts (Table 1). 

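The probe of ifng1-1 was at background on all 6 arrays of 1 dpf, of 2 dpf and on 7 of 8 arrays of 3 dpf, and it was at background on all 8 arrays of 4 dpf. It did not pass the study threshold for p at any time point.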

In our gene list, *interferon-gamma* (*ifng1-1*), a vital immunoregulatory cytokine, was up-regulated, which is in agreement with previous studies that reported an increase of IFNG secretion following estrogen treatment in mice and rats [81,82]. Both ESR1 and GPER have been shown to increase IFNG expression [83-85]. Tumor necrosis factor receptor superfamily 1a (*tnfrsf1*) was down-regulated in zebrafish embryos after E2 treatment, which is consistent with a study showing that E2 inhibits TNFR1 expression in breast adipose fibroblasts [76]. 

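At 3 dpf the main probe of tnfrsf1a fell by 0.19 (SE 0.10, adjusted p 0.654, 4 of 4 pairs), and by 0.18 without E2 replicate 1. Its other probe changed by -0.59 at 3 dpf, and neither passed the study threshold for p.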

In conclusion, our data reveal distinct differences in the cohort of E2-responsive genes across different developmental stages in the zebrafish. Tissue enrichment analysis of E2-responsive genes correlated to tissue-specific GFP expression of *Tg*(*5xERE:GFP*) transgenic fish. However, *Tg*(*5xERE:GFP*) fish cannot mirror all E2-responsive tissues since the GFP expression is ERE driven. Our study revealed E2 responsive genes independently of whether E2 targeted *esr1, 2a* or *2b* or *gper*. The new target genes may potentially play important roles for estrogen-mediated regulation of development and some may serve as biomarkers to score for endocrine disruption. To further the knowledge of how estrogen regulates embryonic development, or the impact of perturbed estrogen signaling by exposure to estrogen disrupting compounds, it will be necessary to map estrogen receptor type specific responses through selective estrogen modulators and knockdown/knockout of Esr1, 2a, 2b or Gper. 

## Supporting Information

Figure S1 **Principle components analysis of microarray samples.** (A) Untreated samples (vehicle only 0.1% DMSO). (B) Samples treated with E2.
(TIF) Click here for additional data file.

Figure S2 **Uptake of E2 in embryos at different time points.** Thirty wild type zebrafish embryos were pooled and treated with 1 μM E2 (in 0.1% DMSO) from 3 hpf. The media was collected every 24 hours at 1, 2, 3 and 4 dpf, and the amount of E2 remaining in the media was analyzed by UV-HPLC. The data is presented as the percentage of E2 remaining in the water relative to media incubated with E2 but without fish. Statistics were done using Student’s t-test. *P<0.05; **P<0.01; ***P<0.005; ns, not significant.
(TIF) Click here for additional data file.

Figure S3 **Correlation analysis of gene expression data from RT-qPCR and microarray experiments.** The relative fold change values of each gene at each time point from Figure 4 were used for the correlation analysis. The microarray data (Y axis) were plotted against the RT-qPCR data (X axis).
(TIF) Click here for additional data file.

Figure S4 **18S rRNA expression of 1-4 dpf embryos and adult fish upon E2 treatment (relative to DMSO treatment).**
(TIF) Click here for additional data file.

Figure S5 **E2 up-regulates expression of *vtg4* in the liver of 4 dpf DZ zebrafish embryos.** Whole-mount ISH was performed with anti-sense *vtg4* RNA probes on 4 dpf E2-treated embryos (A) and DMSO-treated embryos (B). ISH of sense *vtg4* RNA probes on E2-treated embryos (C) and DMSO-treated embryos were performed as controls. Lateral view; anterior to the left. *Arrow* (*red*) indicates expression location of *vtg4* in the liver. *Scale* *bars*, 200 μm.
(TIF) Click here for additional data file.

Figure S6 **Maternal effect of *Tg*(*5xERE:GFP*) transgenic fish at 5 hpf in the absence of E2.** (A, B) *Tg*(*5xERE:GFP*) transgenic fish embryos. (C, D) Embryos from cross of female *Tg*(*5xERE:GFP*) transgenic fish and male wild type DZ fish. (E, F) Embryos from cross of male *Tg*(*5xERE:GFP*) transgenic fish and female wild type DZ fish. (G, H) Wild type DZ fish embryos. A, C, E and G, bright-field images; B, D, F and H corresponding GFP fluorescence images; *Scale* *bars*, 500 μm.
(TIF) Click here for additional data file.

Figure S7 **Endocrine pancreas is a novel E2 responsive tissue in embryonic zebrafish.** Double transgenic *Tg*(*5xERE:GFP*)*/Tg*(*ins:mCherry*) embryos (4dpf) showing co-localization of GFP and mCherry signals in pancreatic islets upon E2 treatment. (A) GFP fluorescence image; (B) mCherry fluorescence image; (C) merged image of GFP and mCherry; (D) merged image of bright field (BF), GFP and mCherry. *Arrows* indicate the liver; *arrowheads* indicate the pancreatic islets. Dorsal view; anterior to the left. *Scale* *bars*, 100 μm.
(TIF) Click here for additional data file.

File S1 **List of genes with E2-altered expression at 1, 2, 3 and 4 dpf.**
(XLSX) Click here for additional data file.

Table S1 Primer sequences used for the RT-qPCR validation of estrogen responsive genes from the microarray.
(DOCX) Click here for additional data file.

Table S2 Number of differentially expressed genes at different developmental stages.
(DOCX) Click here for additional data file.

Table S3 Top 15 up- and down-regulated transcripts at 1 dpf upon E2 treatment (E2 vs control).
(DOCX) Click here for additional data file.

Table S4 Top 15 up- and down-regulated transcripts at 2 dpf upon E2 treatment (E2 vs control).
(DOCX) Click here for additional data file.

Table S5 Top 15 up- and down-regulated transcripts at 3 dpf upon E2 treatment (E2 vs control).
(DOCX) Click here for additional data file.

Table S6 Top 15 up- and down-regulated transcripts at 4 dpf upon E2 treatment (E2 vs control).
(DOCX) Click here for additional data file.

Table S7 Common estrogen responsive genes at 1 dpf, 2 dpf, 3 dpf and 4 dpf upon E2 treatment.
(DOCX) Click here for additional data file.

Table S8 GO terms sub-grouped into the metabolic process category (in italics).
(DOCX) Click here for additional data file.

Table S9 GO terms sub-grouped into the transport category (in italics).
(DOCX) Click here for additional data file.

Table S10 GO terms sub-grouped into the signaling pathways category (in italics).
(DOCX) Click here for additional data file.

Table S11 GO terms sub-grouped into the multicellular organismal development category (in italics).
(DOCX) Click here for additional data file.

Table S12 GO terms sub-grouped into the response to chemical stimulus category (in italics).
(DOCX) Click here for additional data file.

Table S13 Number of genes enriched by the NIH-DAVID tissue enrichment platform.
(DOCX) Click here for additional data file.

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S1 — Primer sequences used for the RT-qPCR validation of estrogen responsive genes from the microarray.

Table S1. Primer sequences used for the RT-qPCR validation of estrogen responsive genes from the microarray

| **Genes** | **Forward primer sequences (5’-3’)** | **Reverse primer sequences (5’-3’)** | **Genebank**  **accession no.** |
| --- | --- | --- | --- |
| **Reference gene (*18s* ribosomal RNA)** | | | |
| *18s* ^(1)^* | TCGCTAGTTGGCATCGTTTATG | CGGAGGTTCGAAGACGATCA | BX296557 |
| **Up-regulated genes** | | | |
| *esr1^#(2)^* | CAGGACCAGCCCGATTCC | TTAGGGTACATGGGTGAGAGTTTG | NM_152959 |
| *vtg1^$(3)^* | ACTACCAACTGGCTGCTTAC | ACCATCGGCACAGATCTTC | NM_170767 |
| *vtg3^$(3)^* | CAGATGGCTTTATCGGCGTGAC | CACGGCAGGCCCATTGAAAC | AF254638 |
| *vtg5^%(4)^* | CCAAAAATTGTCACCACTTATGCT | CTTCATTCCTCCATGATATGCTTA | BC142783.1 |
| *cyp19a1b* | AAAGAGTTACTAATAAAGATCCACCGGTAT | TCCACAAGCTTTCCCATTTCA | AF226619 |
| *f13a1a* | GCCCGTATTGCTTTTGCC | GTGGGCCTGCTTGTTTTCTG | [NM_001076711.1](http://www.ncbi.nlm.nih.gov/nuccore/NM_001076711.1) |
| *eif4e1b* | GACACGGTCGAGGACTTCTG | GTGTGCCTATGTTGCTTGGC | [NM_131454.1](http://www.ncbi.nlm.nih.gov/nuccore/NM_131454.1) |
| *cyp11a1* | GAGGCCTCAGGAATGTCCAC | GGTCCACGCGTCTACATTGA | [NM_152953.2](http://www.ncbi.nlm.nih.gov/nuccore/NM_152953.2) |
| *dazl* | TGTTCGTCGGCGGTATTGAT | TGACACTGACCGAGAACTTCG | [NM_131524.1](http://www.ncbi.nlm.nih.gov/nuccore/NM_131524.1) |
| *zp3* | TCCAGCCAGTGGGTCTGACTA | CCAACAATTGCACCATCAGTCC | [NW_003040435.2](http://www.ncbi.nlm.nih.gov/nucleotide/312123451?report=gbwithparts) |
| *cpn1* | TGAGGGCTCTTTTTGCCGTC | GACGTACTTGAACTCCGGCT | [NW_001877244.3](http://www.ncbi.nlm.nih.gov/nucleotide/312124172?report=gbwithparts) |
| **Down-regulated genes** | | | |
| *agxtb* | TCATCAGCTGGTTTGGTGCACCC | GAGCAGCTCCCAATGATGCCAC | NM_213162.1 |
| *pnp4b* | CGCATGCTGCACATCTTGGGGA | TGAGCGAGAGACCCATGACCCG | NM_205643.1 |
| *hpx* | CTCATAAAGGCAAACCTGGTG | TGGACAGCTCAGCCTTGCCA | NM_001111147 |
| *fabp10a* | AGCTGGTCTGCAGAACTGACCGA | TGGTGGTTCCTCCGACTGTCAGC | NM_152960.1 |
| *fkbp5* | TCCACGAACCAGTGCCCGACT | AGTGGACGAACACCCTGTCCC | NM_213149.1 |
| *klf9* | CACGGAAGCGCGACCGACTG | GAAAGGGCCTCTCACCGGTGTG | NM_001128729.1 |
| *zgc:110053* | GCCAACTCGCCACAGCCAGAC | CGAACTCCGGGCTCACACCGA | NM_001020562.1 |
| *nxf1* | GGCCTCGGAAGAGCAGAAATCTTC | TCATTGAGGTGACCCAGTGCTGA | XM_001343386.3 |
| *zgc:92590* | GAGCCCAGTGTGAGGGTGCGTA | CCGCCAGAATCTCCCTGACATGC | NM_001007054.1 |
| *f2* | ACTGTCAGGAGGGAGACCTG | CGCTCTCCACAGTCTAGCTC | [NM_213390.1](http://www.ncbi.nlm.nih.gov/nuccore/NM_213390.1) |
| *sult1st3* | TTCACTACTTCACTGACAACTGG | CAGCTCTGTTCCGAATGGTATC | [NM_183348.2](http://www.ncbi.nlm.nih.gov/nucleotide/56118729?report=gbwithparts) |
| **Non-changed genes** | | | |
| *dlgap* | GAAGCTCCCGCCGCCAGTAC | GCGCGTTTGGCTGCCATGAG | XM_680713.4 |
| *rbp2a* | ACTGTTAAGACCCTGGTAAAGTGGG | GAATCTCCAAGTGAAGCAAGTCTCC |  |
| *esr2b^#(2)^* | CGCTCGGCATGGACAAC | CCCATGCGGTGGAGAGTAAT | AAH86848 |
| *esr2a^#(2)^* | CTCACAGCACGGACCCTAAAC | GGTTGTCCATCCTCCCGAAAC | NM_001045184 |

References:

* (1) McCurley A and Callard G. (2008). Characterization of housekeeping genes in zebrafish: male-female differences and effects of tissue type, developmental stage and chemical treatment. BMC Molecular Biology. 9(102): 1471-2199

# (2) Chandrasekar G, Archer A, Gustafsson JA, Lendahl MA. (2010).Levels of 17b-Estradiol Receptors Expressed in Embryonic and Adult Zebrafish Following In Vivo Treatment of Natural or Synthetic Ligands. PLoS ONE. 5 (3): e9678.

$ (3) Meng X, Bartholomew C and Craft JA (2010). Differential expression of vitellogenin and oestrogen receptor genes in the liver of zebrafish*, Danio Rerio.* Anal Bioanal Chem: 396: 625-630

% (4) Sawyer S, Gerstner K and Callard G. (2006). Real-time PCR analysis of cytochrome P450 aromatase expression in zebrafish: Gene specific tissue distribution, sex differences, developmental programming, and estrogen regulation. General and Comparative Endocrinology 147: 108–117.

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S2 — Number of differentially expressed genes at different developmental stages.

Table S2. Number of differentially expressed genes at different developmental stages

|  | ***p* ≤ 0.005** | ***p* ≤ 0.01** | ***p* ≤ 0.01(Fold change ≥ \|±1.4\|)** |
| --- | --- | --- | --- |
| **1 dpf** | | | |
| Total probes | 140 | 323 | 298 |
| Probes with gene symbols | 74 | 156 | 140 |
| Gene number | 70 | 151 | 136 |
| **2 dpf** | | | |
| Total probes | 158 | 376 | 219 |
| Probes with gene symbols | 114 | 249 | 116 |
| Gene number | 101 | 230 | 104 |
| **3 dpf** | | | |
| Total probes | 418 | 1277 | 1016 |
| Probes with gene symbols | 301 | 853 | 625 |
| Gene number | 267 | 778 | 576 |
| **4 dpf** | | | |
| Total probes | 368 | 745 | 444 |
| Probes with gene symbols | 228 | 461 | 227 |
| Gene number | 208 | 425 | 204 |

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S3 — Top 15 up- and down-regulated transcripts at 1 dpf upon E2 treatment (E2 vs control).

| **Gene Symbol** | **Human homologue** | ***p*-value** | **Fold-Change** | **Genbank Accession** |
| --- | --- | --- | --- | --- |
| **Up-regulated genes** | | | | |
| *vtg3* |  | 1.23E-04 | 6.21 | AF254638 |
| *dcaf13* | *DCAF13* | 7.60E-05 | 4.73 | NM_200129 |
| *vtg1* |  | 8.65E-04 | 3.82 | NM_001044897 |
| *taar19p* | *TAAR6* | 2.42E-03 | 3.58 | NM_001199914 |
| *col10a1* | *COL10A1* | 7.61E-03 | 3.39 | NM_001083827 |
| *ptprc* | *PTPRC* | 4.78E-03 | 2.71 | CK127788 |
| *zgc:153505* | *DPYD* | 4.53E-03 | 2.70 | NM_001077308 |
| *ppp1r1c* | *PPP1R1C* | 7.26E-05 | 2.59 | NM_001002538.1 |
| *dusp3* | *DUSP3* | 1.13E-03 | 2.50 | NM_001044307 |
| *mettl16* | *METTL16* | 1.22E-02 | 2.43 | BC131878 |
| *ugt5c3* |  | 4.79E-03 | 2.38 | NM_001128714 |
| *rh50* |  | 6.42E-04 | 2.30 | NM_131547 |
| *c1qtnf2* | *C1QTNF2* | 3.26E-03 | 2.22 | XM_695699 |
| *hoxd12a* | *HOXD12* | 5.56E-03 | 2.20 | NM_001126486 |
| *igsf21b* | *IGSF21* | 1.39E-03 | 2.18 | NM_001110473 |
| **Down-regulated genes** | | | | |
| *znf644* | *ZNF644* | 9.11E-03 | -5.32 | CT700944 |
| *nitr3d* |  | 1.21E-03 | -4.43 | NM_198355 |
| *ddc* | *DDC* | 3.07E-03 | -3.94 | NM_213342 |
| *gria4a* | *GRIA4* | 1.05E-02 | -3.82 | NM_214806 |
| *opn1lw2* | *OPN1LW* | 5.92E-04 | -3.57 | NM_001002443 |
| *prnp* | *PRNP* | 1.16E-02 | -3.49 | NM_205586 |
| *zgc:193725* |  | 5.67E-03 | -3.40 | EH551598 |
| *npy7r* |  | 9.50E-03 | -3.29 | NM_001007218 |
| *slc7a11* | *SLC7A1* | 1.40E-02 | -3.13 | XM_001919391 |
| *zgc:112320* |  | 4.79E-03 | -3.13 | NM_001159826 |
| *nr1h5* | *NR1H5* | 8.09E-03 | -3.05 | NM_001123241 |
| *dpp6b* | *DPP6* | 3.21E-03 | -3.04 | NM_001115122 |
| *hmgcll1* | *HMGCLL1* | 1.76E-03 | -2.95 | NM_001110400 |
| *sulf2l* |  | 3.38E-04 | -2.71 | NM_001003833 |
| *grid2* | *GRID2* | 8.27E-05 | -2.59 | NM_001004123 |

Table S3. Top 15 up- and down-regulated transcripts at 1 dpf upon E2 treatment (E2 vs control)

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S4 — Top 15 up- and down-regulated transcripts at 2 dpf upon E2 treatment (E2 vs control).

Table S4. Top 15 up- and down-regulated transcripts at 2 dpf upon E2 treatment (E2 vs control)

| **Gene Symbol** | **Human homologue** | ***p*-value** | **Fold-Change** | **Genbank Accession** |
| --- | --- | --- | --- | --- |
| **Up-regulated genes** | | | | |
| *f13a1a* | *F13A1* | 1.64E-09 | 28.39 | NM_001076711 |
| *cyp19a1b* | *CYP19A1* | 2.65E-04 | 7.58 | NM_131642 |
| *vtg1* |  | 3.28E-05 | 4.50 | NM_001044897.2 |
| *dnah10* | *DNAH* | 4.64E-03 | 4.02 | XM_693415 |
| *vipr1* | *VIPR1* | 1.10E-03 | 3.68 | NM_001013353 |
| *amh* | *AMH* | 2.08E-05 | 2.88 | NM_001007779 |
| *asb15b* | *ASB15* | 1.49E-02 | 2.80 | NM_001039890 |
| *desmb* | *DES* | 6.35E-03 | 2.41 | NM_001077452 |
| *coch* | *COCH* | 2.54E-03 | 2.33 | NM_001003823 |
| *or110-2* | *OR1Q1* | 1.05E-02 | 2.01 | NM_001128411.1 |
| *map1s* | *MAP1S* | 3.68E-03 | 1.91 | XM_688813 |
| *mxtx1* | *DUXA* | 7.99E-03 | 1.73 | NM_131560 |
| [rxraa](http://useast.ensembl.org/Danio_rerio/geneview?gene=rxraa) | *RXRA* | 1.17E-03 | 1.68 | NM_001161551.1 |
| *zgc:172270* |  | 1.35E-02 | 1.61 | NM_001114568 |
| *nr0b2a* | *NR0B2* | 4.58E-03 | 1.53 | NM_001256191 |
| **Down-regulated genes** | | | | |
| *fkbp5* | *FKBP5* | 3.40E-08 | -15.81 | NM_213149 |
| *klf9* | *KLF9* | 1.87E-05 | -4.28 | NM_001128729 |
| *pglyrp2* | *PGLYRP2* | 4.66E-03 | -3.62 | NM_001045166 |
| *fabp10a* |  | 5.83E-04 | -3.37 | NM_152960 |
| *zgc:162180* |  | 2.86E-03 | -2.94 | NM_001089446 |
| *pnp4b* |  | 2.96E-04 | -2.90 | NM_205643 |
| *hpx* | *HPX* | 4.95E-04 | -2.86 | NM_001111147 |
| *ddc* | *DDC* | 6.01E-04 | -2.80 | NM_213342 |
| *epd* |  | 5.48E-05 | -2.71 | NM_131005 |
| *kcnh6* | *KCNH6* | 1.16E-02 | -2.61 | XM_693502 |
| *rhcga* | *RHCG* | 3.18E-03 | -2.59 | NM_001089577 |
| *unc13d* | *UNC13C* | 8.50E-04 | -2.57 | CT598129 |
| *cxcr3.1* | *CXCR3* | 6.34E-03 | -2.55 | NM_001089430 |
| *nr1d2a* |  | 1.99E-03 | -2.50 | NM_001130592 |
| *ctsbb* | *CTSB* | 8.66E-05 | -2.40 | NM_001110478 |

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S5 — Top 15 up- and down-regulated transcripts at 3 dpf upon E2 treatment (E2 vs control).

Table S5. Top 15 up- and down-regulated transcripts at 3 dpf upon E2 treatment (E2 vs control)

| **Gene Symbol** | **Human homologue** | ***p*-value** | **Fold-Change** | **Genbank Accession** |
| --- | --- | --- | --- | --- |
| **Up-regulated genes** | | | | |
| *cyp19a1b* | *CYP19A1* | 1.92E-08 | 35.10 | NM_131642 |
| *vtg1* |  | 2.00E-08 | 7.91 | NM_001044897 |
| *batf* |  | 1.07E-03 | 6.06 | NM_001045059 |
| *c14orf135* | *C14ORF135* | 1.22E-02 | 5.70 | CT698302 |
| *cd74b* | *CD74* | 1.51E-03 | 5.60 | NM_131372 |
| *cyp11a1* | *CYP11A1* | 3.39E-03 | 5.20 | NM_152953 |
| *dazl* | *DAZL* | 1.32E-02 | 4.97 | NM_131524 |
| *hoxb9a* | *HOXB9* | 1.32E-02 | 4.74 | NM_131121 |
| *ccdc37* | *CCDC37* | 5.17E-03 | 4.51 | NM_001076760 |
| *morc3b* | *MORC3* | 1.12E-02 | 4.51 | NM_001003579 |
| *dcst2* | *DCST2* | 7.94E-03 | 4.36 | XM_679060 |
| *ubn2* | *UBN2* | 2.95E-03 | 4.12 | NM_001104940 |
| *h1m* | *H1FOO* | 7.88E-03 | 4.09 | NM_183071 |
| *exosc6* | *EXOSC6* | 1.14E-02 | 3.98 | BC065602 |
| *f13a1a* | *F13A1* | 9.44E-05 | 3.88 | NM_001076711 |
| **Down-regulated genes** | | | | |
| *fabp10a* |  | 2.23E-07 | -7.22 | NM_152960 |
| *fabp6* | *FABP6* | 2.01E-04 | -7.11 | NM_001002076 |
| *fkbp5* | *FKBP5* | 5.42E-06 | -5.44 | NM_213149 |
| *zgc:193725* |  | 2.39E-04 | -4.61 | EH551598 |
| *hpx* | *HPX* | 3.45E-04 | -4.46 | BC056563 |
| *dupd1* | *DUPD1* | 1.78E-03 | -4.28 | NM_001039837 |
| *itln3* | *ITLN2* | 1.53E-03 | -4.25 | NM_001159584 |
| *ca4b* | *CA4* | 6.62E-03 | -4.23 | NM_001166211 |
| *serpinf2* | *SERPINF2* | 3.53E-05 | -4.10 | XM_683705 |
| *rhcga* | *RHCG* | 1.66E-05 | -4.00 | NM_001089577 |
| *rhcgb* | *RHCG* | 5.79E-03 | -3.97 | NM_207082 |
| *slc6a19b* | *SLC6A19* | 6.03E-03 | -3.70 | NM_199736 |
| *tdo2a* | *TDO2* | 1.25E-02 | -3.69 | NM_001102616 |
| *c3b* | *C3* | 1.21E-02 | -3.61 | NM_131243 |
| *shbg* | *SHBG* | 2.75E-04 | -3.50 | NM_001007151 |

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S6 — Top 15 up- and down-regulated transcripts at 4 dpf upon E2 treatment (E2 vs control).

Table S6. Top 15 up- and down-regulated transcripts at 4 dpf upon E2 treatment (E2 vs control)

| **Gene Symbol** | **Human homologue** | ***p*-value** | **Fold-Change** | **Genbank Accession** |
| --- | --- | --- | --- | --- |
| **Up-regulated genes** | | | | |
| *vtg4* |  | 1.08E-15 | 1218.93 | NM_001045294 |
| *vtg3* |  | 1.88E-14 | 646.00 | AF254638 |
| *vtg1* |  | 3.12E-17 | 522.25 | NM_001044897 |
| *cyp19a1b* | *CYP19A1* | 2.28E-10 | 102.00 | NM_131642 |
| *vtg2* |  | 1.67E-08 | 44.03 | NM_001044913 |
| *f13a1a* | *F13A1* | 3.35E-09 | 16.08 | NM_001076711 |
| *vtg5* |  | 4.86E-15 | 14.96 | NM_001025189 |
| *wipf2* | *WIPF2* | 8.35E-03 | 9.73 | NM_001002165 |
| *lhbeta1* |  | 1.31E-03 | 5.05 | NM_205623 |
| *zgc:153138* |  | 2.62E-03 | 4.72 | NM_001076641 |
| *esr1* | *ESR1* | 1.94E-04 | 4.13 | NM_152959 |
| *wdhd1* | *WDHD1* | 6.08E-04 | 3.60 | NM_001002726 |
| *prop1* | *PROP1* | 4.55E-03 | 3.43 | NM_001177461 |
| *amh* | *AMH* | 1.40E-06 | 3.07 | NM_001007779 |
| *tmem232* | *TMEM232* | 5.48E-04 | 2.71 | NM_001100053 |
| **Down-regulated genes** | | | | |
| *pfkfb4* | *PFKFB4* | 4.34E-04 | -8.97 | XM_002666441 |
| *upp2* | *UPP2* | 3.87E-04 | -6.62 | NM_200144 |
| *ahsg* | *AHSG* | 7.52E-11 | -5.61 | NM_001100029 |
| *cbln8* |  | 3.88E-06 | -5.56 | NM_001110109 |
| *zgc:92590* |  | 4.68E-04 | -4.76 | NM_001007054 |
| *hpx* | *HPX* | 3.40E-05 | -4.32 | NM_001111147 |
| *il11b* | *IL11* | 1.35E-02 | -3.68 | XM_003200549 |
| *il34* | *IL34* | 1.17E-02 | -3.63 | NM_001082955 |
| *asb11* | *ASB11* | 8.89E-03 | -3.37 | NM_214792 |
| *zgc:171951* | *LGALS9* | 1.69E-03 | -3.32 | NM_001102630 |
| *casp8ap2* |  | 1.57E-04 | -3.26 | NM_001014334 |
| *gcga* | *GCG* | 8.25E-03 | -2.79 | NM_001008595 |
| [*armc4*](http://www.ensembl.org/Danio_rerio/geneview?gene=ARMC4) | *ARMC4* | 1.26E-02 | -2.67 | XR_117794 |
| *mettl8* | *METTL8* | 9.81E-03 | -2.54 | NM_001007336 |
| *chrna2b* | *CHRNA2* | 6.90E-03 | -2.53 | XM_692206 |

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S7 — Common estrogen responsive genes at 1 dpf, 2 dpf, 3 dpf and 4 dpf upon E2 treatment.

Table S7. Common estrogen responsive genes at 1 dpf, 2 dpf, 3 dpf and 4 dpf upon E2 treatment

| Overlapping time points | Common genes | Human homologs of the common genes |
| --- | --- | --- |
| 1, 2, 3 and 4 dpf | *vtg1* |  |
| 1 and 2 dpf | *epd, c2cd2l, ddc, loc556849*  *si:ch211-225b11.1, vtg1* | *DDC* |
| 1 and 3 dpf | *dnm1, lhcgr, loc100005283, si:ch211-12e13.2, si:ch73-138i16.1, zgc:193725, vtg3, epd, vtg1* | *DNM1* |
| 1 and 4 dpf | *pomca, vtg3, vtg1* | *POMC* |
| 2 and 3 dpf | *ankrd9, anxa4, cr352285.1, cx28.9, dnajb5, fabp10a, fkbp5, hmgcs1, klf3, klf9, lcn15, loc559127, lpin1, nr1d2a, pik3r3, pnp4b, pnpla3, rhcga, serpinf2, si:dkey-30c15.2, wu:fc15e02, zgc:112242, amh, cyp19a1b, f13a1a, hpx, rgs2, vtg1, epd* | *ANKRD9, DNAJB5, FKBP5, HMGCS1, KLF3, KLF9, LCN15, NR1D2, PIK3R3, PNPLA3, RHCG, SERPINF2, AMH, CYP19A1, F13A1, HPX,* |
| 2 and 4 dpf | *amh, cyp19a1b, f13a1a, hpx, rgs2, ctsbb, vtg1* | *AMH, CYP19A1, F13A1, HPX, CTSB, UNC13C* |
| 3 and 4 dpf | *bdp1, cbln8, dcakd, eif4e1b, gcga, ins, lipc, loc559783, sult1st3, vtg5, zcchc2, zgc:100868, amh, cyp19a1b, f13a1a, hpx, rgs2, vtg1, vtg3* | *C3, CA4, DCAKD, EIF4E1B, GCG, GREB1, KRT20, LIPC, PFKFB4, RGS2, TRIM29, ZCCHC2, AMH, CYP19A1, F13A1, HPX* |
| 1, 2 and 3 dpf | *epd, vtg1* |  |
| 2, 3 and 4 dpf | *amh, cyp19a1b, f13a1a, hpx, rgs2, vtg1* | *AMH, CYP19A1, F13A1, HPX* |
| 1, 3 and 4 dpf | *vtg3, vtg1* |  |
| 1, 2 and 4 dpf | *vtg1* |  |

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S8 — GO terms sub-grouped into the metabolic process category (in italics).

Table S8. GO terms sub-grouped into the metabolic process category (in italics)

| **Category** | **1 dpf** | | **2 dpf** | | **3 dpf** | | **4 dpf** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value |
| *Metabolic process* | 15.63 | **1.43E-02** | 28.13 | **3.02E-02** | 24.93 | **1.14E-17** | 38.32 | **2.53E-06** |
| Hormone biosynthetic process | 3.13 | **9.91E-03** | 3.13 | **4.38E-02** | 2.71 | **9.28E-08** | 4.67 | **2.63E-04** |
| Cellular nitrogen compound metabolic process | 6.25 | **9.55E-04** | 1.56 | 6.21E-01 | 0.54 | 1.01E-01 | 4.67 | **2.52E-02** |
| RNA metabolic process | 3.13 | **5.42E-02** | 3.13 | 2.02E-01 | 1.36 | 1.23E-01 | 5.61 | **5.42E-04** |
| ATP catabolic process | 1.56 | 4.56E-01 | 3.13 | 3.89E-01 | 1.63 | **7.40E-04** | 5.61 | **2.81E-02** |
| Lipid metabolic process | -- | -- | 7.81 | **2.94E-02** | 5.15 | **2.78E-06** | 9.35 | **7.83E-04** |
| Carbohydrate metabolic process | -- | -- | 3.13 | 5.09E-01 | 4.07 | **3.79E-04** | 10.28 | **1.80E-04** |
| Glucose metabolic process | -- | -- | 1.56 | **7.13E-02** | 1.63 | **1.39E-02** | 4.67 | **4.24E-03** |
| Cellular protein metabolic process | -- | -- | 1.56 | **7.13E-02** | 2.17 | **7.58E-02** | 4.67 | **9.10E-02** |
| Xenobiotic metabolic process | -- | -- | 1.56 | 5.06E-01 | 2.71 | **8.26E-05** | 4.67 | **7.17E-03** |
| Energy reserve metabolic process | -- | -- | 1.56 | 4.05E-01 | 2.44 | **3.97E-05** | 4.67 | **1.96E-03** |

Bold p-values represent statistically significant categories (p<0.05).

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S9 — GO terms sub-grouped into the transport category (in italics).

Table S9. GO terms sub-grouped into the transport category (in italics)

| **Category*** | **1 dpf** | | **2 dpf** | | **3 dpf** | | **4 dpf** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value |
| *Transport* | 17.19 | **5.01E-04** | 23.44 | **2.04E-02** | 18.70 | **2.45E-13** | 28.04 | **9.82E-05** |
| Transmembrane transport | 4.69 | 2.49E-01 | 14.06 | **1.52E-02** | 11.38 | **3.37E-12** | 14.02 | **2.57E-03** |
| Ion transport | 10.94 | **5.82E-04** | 6.25 | 3.98E-01 | 7.32 | **4.41E-06** | 8.41 | 9.82E-02 |
| Sodium ion transport | 1.56 | 2.75E-01 | 1.56 | **4.08E-02** | 3.52 | **4.53E-07** | 1.87 | 3.42E-01 |
| Calcium ion transport | 1.56 | 2.68E-01 | 1.56 | **4.08E-02** | 1.90 | **6.57E-03** | 0.93 | **2.34E-02** |
| Amino acid transport | 3.13 | **1.78E-03** | 3.13 | **4.06E-02** | 1.63 | **5.09E-04** | 1.87 | 1.03E-01 |
| Carbohydrate transport | -- | -- | -- | -- | 1.08 | **8.97E-03** | 1.87 | 1.23E-01 |
| Lipid transport | -- | -- | 3.13 | 2.16E-01 | 0.81 | 2.16E-01 | 2.80 | **3.26E-02** |

Bold p-values represent statistically significant categories (p<0.05).

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S10 — GO terms sub-grouped into the signaling pathways category (in italics).

Table S10. GO terms sub-grouped into the signaling pathways category (in italics)

| **Category*** | **1 dpf** | | **2 dpf** | | **3 dpf** | | **4 dpf** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value |
| *Signal transduction* | 28.13 | **6.69E-05** | 17.19 | **4.02E-02** | 15.72 | **3.62E-04** | 18.69 | **6.83E-03** |
| Synaptic transmission | 9.38 | **9.39E-05** | 4.69 | **4.09E-02** | 2.44 | **2.12E-02** | 1.87 | 3.45E-01 |
| Steroid hormone mediated signaling pathway | -- | **--** | 4.69 | 1.72E-04 | 1.08 | **8.42E-03** | 2.80 | **9.33E-03** |
| Cell-cell signaling | -- | **--** | 4.69 | 1.41E-01 | 2.17 | **5.45E-02** | 4.67 | **1.90E-03** |
| Intracellular protein kinase cascade | 1.56 | 2.30E-01 | 1.56 | 4.40E-01 | 1.63 | **1.95E-03** | 3.74 | **1.73E-02** |
| Activation of MAPK activity | 3.13 | **1.51E-02** | -- | -- | 1.36 | **3.70E-03** | 1.87 | **3.84E-02** |
| Cell surface receptor linked signaling pathway | 4.69 | **1.29E-02** | 1.56 | 7.00E-01 | 1.36 | **8.51E-04** | 0.93 | 8.72E-01 |
| Wnt receptor signaling pathway | 1.56 | **4.68E-02** | 3.13 | **4.27E-02** | 0.81 | 4.43E-01 | 4.67 | **1.08E-02** |
| Toll-like receptor 1 signaling pathway | 3.13 | **9.65E-03** | 4.69 | **6.75E-03** | 1.36 | **8.51E-04** | -- | -- |
| Glutamate signaling pathway | 4.69 | **3.50E-06** | -- | -- | -- | -- | -- | -- |
| Nerve growth factor receptor signaling pathway | 1.56 | 3.74E-01 | 3.13 | 2.77E-01 | 2.98 | **2.39E-05** | 2.80 | 2.59E-01 |

Bold p-values represent statistically significant categories (p<0.05).

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S11 — GO terms sub-grouped into the multicellular organismal development category (in italics).

Table S11. GO terms sub-grouped into the multicellular organismal development category (in italics)

| **Category*** | **1 dpf** | | **2 dpf** | | **3 dpf** | | **4 dpf** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value |
| *Multicellular organismal development* | 7.81 | **1.09E-02** | 4.69 | **1.93E-02** | 4.61 | **2.67E-02** | 3.74 | **4.86E-03** |
| Embryo development | 4.69 | **1.09E-02** | 4.69 | 1.03E-01 | 1.90 | **6.60E-02** | 1.87 | **8.84E-02** |
| Fat cell differentiation | -- | **--** | 4.69 | **1.91E-04** | 1.08 | **2.87E-03** | 1.87 | **1.38E-02** |
| Brain development | 1.56 | 4.01E-01 | 4.69 | **1.22E-02** | 1.08 | **1.77E-03** | 3.74 | **1.83E-05** |
| Liver development | 1.56 | 2.03E-01 | 3.13 | **1.93E-02** | 1.08 | **2.67E-02** | 2.80 | **4.86E-03** |
| Muscle development | -- | **--** | 3.13 | **3.95E-02** | 1.08 | **3.17E-02** | 2.80 | **1.27E-03** |
| Gland development | 1.56 | **4.08E-02** | 1.56 | **4.08E-02** | 0.81 | **1.77E-02** | 3.74 | **1.70E-04** |
| Blood vessel development | -- | -- | 3.13 | **3.54E-02** | 0.54 | 2.39E-01 | 1.87 | **1.71E-02** |
| Kidney development | -- | **--** | 1.56 | 4.05E-01 | 1.08 | **2.91E-02** | 0.93 | 5.88E-01 |

Bold p-values represent statistically significant categories (p<0.05).

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S12 — GO terms sub-grouped into the response to chemical stimulus category (in italics).

Table S12. GO terms sub-grouped into the response to chemical stimulus category (in italics)

| **Category*** | **1 dpf** | | **2 dpf** | | **3 dpf** | | **4 dpf** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value | Percent  (%) | p-value |
| Response to chemical stimulus | -- | -- | 7.81 | **9.46E-05** | 3.52 | **1.12E-06** | 6.54 | **9.02E-06** |
| Response to hormone | -- | -- | 4.69 | **2.62E-02** | 2.44 | **1.59E-04** | 6.54 | **9.60E-05** |
| Response to estrogen stimulus | 1.56 | 1.92E-01 | 1.56 | 2.18E-01 | 2.44 | **2.59E-04** | 4.67 | **8.79E-05** |
| Response to drug | 4.69 | **7.99E-02** | 9.38 | **2.51E-02** | 6.50 | **2.36E-07** | 9.35 | **2.85E-06** |

Bold p-values represent statistically significant categories (p<0.05).

# Supplementary material for: Identification of Estrogen Target Genes during Zebrafish Embryonic Development through Transcriptomic Analysis
**Source:** PLoS One. 2013 Nov 6;8(11):e79020. doi: 10.1371/journal.pone.0079020
**Supplement:** Table S13 — Number of genes enriched by the NIH-DAVID tissue enrichment platform.

Table S13. Number of genes enriched by the NIH-DAVID tissue enrichment platform

| Time point | 1 dpf | | 2 dpf | | 3 dpf | | 4 dpf | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | No. | % | No. | % | No. | % | No. | % |
| Input genes | 135 | 100 | 103 | 100 | 575 | 100 | 203 | 100 |
| NIH David identified genes | 100 | 74.07 | 68 | 71.92 | 397 | 69.04 | 144 | 70.94 |
| Enriched genes in ZFIN anatomy category | 43 | 43 | 38 | 55.88 | 178 | 44.84 | 64 | 44.44 |

How the deposited data were processed for this re-analysis (not part of the article)

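Gene expression was measured in pools of 30 whole zebrafish embryos that were kept from 3 hpf in 1 µM E2 or in 0.1% DMSO and collected at 1, 2, 3 and 4 dpf. There were 3 pools per treatment at 1 and 2 dpf and 4 at 3 and 4 dpf, which gave 8 groups and 28 arrays on 7 slides, each array hybridized with 1 pool and 1 dye. The authors deposited the processed signal of every spot, an intensity on a linear scale from which the scanner software had subtracted the background and a spatial trend within the array, and which had not been normalized between arrays. The table of values deposited for the series held the same signal, with 1266160 of 1266160 values equal. The headers of the scanner output name another scanner model and another version of the software than the paper's methods do. Quantile normalization, log transformation and the removal of the batch effects of replicates, which the methods describe, were therefore not yet part of the values.

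Each array carried 43803 spots besides 1417 control spots, which were left out, and these were 43603 different probes, 50 of them with 5 spots. Spots marked as outliers by the scanner software were also left out (between 3 and 529 per array, with a median of 9), and 0 spots were marked as saturated. Log2 signals were quantile normalized over the 28 arrays and the spots of a probe were averaged. A linear model with stage, E2 at each stage and the replicate number as a block of 4 levels was fitted by least squares, with moderated variances, to all arrays in limma 3.58.1 under R 4.3.3, so that the 8 groups shared 1 estimate of the spread of each probe. P-values were adjusted over the 43603 probes of a stage by the Benjamini-Hochberg method, and an adjusted p under 0.05 was 1 criterion. The other was that of the study, an unadjusted p-value of at most 0.01 with an absolute fold change of at least 1.4. Differences in the effect of E2 between stages were tested with the 3 stage-by-E2 terms of this model, and differences between stages in DMSO embryos with its 3 stage terms. Figures and the tables behind them were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

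The labels give the DMSO and E2 pools of a stage the same replicate numbers. Arrays with the same number deviated together from the means of their groups: across probes, which are not independent replicates, Pearson's r was over 0.1 in 14 of 14 pairs (0.175 to 0.650, median 0.319), whereas the median r between different numbers was -0.156. The numbers were therefore taken to pair the pools. The arrays had been scanned in 3 batches of 12, 12 and 4 arrays, which held 6, 7 and 1 DMSO arrays and 6, 5 and 3 E2 arrays, so that every batch held both treatments. Within a stage they were not balanced. The batch of 4 held E2 replicate 2 of 1, 2 and 4 dpf and DMSO replicate 2 of 3 dpf, and the partner of each was in another batch.

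Probes were named through the RefSeq accessions of the array, of which 15163 of 19212 matched the reference, and 558 more through the probe names in File S1. The names covered 15754 probes and 10998 genes. Of 404 gene names sought from the paper and from marker lists 339 matched, 19 of them through a synonym. Values are given for every gene that the paper names for the arrays in its text, in Figures 4 and 6, in Tables 2 and 3 and in Tables S3 to S7, and for the 10 probes per stage with the largest absolute change among those with an adjusted p under 0.05 and the same direction in every pair. A gene with several probes is given by the probe with the highest mean signal over the 28 arrays, with its other probes where they differ, and counts as altered where any of its probes is. Positions of genes are those of the reference, GRCz12tu.

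A probe that was well above background, by the scanner software's own test, on no array of 1 group has only a lower bound on its fold change. For that bound the dim group's signal on each array was set to the higher of its own value and the lowest normalized signal among the probes well above background on that array. The number of arrays limits the precision of every value. The fit was tested on simulated data with the residual spread of each probe, drawn independently and equally wide on every array. In these data 200 of 42900 probes were changed at 1 stage by 0.5, 1, 2 or 4 on the log2 scale. An adjusted p under 0.05 found between 50% and 57.5% of them over the 4 stages, with 5 to 12 unchanged probes called. Of the probes changed by 1 it found 34% to 48%, and of those changed by 4 it found 94% to 98%. Both study thresholds together found 70% to 72%, with 342 to 382 unchanged probes called. On the real arrays both thresholds called 177, 100, 334 and 215 probes in all, fewer at each stage than these unchanged ones. The simulated data held no outlying array and no deviation shared within a pair of 1 stage. Their rates therefore cannot be carried over to the real arrays. In the simulated data the stage-by-E2 terms found 83 of 200 probes changed at 3 dpf and called 4 unchanged ones.

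The model, the criteria, the rule for the genes named, the alternatives and 6 lists of marker genes (clock, glucocorticoid response, hatching gland, liver, oocyte and exocrine pancreas) were fixed before the data were examined. The alternatives were subtraction of the 75th percentile in place of quantile normalization, a model with no replicate block, a block nested within each stage, the slide as block, each stage fitted alone, an analysis of variance without moderated variances after the batch effects of replicates were removed, as the methods describe it, but over the 8 groups together, removal of probes that were not well above background on every array of at least 1 group, spots marked as outliers kept, wider limits for p and fold change (0.015 and 1.35-fold), which the values listed in File S1 reach, and each array left out in turn. Chosen after seeing the data were normexp background correction of the median signal with an offset of 50, the scan batch as block, and array weights. Normexp correction of the mean signal, planned at first, was not run. Marker lists were tested with fry and camera from limma, the latter with its preset and with an estimated correlation, over 24 tests of 6 lists at 4 stages.

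Left out were the quantitative PCR, the in situ hybridizations, the dose-response, adult and transgenic fish and the enrichment analyses of biological processes, tissues and other gene sets, which were not analysed here. The genes dlgap1a, rbp2a, nr5a2 and hsd17b were not analysed here either. An item covered by the rule for named genes is not reported here. Bar heights of Figure 4 were not used, and values of the supplement appear only where they are marked as the paper's.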

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

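The test of how many probes remained past the adjusted limit at 3 dpf without E2 replicate 1, the test that regroups the differences of the pairs over stages, and the fits with normexp correction of the median signal, with the scan batch as block and with array weights, were chosen only after the result was seen, and the other tests before. Replicate 1 of the E2 group at 3 dpf lay far from the other arrays of its group. On it 96.1% of spots were well above background, against 73.8% on the next array, the median signal was 74.9 against 54.9, and the ratio of the 75th to the 25th percentile was 2.58 on the log2 scale against 6.22. Replicate 4 of the E2 group at 4 dpf had 529 spots marked as outliers, against 27 on the next array of that group. In groups of 4 arrays, 4 of 20 comparisons of an array measure were beyond Dixon's 95% critical value, which chance alone exceeds in about 1 in 20 groups, and 3 of the 4 belong to replicate 1 of E2 at 3 dpf. The array also had the lowest array weight (0.0452, next 0.310), and its mean Spearman's rho with its own group was 0.849. Without it, the log2 changes of all probes at 3 dpf correlated with those of all arrays by an r of 0.414, across probes that are not independent. A fault in hybridization or labelling is a candidate explanation for the narrow range of its signals but was not tested itself, and no biological explanation was tested, since the design gives no difference between pools of 1 group. The tables argue against this array as the source of the probes past the adjusted limit at 3 dpf, since 14 passed without it and 11 of these were among the 14 that passed with it. For the count past both study thresholds the question stays open: it was 334 with all arrays and 170 without this one, 116 of them shared, but leaving out DMSO replicate 1 lowered it to 152. For E2 at 4 dpf, leaving out replicate 4 lowered the count past both study thresholds from 215 to 133, and what marked its spots was not tested.

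Among the genes of Figure 4, 10 of 72 comparisons of a gene's 4 arrays in a group were beyond the same critical value, where chance gives 3.6, and 2 of the 10 belong to E2 replicate 1 at 3 dpf. In that array the log2 signal of zgc:92590 was 6.84 (nearest array 3.32) and that of esr2b 6.29 (5.48), and without it the change of zgc:92590 at 3 dpf went from 1.11 to 0.16 and that of esr2b at 3 dpf from 0.18 to 0.03. The DMSO array of replicate 2 at 3 dpf held 7.87 for cyp19a1b (nearest 4.54), without which the change of cyp19a1b at 3 dpf was 6.25 in place of 5.38, and 0.61 for esr1 (2.6), without which esr1 at 3 dpf changed by 0.62 in place of 1.02. At 4 dpf the E2 arrays stood out with 14.19 for vtg1 in replicate 1 (13.3) and 9.63 for vtg5 in replicate 2 (9.99), and the DMSO arrays with 1.17 for vtg3 in replicate 2 (0.74; all 4 DMSO arrays were at background), 12.84 for agxtb in replicate 4 (13.2) and 8.39 for LOC100003999 in replicate 3 (7.84). At 3 dpf the E2 array of replicate 2 held 9.60 for fkbp5 (9.06). Without those arrays vtg1 at 4 dpf changed by 8.79, vtg5 at 4 dpf by 4.11, agxtb at 4 dpf by -0.59, LOC100003999 at 4 dpf by 1.70 and fkbp5 at 3 dpf by -2.12, in the direction found with all arrays, and vtg3 was higher with E2 as well. Single arrays may carry part of the spread of these genes, to the extent of the values given. Whether the pools differed in their embryos was not tested.

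The effect of E2 differed between the 4 time points for 8 named genes by the stage-by-E2 terms, with an adjusted p of 1.2e-09 for vtg1, 8.16e-09 for vtg4, 2.87e-06 for vtg3 and also for vtg5, 0.00144 for cyp19a1b, 0.00806 for f13a1a, 0.0125 for fkbp5 and 0.0435 for vtg2. The fitted change was largest at 4 dpf for vtg1 (9.03), vtg4 (10.25), vtg5 (3.91), cyp19a1b (6.67), vtg3 (at least 205.9-fold) and vtg2 (at least 12.4-fold), each in 4 of 4 pairs, and at 2 dpf for fkbp5 (-3.78) and f13a1a (at least 8.21-fold), in 3 of 3 pairs. For f13a1a, vtg2, vtg3 and vtg4 the terms compare fitted values of which many lie near background, since at most 1 DMSO array of any stage was above it. In all 32 probes passed. Of 100 regroupings of the arrays within pairs 1, the real one, gave as many, but 13 of the others gave 24 to 31 and the other 86 at most 2. A regrouping keeps the effect of E2 at a stage where it leaves all pairs on 1 side and removes it elsewhere, so that these regroupings test for an effect of E2 and not for a difference between stages. When the E2 minus DMSO differences of the pairs were regrouped over the stages instead, 31 probes without missing values passed with the real order, and 1 of 100 regroupings, the real one, gave as many (highest other 23), so that chance can be excluded at 1 of 100. With the slide as block 29 probes passed, with the scan batch as block 31, with the 75th percentile subtracted 28 and with normexp correction 34, which argues against slide, scan batch and scaling as the whole source of the count. Without replicate 3 in every group 16 passed. Stage itself was not replicated apart from these arrays, and the sensitivity of probes near background differs from that of bright ones. A dependence of the response on the stage of the embryo is consistent with the terms and stays a hypothesis, since it was found and tested on the same arrays.

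Several probes without a gene name were among the 10 largest changes, and the paper's text does not discuss them, although File S1 lists them. A_15_P120419 rose by 3.68 on the log2 scale at 3 dpf (adjusted p 1.33e-05) and by 9.33 at 4 dpf (adjusted p 1.17e-12), and A_15_P227811 by 3.22 (adjusted p 0.000763) and 7.31 (adjusted p 7.37e-10), each in 4 of 4 pairs. At 4 dpf 2 further probes with all 4 DMSO arrays at background and all 4 E2 arrays above it were at least 207.9-fold (adjusted p 1.05e-05) and at least 108.5-fold (adjusted p 1.72e-06) higher. Under the 11 alternatives the adjusted p of A_15_P120419 at 4 dpf ranged from 4.48e-14 to 0.00331 and that of A_15_P227811 at 4 dpf from 4.17e-12 to 0.0275, while at 3 dpf they ranged from 1.49e-07 and from 1.79e-06 to 0.815, the value with 3 dpf fitted alone. With the slide as block 18 probes at 3 dpf and 45 at 4 dpf were past the adjusted limit, and both named probes among them at both time points, which argues against the slide as their source. Transcripts of a named gene that such a probe also binds are a candidate source of its signal, and this and a response of genes that have no name here were not tested.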

How the results depend on the processing

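The fits with normexp correction of the median signal, with the scan batch as block and with array weights were tests chosen only after the result was seen, and all other tests of this part before. With all arrays, 0, 3, 14 and 38 probes had an adjusted p under 0.05 in limma at the 4 time points in order, and 177, 100, 334 and 215 passed both study thresholds. At 1 dpf, where the count was 0, 790 probes had an unadjusted p under 0.05. The adjusted counts moved by over 1.5 times under 3 settings. Array weights gave 2 at 1 dpf, 76 at 2 dpf and 201 at 3 dpf, each stage fitted alone gave 0 at 2 dpf, 0 at 3 dpf and 22 at 4 dpf, and the analysis of variance of the methods gave 23 at 3 dpf. Beside the counts of 0 in limma at 2 and 3 dpf fitted alone, 1280 and 858 probes had an unadjusted p under 0.05 in that fit. Fitting a stage alone leaves fewer arrays to estimate the spread, which is part of its construction, and for the other settings the cause was not tested.

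Both study thresholds gave counts over 1.5 times apart under more settings. Subtraction of the 75th percentile gave 59 at 1 dpf, 63 at 2 dpf and 97 at 4 dpf, and normexp correction 7, 30, 97 and 89 at the 4 time points. Removal of dim probes, which tests 31920 probes in place of 43603, gave 75 at 1 dpf, 60 at 2 dpf and 121 at 4 dpf. A block nested within each stage gave 155 at 2 dpf, each stage fitted alone 160 at 2 dpf and 140 at 3 dpf, and the slide as block 597 at 3 dpf. Array weights gave 738 at 2 dpf, 1014 at 3 dpf and 387 at 4 dpf. The wider limits for p and fold change gave 154 at 2 dpf and 553 at 3 dpf, being wider by construction. The number of genes past both study thresholds at all 4 time points was 0 with normexp correction and 1 otherwise among these settings, and that at 2 or more time points, 21 with all arrays, was 39 with the nested block and 65 with array weights. Where construction does not show it, the cause was not tested. Scaling moved the balance of directions: 49.2%, 38.0%, 38.9% and 58.1% of the probes past both study thresholds were higher with E2 after quantile normalization, 39.0%, 41.3%, 89.3% and 70.1% after subtraction of the 75th percentile, and 14.3%, 20.0%, 15.5% and 62.9% after normexp correction. Of the probes past the adjusted limit at 2, 3 and 4 dpf, 33.3%, 85.7% and 92.1% were higher after quantile normalization. These shares were 33.3%, 94.1% and 97.1% after subtraction of the 75th percentile and 50%, 50% and 85.4% after normexp correction.

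With 1 array left out, the adjusted count ranged from 1 (without DMSO replicate 1) to 21 (without E2 replicate 3) at 1 dpf, from 3 (without DMSO replicate 2) to 6 (without DMSO replicate 1) at 2 dpf, from 11 (without DMSO replicate 1) to 15 (without E2 replicate 2) at 3 dpf and from 35 (without DMSO replicate 4) to 42 (without E2 replicate 2) at 4 dpf. The count past both study thresholds ranged from 145 to 605 at 1 dpf, from 87 to 294 at 2 dpf, from 152 to 926 at 3 dpf and from 133 to 432 at 4 dpf, with the lowest values without E2 replicate 2, DMSO replicate 2, DMSO replicate 1 and E2 replicate 4 and the highest without E2 replicate 3, E2 replicate 1, E2 replicate 4 and E2 replicate 1. With a replicate number left out of every group, 0 (without replicate 3) or 1 gene passed at all 4 time points, 13 (without replicate 2) to 39 (without replicate 1) at 2 or more, 16 (without replicate 3) to 36 (without replicate 1) probes had an effect that differed between stages, and 14035 to 21872 probes differed between stages in DMSO embryos.

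Without the replicate block the counts past both study thresholds were 135, 77, 228 and 157 and the adjusted counts 0, 3, 15 and 37. The replicate block is shared by all stages, and only the nested block fits the pairs of each stage on their own. Leaving out the replicate block changed the call of 2 named genes: pomca at 4 dpf, higher by 0.80 in 4 of 4 pairs, was over 0.05 without the block (adjusted p 0.595, within 0.000284 to 0.854 over its 11 alternatives), and fabp10a at 3 dpf, lower by 2.65 in 4 of 4 pairs, was under it (adjusted p 0.0212, within 9.63e-05 to 0.815). By adjusted p the replicate block changed the call of no other named gene, and by fry p that of no marker list. Which genes passed the study thresholds did change, such as pgr at 4 dpf, at background on every array, which passed them without the block. With the slide as block the adjusted counts were 0, 3, 18 and 45, with the scan batch as block 0, 3, 12 and 40, and with the block nested within each stage 0, 3, 11 and 40, and the counts past both study thresholds with the scan batch were 151, 88, 288 and 173.

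Named genes and the probes without a gene name among the largest changes together gave 168 results. Of these results 18 had an adjusted p under 0.05 with all arrays. The fitted direction reversed in 24 of the 168 under at least 1 alternative other than arrays left out, and in 1 of these 24 with an unadjusted p under 0.05 with all arrays or under that alternative: nr5a5 at 3 dpf changed by -0.97 with all arrays and by 0.10 when the 75th percentile was subtracted. The cause was not tested. Settings that brought results under 0.05 were array weights (17), normexp correction (9), the slide as block (5), the analysis of variance of the methods (4), the scan batch as block (3), subtraction of the 75th percentile (2), removal of dim probes (1), no replicate block (1) and the nested block (1). Results that went over 0.05 numbered 8 with each stage fitted alone and 1 each with the 75th percentile subtracted, with no block, with the nested block and with the scan batch, which was pomca at 4 dpf in each of these 4. Keeping the spots marked as outliers changed 0 of the 168. With 1 array left out, 1204 comparisons stayed on their side of the limit, 8 came under 0.05 and 6 went over it. The 6 were pomca at 4 dpf without DMSO replicate 1, 2 or 4 or E2 replicate 1, 3 or 4 (adjusted p 0.0528 to 0.0948). The 8 were fabp10a at 3 dpf without DMSO replicate 2 (a change of -3.02 in place of -2.65) and 7 results with most or all arrays of a group at background: dcaf13 and dusp3 at 1 dpf without E2 replicate 1, ppp1r1c and gria2a at 1 dpf without E2 replicates 2 and 3, f13a1a at 3 dpf without E2 replicate 1, opn1mw3 at 3 dpf without E2 replicate 3 and upp2 at 4 dpf without DMSO replicate 1. The marker lists lost an unadjusted fry p under 0.05 for glucocorticoid response at 2 dpf with normexp correction (0.0533) and without E2 replicate 2 (0.0508), for clock and liver at 3 dpf with the 75th percentile subtracted (0.154 and 0.0957), and at 3 dpf without DMSO replicate 1 for clock (0.123), glucocorticoid response (0.0707) and liver (0.0914), without E2 replicate 1 for clock (0.101) and liver (0.0955), without E2 replicate 2 for clock (0.0778), and without DMSO replicate 4 or E2 replicate 3 for liver (0.132 and 0.0952). They gained one for the exocrine pancreas at 3 and 4 dpf without E2 replicate 3 (0.0132) and DMSO replicate 4 (0.0278) and for glucocorticoid response at 4 dpf without DMSO replicate 1 (0.0406).

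Signal over background limits what can be said of dim genes. On an array 58.1% to 96.1% of spots were well above background, and 11683 of the 43603 probes were not so on every array of any group. Where no array of a group was above background, a fold change is a lower bound or is not given, apart from fitted values set beside the paper's. Normexp correction adds an offset of 50 to every signal and so shrinks the fitted values of dim probes by construction. Normexp correction of the mean signal, set at first, was not run, and the values deposited for the series moved 0 results because they equal the processed signal. Removal of dim probes gave no value for genes whose probe it removed.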

Differences from the paper's values

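Of the settings compared in this part, array weights, normexp correction of the median signal and the scan batch as block gave tests that were chosen only after the result was seen. With the criteria stated in the paper, fewer probes were altered than its text reports. The paper's counts of altered probes are 298, 219, 1016 and 444 at the 4 time points in order, and 177, 100, 334 and 215 were found here. Of the probes that File S1 lists, 209, 152, 576 and 315 meet these criteria by the paper's own values, and the counts here are within 1.5 times of these at 1 and 4 dpf. At 2 dpf the nested block (155), the slide as block (114), the stage fitted alone (160), the analysis of variance (142), outlier spots kept (103), the wider limits (154) and 1 array left out (160, 121, 102 and 176 without DMSO replicates 1 and 3 and E2 replicates 2 and 3) came within 1.5 times of 152, and at 3 dpf the 75th percentile subtracted (421), the slide as block (597), the analysis of variance (495), the wider limits (553) and 1 array left out (395 and 843 without DMSO replicate 3 and E2 replicate 2) within 1.5 times of 576. Among the alternatives set before the data were examined, those within 1.5 times the count in the paper's text were the nested block (259), the analysis of variance of the methods (227) and the wider limits (238) at 1 dpf, the nested block (155), the stage fitted alone (160) and the wider limits (154) at 2 dpf, and the stage fitted alone (297) and the wider limits (305) at 4 dpf. Subtraction of the 75th percentile, no block, the slide as block, removal of dim probes and outlier spots kept were not within it at any time point, and at 3 dpf no alternative of that set was, apart from single arrays left out. Leaving out 1 array reached it at 1 dpf (344, 200.0, 262 and 337 without DMSO replicates 1, 2 and 3 and E2 replicate 1), at 2 dpf (160, 294 and 176 without DMSO replicate 1 and E2 replicates 1 and 3), at 3 dpf (843, 899 and 926 without E2 replicates 2, 3 and 4) and at 4 dpf (432 and 373 without E2 replicates 1 and 3). Array weights, chosen after seeing the values, gave 227 at 1 dpf, 1014 at 3 dpf and 387 at 4 dpf.

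The paper's counts of altered genes are 136, 104, 576 and 204, and here they were 78, 45, 175 and 89. Set before the data were examined and within 1.5 times were the nested block (119), the analysis of variance (91) and the wider limits (95) at 1 dpf, the nested block (74) at 2 dpf, and single arrays left out at 1 dpf (138 without DMSO replicate 1 and 96 without E2 replicate 1) and 2 dpf (86 without E2 replicate 1). No other alternative of that set was, and none at 3 or 4 dpf. Array weights, chosen after seeing the values, gave 91 at 1 dpf. The paper counts 6 genes shared by 1 and 2 dpf, 9 by 1 and 3 dpf, 29 by 2 and 3 dpf and 19 by 3 and 4 dpf, where 3, 2, 13 and 11 were found. For 1 and 2 dpf the nested block (7), the analysis of variance (4), the removal of dim probes (4) and the wider limits (4) lay within 1.5 times, and for 3 and 4 dpf the nested block (17), while the other alternatives set before the data were examined did not, nor did any of them for 1 and 3 dpf or 2 and 3 dpf. Array weights, again chosen after seeing the values, gave 32 for 2 and 3 dpf and 23 for 3 and 4 dpf.

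The paper's supplement gives 323, 376, 1277 and 745 probes with a p-value of at most 0.01, and here there were 180.0, 104, 376 and 239. At 1 dpf the nested block (266) and the analysis of variance (250.0), set before the data were examined, lay within 1.5 times, as did 1 array left out at 1 dpf (349, 263 and 346 without DMSO replicates 1 and 3 and E2 replicate 1), 2 dpf (298 without E2 replicate 1) and 3 dpf (876, 936 and 957 without E2 replicates 2, 3 and 4), and no other alternative of that set did at any of the 4 time points. Array weights gave 234 at 1 dpf and 1480 at 3 dpf, a setting chosen after seeing the values. For p-values of at most 0.005 the paper's supplement gives 158, 418 and 368 at 2, 3 and 4 dpf, against 61, 182 and 136. The analysis of variance lay within 1.5 times at 2 dpf (110.0) and at 3 dpf (324), as did the slide as block at 3 dpf (324) and 1 array left out at 2 dpf (151 without E2 replicate 1), 3 dpf (378, 435 and 435 without E2 replicates 2, 3 and 4) and 4 dpf (246 without E2 replicate 1). The other alternatives set before the data were examined did not. Array weights, chosen after seeing the values, gave 272 at 4 dpf.

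Of 109 fold changes compared with Tables S3 to S6 all 109 had the same direction and 6 differed by more than the spread between replicates. The paper's fold change of vtg1 is 3.82 at 1 dpf, 4.5 at 2 dpf and 7.91 at 3 dpf, and the probes with those values in the tables gave 2.24, 2.93 and 10.73. With the slide as block the value at 1 dpf was 3.03 and did not differ, whereas under the other alternatives set before the data were examined it did. It differed under all of them at 2 dpf, and at 3 dpf under all but 2 arrays left out (9.46 without DMSO replicate 3 and 9.73 without E2 replicate 2). The changes listed in File S1 were also fitted as weighted sums of arrays. With the arrays of the stage alone the residual SD was 0.144, 0.182, 0.0867 and 0.000754 at the 4 time points in order. With all arrays it was 0.000514, 0.000715, 0.00753 and 0.000717. This argues that the paper's changes at 1, 2 and 3 dpf drew on arrays of other stages too. Whether that accounts for the differences of vtg1 was not tested. For slc7a11 at 1 dpf the paper has a decrease by 3.13-fold and the fitted value here was 1.21-fold, with 2 of 3 DMSO and 0 of 3 E2 arrays above background, which measures no fold change, so that the difference cannot be read as a disagreement. It did not differ with no block (1.44), with outlier spots kept (2.74) or without DMSO replicate 2 (2.17), rose without DMSO replicate 1, and differed with the 75th percentile, the nested block, the slide as block, the stage fitted alone and the analysis of variance, while removal of dim probes gave no value. The paper's decrease of hmgcll1 at 1 dpf is 2.95-fold and the fitted value here 2.42-fold. It did not differ with the slide as block (3.02) or without DMSO replicate 2 (2.6), DMSO replicate 3 (2.85) or E2 replicate 1 (2.79), and did under the other alternatives set before the data were examined. With all 6 arrays at background these values measure no fold change either. For kcnh6 at 2 dpf the paper's decrease is 2.61-fold and the value here 1.26-fold, and it differed under every alternative set before the data were examined, with an increase when the slide was the block.

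Of the genes that the paper names, File S1 lists 124 as altered at a given time point, counting each time point of a gene, and 49 of these passed the study thresholds with none of their probes here. Of the 49, 34 passed in the direction listed under some other setting. Subtraction of the 75th percentile reached rhcgb, slc6a19b and zp3 at 3 dpf, and the stage fitted alone agxtb and klf9 at 3 dpf and pgr at 4 dpf, which no block also reached. The analysis of variance reached klf9, rgs2, slc8a1a and zp3 at 3 dpf and disc1 at 4 dpf, and the wider limits these and pomca at 1 dpf and nr5a5 at 3 dpf. The nested block reached cdk5r1a and nr0b2a at 2 dpf, klf9, rgs2, slc34a2a and zp3 at 3 dpf and ins and rgs2 at 4 dpf. The slide as block reached ghrhra, lhcgr and pomca at 1 dpf, cdk5r1a at 2 dpf, agxtb, casp3b, cyp11a1, epd, nr5a5, rgs2, slc34a2a, slc6a19b and zp3 at 3 dpf and cyr61 at 4 dpf. With 1 array left out, gria4a, lhcgr, pomca, ptprc and znf644 at 1 dpf, nr0b2a and rgs2 at 2 dpf, agxtb, atp2b1b, bcl2, casp3b, eif4e1b, klf9, nr5a5, rgs2, rhcgb, slc2a1b, slc34a2a, slc6a19b, slc8a1a, tnfrsf1a and zp3 at 3 dpf and apoa1a, atic, disc1, ins, pgr, rarab and rgs2 at 4 dpf passed under at least 1 omission. Chosen after seeing the values were normexp correction, which reached agxtb, epd, klf9, rhcgb and slc6a19b at 3 dpf, the scan batch as block, which reached gria4a and lhcgr at 1 dpf and agxtb and slc6a19b at 3 dpf, and array weights, which reached agxtb, epd, klf9, rgs2, slc34a2a and slc6a19b at 3 dpf and pgr at 4 dpf.

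In direction, the text of the paper has cyr61, bdnf and cdk5r1a increased by E2. Here the main probe of cyr61 changed by -0.32 at 4 dpf and that of bdnf by -0.24 at 4 dpf, and cdk5r1a fell by 0.58 at 2 dpf, and File S1 also lists a probe of each of the 3 genes as lower at these time points. Of the comparisons for the genes of Figure 4A that File S1 lists, 15 of 16 were higher, and the other was vtg5, which fell by 0.43 at 3 dpf. For Figure 4B 15 of 16 were lower, and the other was the probe matched to nxf1 (LOC100003999), which rose by 1.65 at 4 dpf. For genes that the paper describes as shared with adult males, 9 of 12 went in the direction it states. The others were the main probes of cyp11a1 (-0.01) and dazl (-1.43) at 3 dpf and of sult1st3 (0.03) at 4 dpf.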

Other observations

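The other tests of this part were set before their results were seen, and among what it reports only the comparison of E2 arrays with the range of all DMSO arrays, array weights, normexp correction of the median signal and the scan batch as block belong to tests chosen only after the result was seen. Splits of the arrays of a stage that part every pair of replicates, as the real one does, show how far chance can be excluded. For the adjusted count, 1 of 4 such splits at 2 dpf, 1 of 8 at 3 dpf and 1 of 8 at 4 dpf gave as many probes as the real one, which was the real one itself. At 1 dpf, where the real count is 0, 4 of 4 splits had to give as many, so that this comparison tests nothing. For the count past both study thresholds the numbers were 4 of 4, 1 of 4, 2 of 8 and 1 of 8. The smallest share such splits can give is 0.25 with 3 pairs and 0.125 with 4, so that chance cannot be excluded by them at any stage. The highest count of the other splits was 4, 0, 1 and 1 (adjusted) and 218, 69, 347 and 195 (study thresholds). Splits that part fewer pairs also carry the differences between replicates, and over all splits the highest of the others gave 813, 1, 2 and 1 probes by adjusted p and 1925, 612, 1031 and 836 by the study thresholds. The counts move with single arrays too: without E2 replicate 3 at 1 dpf 21 probes had an adjusted p under 0.05 and 605 passed the study thresholds, without 1 array at 2 dpf up to 6 (DMSO replicate 1) and 294 (E2 replicate 1) did, and the count past the study thresholds was 152 without DMSO replicate 1 and 926 without E2 replicate 4 at 3 dpf and 133 without E2 replicate 4 and 432 without E2 replicate 1 at 4 dpf. Splits that follow the slides gave as many as the real one by both counts at 1 dpf (35 and 1318, and 813 and 1925) and by the study thresholds at 2 dpf (612 and 363), 3 dpf (376) and 4 dpf (507). With the slide as block 0, 3, 18 and 45 probes had an adjusted p under 0.05 and 184, 114, 597 and 210 passed the study thresholds. At 2, 3 and 4 dpf the adjusted count did not fall with the slide as block, which argues against the slide as its source. At 1 dpf the adjusted count in limma was 0 with and without the slide as block, beside 790 probes with an unadjusted p under 0.05 without it, and there is no result for the slide to explain.

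Regroupings of the arrays within pairs at all stages together could show a smaller share. Of 100, only the real one gave a gene past both study thresholds at all 4 time points (highest other 0), and only the real one gave as many as 21 genes at 2 or more (highest other 12), so that chance can be excluded at 1 of 100 for both. Without replicate 3 in every group 0 genes passed at all 4 time points, and 13 passed at 2 or more without replicate 2 and 39 without replicate 1. For the 20796 probes that differed between stages in DMSO embryos, 1 of 100 regroupings of the pairs over stages gave as many, the real one, and the highest other gave 10850.

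A candidate explanation for changes at 2 and 3 dpf is that E2 embryos were earlier or later in development. Over 15471 probes that change between 1 and 3 dpf in DMSO embryos, the E2 minus DMSO difference at 2 dpf ran along that change in 0 of 3 pairs, with slopes of -0.0313, -0.0162 and -0.00201, and over 10553 probes that change between 2 and 4 dpf that at 3 dpf did in 0 of 4 pairs, with slopes of -0.0766, -0.0505, -0.0213 and -0.0581. All pairs ran the other way, as a small delay would, but the exact two-sided sign test gives p = 0.25 for 3 pairs and p = 0.125 for 4, the smallest values those numbers of pairs allow. The number of pairs keeps this open. For the probes past the adjusted limit, embryos of another stage between 1 and 4 dpf would give signals within those of the DMSO embryos. At 3 dpf all 4 E2 arrays lay beyond all 14 DMSO arrays of the 4 stages for 11 of the 14 probes, among them 4 of cyp19a1b and 4 of vtg1, which argues against a shift in stage as the whole source of these 14. At 2 dpf this held for 1 of the 3 probes, that of f13a1a, whose value such a shift would not give, but 1 probe does not decide for the changes at 2 dpf as a set. The slopes at 2 dpf, none beyond -0.0313, measure a shift as a share of the change from 1 to 3 dpf. A delay of that share in every gene would be far smaller than the changes of -3.78 and -4.15 in the 2 probes of fkbp5. This argues against an even delay as their whole source, though a steeper course of fkbp5 was not tested. The other 3 of the 14 at 3 dpf and the changes past the study thresholds alone stay open. For them a delay and an effect of E2 on the genes themselves cannot be told apart with these numbers of pairs and probes.

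Lower fkbp5 and klf9, which respond to glucocorticoids in the list used, may mark lower glucocorticoid signalling with E2. The list holds 32 genes, of which 25 matched and all 25 were above background on every DMSO array of 3 dpf, 3 are in another list, 7 are in File S1 and 3 are named in the paper. Its median change was -0.131 at 2 dpf (fry p 0.00857, 6 of 25 genes higher) and -0.185 at 3 dpf (fry p 0.0143, 5 of 25 higher), with an adjusted p of 0.172 at both over 24 tests. Without fkbp5 and klf9 the fry p of the others was 0.0423 at 3 dpf, as this explanation needs, and 0.0695 at 2 dpf, which leaves it open there. The result at 3 dpf rests on DMSO replicate 1 (0.0707 without it, for the whole list) and that at 2 dpf on E2 replicate 2 (0.0508). Adjusted over the list alone, 2 of 25 genes at 2 dpf and 1 at 3 dpf were under 0.05, and over all probes 1 and 0. A different hour of collection would move the clock list, whose mixed fry p was 0.434 at 2 dpf and 0.18 at 3 dpf, so that the hour of collection stays open at both. Of its 41 genes 28 matched, 26 were above background on every DMSO array of 3 dpf, 2 are in another list, 4 in File S1 and 0 named in the paper, and its median change was -0.0937 and -0.0867 (directional fry p 0.1 and 0.0312, the latter 0.227 after adjustment and over 0.05 before it without DMSO replicate 1, E2 replicate 1 or E2 replicate 2, at 0.123, 0.101 and 0.0778).

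Lower liver genes at 3 dpf could come from less or later liver in E2 embryos. The liver list of 62 genes, of which 37 matched, 32 were above background on every DMSO array of 3 dpf, 1 is in another list, 16 are in File S1 and 6 are named in the paper, had a median change of -0.247 at 3 dpf (fry p 0.0379, adjusted 0.227), lower in each of the 4 pairs (-0.422, -0.0369, -0.199 and -0.256). The p was over 0.05 without any of 4 of the 8 arrays, at 0.0914 without DMSO replicate 1, 0.132 without DMSO replicate 4, 0.0955 without E2 replicate 1 and 0.0952 without E2 replicate 3, and 0.0957 when the 75th percentile was subtracted. At 4 dpf the median was -0.00201 (fry p 0.849) with members going both ways, which decides nothing there. Adjusted over the list alone, 10 of 37 genes at 3 dpf and 4 at 4 dpf were under 0.05, and over all probes 0 at both. At 3 dpf 11 of the 37 genes were higher, and the brightest, apobb.1, fgb and fgg, changed by 0.02, 0.06 and -0.06. Other genes were lower, such as fabp10a (-2.65) and gc (-1.34). An even loss of liver would lower all of them, so these values argue against it as the whole source. Whether the liver, a delay or a direct effect on the genes underlies the values at 3 dpf was not tested further, and whole embryos give no tissue.

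Of the genes cyp11a1, eif4e1b, dazl, zp3 and h1m, which the paper names for 3 dpf, all but cyp11a1 are in the oocyte list. Each is taken by its most increased probe, so that the probes were chosen for their rise. For some of them that rise may come from 1 array. All 5 had an unadjusted p under 0.05 with all arrays, 0 of 5 did without E2 replicate 1, and 2 to 5 did without any other array. For 3 of the 5, E2 replicate 1 was the 1 array of 8 above background. For zp3 and eif4e1b other pairs rose too. The change of zp3 was 0.55 with all arrays and 0.45 without E2 replicate 1 (p 0.0501 in limma), and all 4 pairs were higher. For eif4e1b the pair of replicate 3 (2.30) lay above that of replicate 1 (2.16), although its change fell from 1.04 to 0.68 without E2 replicate 1. Oocyte RNA in the E2 pools would raise the list of 41 oocyte genes, of which 30 matched, 16 were above background on every DMSO array of 3 dpf, 0 are in another list, 5 are in File S1 and 3 are named in the paper. Its median was -0.388 and its mean -0.174 at 3 dpf (fry p 0.283), with -1.37 in the pair of replicate 1. The median was 0.448, with 23 of 29 genes higher, when the 75th percentile was subtracted (fry p 0.0894) and 0.0445 without E2 replicate 1 (fry p 0.895). Its sign depends on the scaling and on this array, and as many of the genes lie near background this leaves that source open. Adjusted over the list alone 0 genes were under 0.05 in limma, where 6 had an unadjusted p under 0.05.

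The other lists were those of the exocrine pancreas (22 genes, 15 matched, 10 above background on every DMSO array of 3 dpf, 0 in another list, 9 in File S1 and 1 named in the paper), with medians of -0.436 at 3 dpf (fry p 0.0767) and -0.162 at 4 dpf (0.118), and of the hatching gland (9 genes, 4 matched and above background, 0 in another list, 0 in File S1 and 0 named in the paper), with a median of 0.34 and a mean of 0.0809 at 3 dpf (fry p 0.999). The exocrine pancreas list had a fry p of 0.0132 at 3 dpf without E2 replicate 3 and 0.0278 at 4 dpf without DMSO replicate 4. Of its genes 1 at 3 dpf and 1 at 4 dpf were under 0.05 adjusted over the list alone, and 0 of the hatching gland genes at any stage. Median and mean differed in sign for glucocorticoid response at 1 dpf (0.0109 and -0.00717) and for the exocrine pancreas at 2 dpf (0.0574 and -0.0332, with fry pointing up and camera down). Camera with its preset correlation gave an adjusted p under 0.05 in 8 of the 24 tests: glucocorticoid response at 2 dpf (3.03e-09), 3 dpf (0.00442) and 4 dpf (0.00354), liver at 1 dpf (0.0184), 2 dpf (0.0217) and 3 dpf (0.000227), clock at 2 dpf (0.00472) and exocrine pancreas at 4 dpf (0.00708). With an estimated correlation only glucocorticoid response at 2 dpf held (0.0474), and with directional fry none did, the smallest adjusted p being 0.172. Mixed fry, which counts changes in both directions, gave an adjusted p under 0.05 in 3 tests: glucocorticoid response at 2 dpf (9.03e-05) and 3 dpf (0.0153) and liver at 3 dpf (0.00183).

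Of the 122 comparisons for genes that the paper's text names, at the time points it names them for, 90 had an unadjusted p under 0.05 and 12 an adjusted p under 0.05 over all probes. Adjusted over the list alone 83 were under 0.05, which is not independent evidence, because the study chose these genes on the same arrays. Over all probes, 790, 577, 2748 and 1212 had an unadjusted p under 0.05 at the 4 time points in order, where 2180 would be expected by chance at each. Of the probes that File S1 lists, 297 of 298, 219 of 219, 1016 of 1016 and 443 of 444 changed in the direction given there, and 153, 91, 286 and 200 passed both study thresholds.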
